# Gene expression analysis of *Drosophilaa Manf *mutants reveals perturbations in membrane traffic and major metabolic changes

**DOI:** 10.1186/1471-2164-13-134

**Published:** 2012-04-11

**Authors:** Mari Palgi, Dario Greco, Riitta Lindström, Petri Auvinen, Tapio I Heino

## Abstract

**Background:**

MANF and CDNF are evolutionarily conserved neurotrophic factors that specifically support dopaminergic neurons. To date, the receptors and signalling pathways of this novel MANF/CDNF family have remained unknown. Independent studies have showed upregulation of MANF by unfolded protein response (UPR). To enlighten the role of MANF in multicellular organism development we carried out a microarray-based analysis of the transcriptional changes induced by the loss and overexpression of *Drosophila Manf*.

**Results:**

The most dramatic change of expression was observed with genes coding membrane transport proteins and genes related to metabolism. When evaluating in parallel the ultrastructural data and transcriptome changes of maternal/zygotic and only zygotic *Manf *mutants, the endoplasmic reticulum (ER) stress and membrane traffic alterations were evident. In *Drosophila Manf *mutants the expression of several genes involved in Parkinson's disease (PD) was altered as well.

**Conclusions:**

We conclude that besides a neurotrophic factor, Manf is an important cellular survival factor needed to overcome the UPR especially in tissues with high secretory function. In the absence of Manf, the expression of genes involved in membrane transport, particularly exocytosis and endosomal recycling pathway was altered. In neurodegenerative diseases, such as PD, correct protein folding and proteasome function as well as neurotransmitter synthesis and uptake are crucial for the survival of neurons. The degeneration of dopaminergic neurons is the hallmark for PD and our work provides a clue on the mechanisms by which the novel neurotrophic factor MANF protects these neurons.

## Background

Recently characterised MANF (Mesencephalic Astrocyte-derived Neurotrophic Factor) and CDNF (Cerebral Dopamine Neurotrophic Factor) form an independent family of neurotrophic factors [1]. MANF was identified from a conditioned media of cultured mesencephalic astrocytes in a search for secreted factors supporting dopamine (DA) neurons [2]. Specific loss of DA neurons is the characteristic feature of Parkinson's disease (PD). Therefore factors that maintain and support DA neurons are attractive candidates for the treatment of PD. MANF was shown to support the survival of cultured primary DA neurons but to have no effect on cultured GABAergic or serotonergic neurons [2]. Subsequently, mammalian MANF and its paralog CDNF were shown to prevent the loss of DA neurons in mouse 6-OHDA PD model [3,4]. Contrary to other vertebrate neurotrophic factors the MANF/CDNF family is evolutionarily well conserved among multicellular organisms including the fruit fly, *Drosophila melanogaster *[2,3,5]. Importantly, the protective role of MANF for DA neurons is also conserved [5]. Apparently both mammals and invertebrates share the same signalling partners as the lack of *Drosophila *Manf can be substituted by human MANF [5]. However, the interaction partners or how these proteins act at the molecular level are still elusive. It is important to understand the mechanisms of how these MANF/CDNF family proteins work at molecular level before the potential therapeutic applications.

Recent studies have shown the protective role of mammalian MANF (also known as ARMET) to be more general than restricted to the nervous system. MANF is upregulated by UPR in several mammalian cell lines [6-8] and by ischemia induced UPR in the heart and brain [8-10]. ER is the central regulator of protein folding and quality control and it has to adapt its capacity to the specific need of a particular cell type. Conditions challenging the function of the ER, like an increase of newly synthesized unfolded proteins in its lumen, lead to UPR [11]. In eukaryotes, the three canonical branches of UPR are mediated by ER membrane-associated sensor proteins. In stress-free, functional ER the intralumenal domains of these sensor proteins are bound to a chaperone BiP/GRP78 (Binding immunoglobulin protein/Glucose-regulated protein 78) and maintained inactive [12,13]. The UPR intersect with a variety of inflammatory and stress signalling pathways and networks activated by oxidative stress, all of which can influence cell metabolism. ER stress and UPR have also been implicated in the pathogenesis of several neurodegenerative diseases because of their characteristic accumulation of specific misfolded proteins [14]. Data from PD patients reveal that in DA neurons of substantia nigra the UPR is activated [15]. Recently, *Drosophila *has been used progressively to model human neurodegenerative diseases and UPR [16-18].

We have previously generated and characterized *Drosophila Manf *mutants. The zygotic null mutants (*Manf^Δ96^*) survive up to 2nd instar larvae due to the high maternal contribution. Mutants lacking both maternal and zygotic Manf (*Manf^mzΔ96^*) are late embryonic lethal and never hatch [5]. The embryonic lack of maternal *Manf *gene products and the lethality is rescued by paternal *Manf *gene expression. Both *Manf^mzΔ96 ^*and *Manf^Δ96 ^*mutants share nervous system defects, particularly dopamine neurites are altered and degenerate. Ectopic overexpression of Manf reveals no evident abnormalities in the embryonic or larval nervous system development or in the adult flies (data not shown).

Here we compare the mRNA expression profiles of *Manf^mzΔ96 ^*mutant embryos, *Manf^Δ96 ^*mutant larvae, paternally rescued maternal mutant embryos *Manf^mΔ96^/+*, and Manf ubiquitously overexpressing larvae to the wild type animals of exactly the same stages.

## Results and discussion

### The most prevalent changes in gene expression occur in *Manf *mutants that lack the maternal contribution of Manf

For microarray gene expression analysis we used two developmental stages in combination with three separate genotypes. 

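Gene expression was measured on Agilent 4x44K arrays in 6 groups: wild type, Manf mz mutant and paternally rescued embryos, and wild type, Manf mutant and Manf overexpressing larvae. The text gives 3 independent sets, and the sample labels give 4 samples in each group, 24 in all. By the labels the mz mutant embryos were 21 to 24 h old and the larvae 29 to 50 h, with wild type larvae of 29 to 45 h. Of the 3 dyes each marks 8 samples, and every wild type larva carries Cy3 while no mutant or overexpressing larva does, so that in comparisons with wild type larvae dye and genotype cannot be told apart. Mutant and overexpressing larvae each have 2 samples in Alexa and 2 in Cy5. Wild type embryos 2, 82 and 83 carry Cy3, which no mz mutant embryo does, and wild type embryo 1 carries Cy5. Dye and genotype are therefore largely confounded in that comparison too. Replicate numbers fall into 2 series, 1 to 4 and 63 to 88, with 2 samples of each group in each. The authors took median spot intensities from GenePix Pro 6.0, preprocessed them in R with limma and tested with moderated t statistics and an adjusted p of 0.01. The deposited log2 values, with sample medians that are nearly alike, were used as they are for 45220 probes. Here 1 limma model of the 6 groups gave each comparison, with p values adjusted by Benjamini and Hochberg and the same threshold of 0.01. A gene is represented by its probe of highest mean with p values adjusted over the 12799 genes that have a named probe, and the largest changes are given for single probes with p values adjusted over all probes.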

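Overexpressing larvae 69 and 70 stand apart from the other 22 samples. Their correlation with those 22 lies between 0.37 and 0.442, and with one another it is 0.715. Among the 22 it lies between 0.886 and 0.994. As the spread of each gene is estimated over all groups, these 2 samples enter it for every comparison and can widen it, though not for each gene. Values over 22 samples are therefore given beside those over 24, a choice made after seeing the values. Overexpressing larvae are then larvae 2 and 3 alone, both of the low number series and in Cy5. Wild type larvae are of both series and in Cy3. Over 22 samples overexpression is thus confounded with dye and in part with the series. In simulated values with the spread of all 24 samples, 3 of 100 probes with a log2 change of 1 and 29 of 100 with a log2 change of 2 were found, and with the spread of the 22 samples 44 and 79. The p values measure the spread between these samples.

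**Figure D1:**
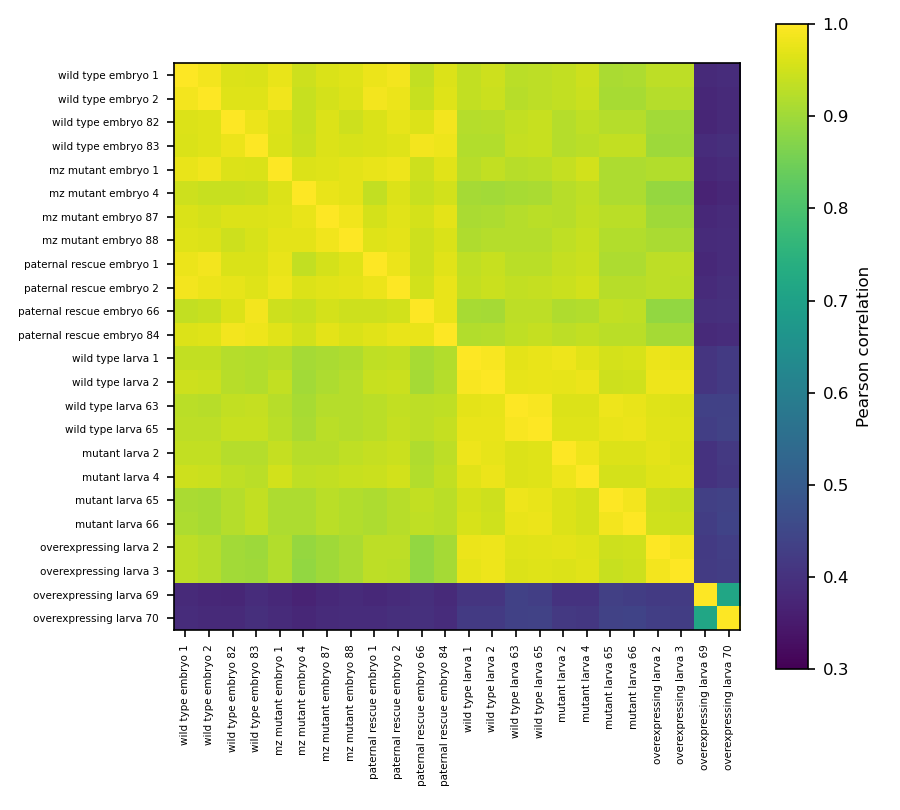
Pearson correlation over probes of the log2 values of each pair of the 24 samples. Overexpressing larvae 69 and 70 have values of 0.37 to 0.442 with the others.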

The age of embryos and larvae were selected according to the lifespan of the *Manf *mutants. *Manf^mzΔ96 ^*mutants fail in tracheal air filling and never hatch. Mutant *Manf^mzΔ96 ^*embryos were picked during the late stage of 17 (21-22 hours after egg laying, AEL) just before hatching when the trachea of wild type embryos fill with air. Mutant *Manf^Δ96 ^*larvae with maternal contribution survive to approximately 75 hours AEL and were collected as first instars 29-50 hours AEL when maternal loads of *Manf *gene products have decreased. 

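Manf itself was read by 2 probes, and over all 24 samples none of the comparisons reached the threshold for it. At the brighter probe wild type embryos lay between 11.10 and 11.48, and mz mutant embryos 4, 87 and 88 at 10.12, 9.48 and 9.14, while the library labelled mz mutant embryo 1 read 11.29, within the wild type range. The log2 fold change in mz mutant embryos was -1.27 (standard error 0.66, adjusted p = 0.594), and -1.37 at the other probe. At that other probe mz mutant embryo 1 read 10.59, just below the wild type embryos, which lay between 10.67 and 11.23. Paternally rescued embryos gave -0.56 (standard error 0.66, adjusted p = 1). In larvae the level followed the replicate numbers: wild type larvae 1, 2, 63 and 65 read 11.65, 11.59, 13.18 and 13.64, and mutant larvae 2, 4, 65 and 66 read 10.67, 10.46, 12.48 and 13.50, for a log2 fold change of -0.74 (standard error 0.66, adjusted p = 1). Overexpressing larvae 2 and 3 read 14.23 and 14.40, and larvae 69 and 70 11.65 and 13.74, with 0.99 (standard error 0.66, adjusted p = 0.242, 1.80 and 0.262 over 22 samples). At the other probe larvae 2 and 3 read 14.08 and 14.30, and larvae 69 and 70 10.28 and 10.09, below all 4 wild type larvae, which lay between 11.23 and 13.09, with a log2 fold change of 0.14. In fits chosen after its values were seen, overexpressing larvae gave 2.69 (adjusted p = 0.00569) within the low series and 2.85 (adjusted p = 8.02e-04) over 22 samples with the number series as a block, where mz mutant embryos gave -1.27 (adjusted p = 0.00958). Whether either probe lies in the deleted part of the gene is not known here.

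**Figure D2:**
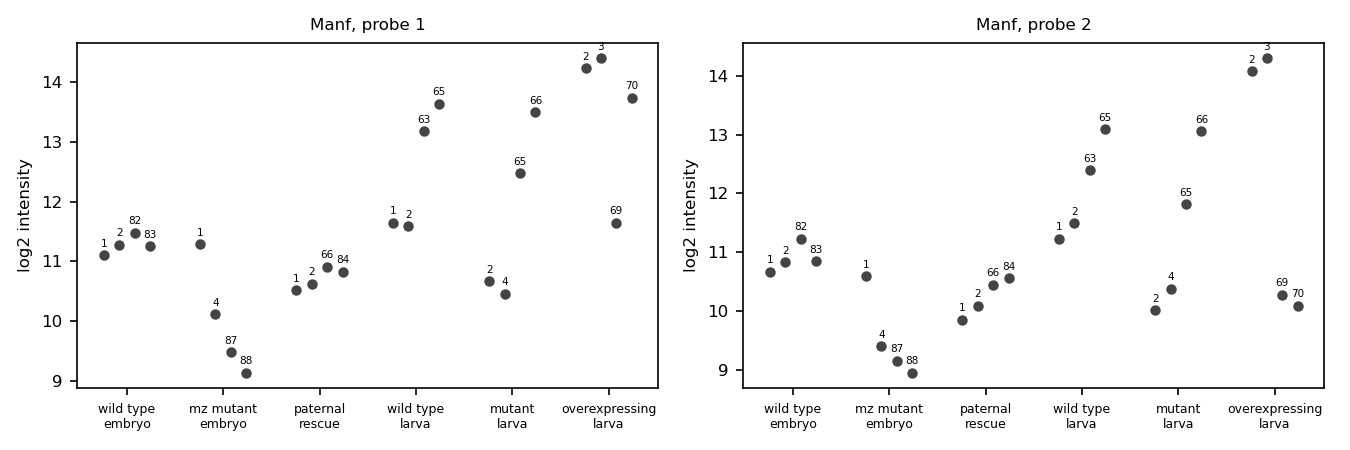
Manf in each sample at its 2 probes (log2 intensity), numbers being the replicate labels. Mz mutant embryo 1 sits among the wild type embryos at the brighter probe and just below them at the other.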

Three biologically independent sets of samples were used for microarray analysis. The expression profiles of all transgenic and mutant animals were compared to the wild type of the corresponding developmental stage. The numerical overview of statistically significant differences (*P *< 0.01) showed the most prominent changes in gene expression of *Manf^mzΔ96 ^*mutants (about 10% of genes differentially regulated). 

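In mz mutant embryos 282 of 45220 probes changed against wild type (0.624%), 235 higher and 47 lower, the latter for 32 named genes and the former for 136. Over 24 samples more probes changed here than in mutant larvae (70), overexpressing larvae (240) or rescued embryos (6). Without overexpressing larvae 69 and 70 the counts are 1895 in mz mutant embryos (4.19%), 845 in mutant larvae, 309 in overexpressing larvae and 66 in rescued embryos. The 309 rest on overexpressing larvae 2 and 3, both of the low series and in Cy5. They become 654 with the number series as a block and 33 with dye as a covariate. With the replicate number series as a block all 24 samples give 396, 124, 2058 and 6 in that order, and dye as a covariate 44, 2, 2 and 0. Within the low series they are 26, 389, 212 and 49, and within the high series 468, 15, 19293 and 0. Mutant larvae also have more than mz mutant embryos with array weights (3218 against 3025) and with the 2 groups fitted alone (645 against 234). At an adjusted p of 0.05 overexpressing larvae have 12849 and mz mutant embryos 601. Leaving out any single mz mutant or wild type embryo moves the count in mz mutant embryos by more than 1.5 times, from 132 without mz mutant embryo 4 or 88 to 573 without mz mutant embryo 1. From the counts of its own Table 1 the paper describes the changes in mz mutant embryos as the most prominent.

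**Figure D3:**
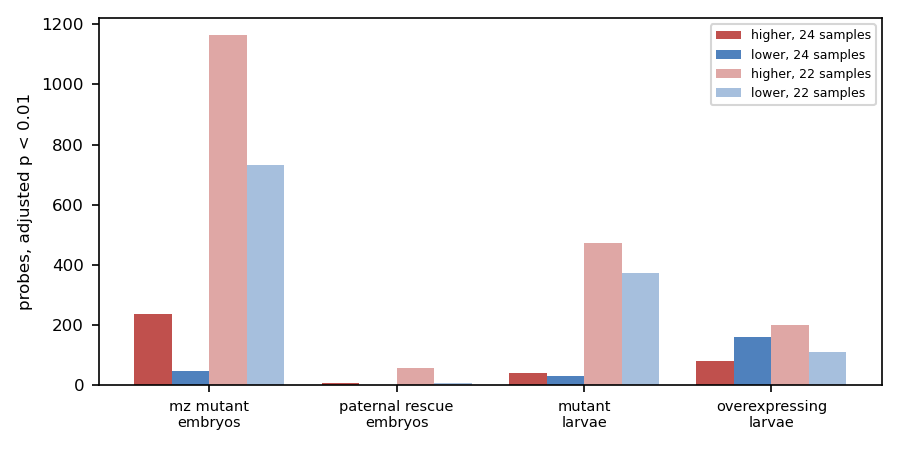
Probes with an adjusted p below 0.01 against wild type of the same stage, over all 24 samples and without overexpressing larvae 69 and 70. The count in mz mutant embryos goes from 282 to 1895.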

The smallest changes took place in the case of paternal rescue (less than 0.5% of genes differentially regulated) (Table 1). 

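Over 24 samples paternal rescue left the fewest changes of the 4 comparisons with wild type: 6 probes (0.0133%), all higher, for CG6983, mRpS17 and Cyp49a1. CG6983 had a log2 fold change of 3.74 (standard error 0.54, adjusted p = 0.00664) at the dimmer of its 2 probes and -0.13 at the other, mRpS17 of 2.80 (standard error 0.36, adjusted p = 0.00204) and Cyp49a1 of 2.43 (standard error 0.34, adjusted p = 0.00625). At an unadjusted p below 0.05 the limma fit gives 589 probes. Over 22 samples the count is 66 (0.146%), 58 higher and 8 lower, again the fewest. With the number series as a block it is 6, and within the high series 0. It is not the fewest within the low series (49 against 26 in mz mutant embryos). Nor is it with the stages fitted apart (17 against 7 in mutant and 1 in overexpressing larvae) or the 2 groups alone (10 against 0 in overexpressing larvae).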

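The share of higher probes among those changed differs between the conditions. It is 83.3% in mz mutant embryos (235 of 282), 58.6% in mutant larvae (41 of 70) and 32.9% in overexpressing larvae (79 of 240), and all 6 probes changed in rescued embryos are higher. The shares over 22 samples are 61.4%, 56%, 64.4% and 87.9%. With the number series as a block as well, over 22 samples, they are 51.4% of 3436, 51.4% of 1585, 57.8% of 654 and 38.7% of 364.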

Among the differentially regulated genes, approximately half were up- or downregulated in different Manf conditions. Altogether we validated 40 genes of the microarray results. Genes were selected by several criteria such as differential expression or similar regulation in both mutants or otherwise high representation in the whole dataset. As a result, 61.5% of validated genes in different genetic conditions were independently confirmed by qPCR (Tables 2 and 3, Additional file 1: Table S1).

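Of the 45 microarray values in Tables 2 and 3, 36 belong to genes with a named probe here. The sign is the one listed for 34 of these 36, and for 35 over 22 samples. In the mz mutant all 15 of 15 keep the listed sign, with Sil1 at 2.12 (standard error 0.39, adjusted p = 0.00357) and Pak3 at -2.02 (standard error 0.57, adjusted p = 0.076, 0.00638 over 22 samples) among them. The comparison of mutant with overexpressing larvae keeps 7 of 8 signs, among them nol at -2.38 (standard error 0.38, adjusted p = 7.49e-04) and Sk2 at -1.58 (standard error 0.26, adjusted p = 9.98e-04, -1.02 and 4.51e-04 over 22 samples). Some probe of the gene changed in the listed comparison for 10 of the 36, and for 15 over 22 samples. The quantitative PCR measurements are not analysed here.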

**Table 1:** Overview of microarray experiment

comparison between genotypes	diff. reg. probes	% all probes	**down reg**.	**% all diff. reg**.	**upreg**.	**% all diff. reg**.
***Manf*^*mz*^**^*Δ*^**^*96*^vs *wt *stage 17 embryos**	3183	7.3	1501	47.2	1682	52.8

***Manf^mz^***^*Δ*^***96*/*+ *vs *wt *stage 17 embryos**	180	0.4	53	29.4	126	70.0

***Manf^mz^**^*Δ****96***^***vs *Manf^mz^***^Δ^**^*96*^/+ stage 17 embryos**	2681	6.2	1290	48.1	1391	51.9

***Manf***^*Δ****96***^**vs *wt 29*-50 hr AEL larvae**	1734	4.0	894	51.6	840	48.4

***69B*-GAL4>*UAS-Manf*^*133 *^vs wt 29-50 hr AEL larvae**	1240	2.8	513	41.4	727	58.6

***Manf**^Δ**96**^***vs *69B*-GAL4 > UAS-*Manf^133 ^*29-50 hr AEL**	2775	6.4	1615	58.2	1160	41.8

The number of differentially regulated probes was compared. In the Agilent *Drosophila *microarray design (4 × 44 K) there was unequal number of probes targeting the particular gene, ranging from one probe to several per gene.

**Table 2:** qPCR validation of results and microarray data obtained from stage 17 embryos

		microarray		qPCR					
		***Manf*^*mz*^**^*Δ****96***^**vs *w ***		***Manf*^*mz*^**^*Δ****96***^**vs *w ***		**69B>*Manf*^*133 *^vs *w ***			

**#**	**Gene Name**	**log FC**	**P.Value**	**log2**	**T-test**	**log2**	**T-test**	**gene ID**	**Description**

**1**	*CG10420*	1.98	0.0001	5.15	9.7E-07	-3.29	1.8E-05	CG10420	Nucleotide exchange factor SIL1 precursor

**2**	*CG14879*	-4.03	7.3E-11	-3.46	0.0004			CG14879	Concanavalin A like lectin homology

**3**	*CG5810*	-1.92	1.8E-06	-3.78	1.5E-07			CG5810	leucine rich repeat

**4**	*Ddc*	1.62	4.6E-05	2.69	0.0003	-4.99	1.6E-05	CG10697	DOPA decarboxylase

**5**	*DnaJ-H*	1.10	4.1E-05	2.56	2.3E-05			CG9828	DnaJ homolog

**6**	*Hrs*	1.56	0.0001	1.38	0.05			CG2903	Hepatocyte growth factor-regulated tyrosine kinase substrate

**7**	*Hsp83*	2.46	9.7E-05	4.57	3.2E-06			CG1242	Heat shock protein 83, HSP90 homolog

**8**	*InR*	1.21	0.0007	1.87	3.4E-05			CG18402	Insulin-like receptor precursor

**9**	*Pak3*	-1.96	0.0003	-1.14	0.0003			CG14895	Pak, serine threonine kinase

**10**	*Pi3K92E*	1.11	0.0003	2.34	0.03			CG4141	phosphatidylinositol-4-phosphate 3-kinase

**11**	*pipe*	-1.53	4.2E-05	-0.25	0.0001			CG9614	heparan sulfate 2-O-sulfotransferase

**12**	*pale *	2.83	3.4E-07	4.83	1.0E-06			CG10118	TH; Tyrosine 3-hydroxylase

**13**	*punch *	1.97	4.3E-06	8.41	0.0001	0.69	0.02	CG9441	punch, GTP cyclohydrolase I

**14**	*Rala*	1.48	1.7E-07	0.63	2.1E-05			CG2849	Ras-related protein

**15**	*sulfateless *	4.21	1.8E-09	1.62	4.3E-05			CG8339	heparan sulfate glucosaminyl N-deacetylase/N-sulfotransferase

**16**	*ROP*	3.33	4.2E-10	0.82	4.3E-05			CG15811	Ras-opposite

**17**	*ubisnap *	-0.43	4.4E-05	-1.18	0.001			CG11173	ubisnap, SNAP29 homolog

**18**	*DmManf *	-1.37	0.0006	-5.39	6.3E-06	1.82	1.8E-06	CG7013	Manf, known previously as Arp-like

Only statistically significant results (P < 0.05) are presented. Results of qPCR were made comparable to microarray fold change (FC) by calculating the log2 from the relative fold changes. T-test means calculated P-value associated with Student's t-Test.

**Table 3:** qPCR validation of results and microarray data obtained from 29-50 hr larvae

		microarray		qPCR		microarray				qPCR		
		***Manf***^*Δ****96***^**vs *w ***		***Manf***^*Δ****96***^**vs *w ***		***Manf***^*Δ****96 ***^**vs 69B>*Manf^*133 *^***		**69B>*Manf^133 ^*vs *w ***		**69B>*Manf^133 ^*vs *w ***		

**#**	**Gene Name**	**log FC**	**P.Value**	**log2**	**T-test**	**log FC**	**P.Value**	**log FC**	**P,Value**	**log2**	**T-test**	**gene ID**

**1**	*DmManf*			-8.0	0.0001	-2.0	0.0002			3.2	6.0E-07	CG7013

**2**	*CG14879*	-3.2	5.5E-06	-11.5	0.0002	-2.7	4.4E-05			-3.9	1.5E-06	CG14879

**3**	*cycle*	-0.5	0.0002	-7.2	0.0001	-1.0	4.7E-09	0.5	3.2E-05	-5.0	9.0E-08	CG8727

**4**	*nol*	-1.1	0.0003	-4.3	1.7E-05	-1.9	3.9E-07	1.1	6.3E-06	0.8	0.0005	CG32077

**5**	*Pak3*	-2.8	3.1E-07	-5.8	5.2E-05	-2.7	3.8E-07					CG14895

**6**	*pipe*	-0.9	0.0003	-1.2	3.7E-06	-1.0	1.8E-05	0.9	4.1E-05			CG9614

**7**	*Rala*	-1.4	2.4E-08	-2.0	0.0001	1.4	5.7E-09	0.9	4.2E-06			CG2849

**8**	*Rep*	-2.0	0.0001	-3.3	4.6E-07							CG8432

**9**	*sip3*	-0.5	0.0003	-9.6	6.4E-06							CG1937

**10**	*Sk2*	-0.6	0.0007	-8.7	1.2E-05	-1.6	0.0003	0.6	0.0003	-12.2	4.5E-08	CG32484

**11**	*Ubc-E2H*	0.7	0.0001	1.2	9.9E-05							CG2257

**12**	*Pi3K*	-1.0	5.5E-05	-9.9	0.0003			-1.0	8.0E-05			TC208938

**13**	*Uch-L3*	-0.6	0.0003	-0.4	0.0001	-0.4	0.0004					CG3431

Only statistically significant (*P *< 0.01) results are presented. Results of qPCR results were made comparable to microarray fold change (FC) by calculating the log2 of the relative fold changes. T-test means calculated P-value associated with Student's T-test.

### Membrane transporters and metabolic genes are downregulated in *Manf^mzΔ96 ^*mutants

Development of maternal and zygotic mutant *Manf^mzΔ96 ^*proceeds until stage 16 with no differences to wild type embryos, but 21 hours AEL the cuticle and the nervous system defects become evident [5]. In comparison to wild type embryos of the same age, in *Manf^mzΔ96 ^*mutants 1191 genes were found to be downregulated. These genes were grouped into 105 functional clusters (Additional file 2), among which the most significantly enriched clusters were related to membrane transporters (25 genes) and transmembrane proteins (146 genes) (Table 4). 

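The largest decreases in mz mutant embryos belonged to Ect3, a lysosomal beta-galactosidase relative, and to CG14879 and CG14598. Ect3 fell, with a log2 fold change of -2.94 (standard error 0.45, adjusted p = 0.00114), CG14879 of -2.82 (standard error 0.52, adjusted p = 0.00555) and CG14598 of -2.81 (standard error 0.49, adjusted p = 0.00352). CG11889 (-2.37, standard error 0.43, adjusted p = 0.0047), Ugt37C1 (-2.33, standard error 0.35, adjusted p = 0.00112) and CG8664 (-2.30, standard error 0.39, adjusted p = 0.00252) followed. Then came CG6656 at -2.28 (standard error 0.44, adjusted p = 0.00829), CG12229 at -2.23 (standard error 0.36, adjusted p = 0.00161), the cuticle protein Acp1 at -2.20 (standard error 0.40, adjusted p = 0.00516) and CG7214 at -2.18 (standard error 0.41, adjusted p = 0.00694). In all, 32 named genes were lower (47 probes), and 413 over 22 samples (732 probes).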

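Of 22 sugar transporters 12 were lower in mz mutant embryos and 10 higher, with a median log2 fold change of -0.20, and no member changed over all 24 samples. CG3285 stood at -0.76 (standard error 0.20, adjusted p = 0.049, 0.00101 over 22 samples), CG8249 at -0.86 (standard error 0.29, adjusted p = 0.188, 0.00128 over 22 samples) and CG15406 at -0.92 (standard error 0.76, adjusted p = 1, 0.00414 over 22 samples), and these 3 were lower over 22 samples. As a group the list did not differ from the other genes (adjusted p = 0.0904 by camera), nor over 22 samples (adjusted p = 0.1). Adjusted over the list alone, 0 of its genes were lower, and 3 over 22 samples. The larger group of transmembrane proteins named there is not analysed here as a list.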

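Genes of amine and amino acid breakdown were lower as a group in mz mutant embryos over 24 samples. Here and below, chance cannot be excluded for the number of lists called in mz mutant embryos, rescued embryos and mutant larvae. Other splits of the samples gave as many lists, and single lists were not tested in that way. Tyrosine aminotransferase (Tat) fell, with a log2 fold change of -1.83 (standard error 0.27, adjusted p = 6.95e-04), as did the homogentisate dioxygenase gene hgo at -1.67 (standard error 0.28, adjusted p = 0.00168). Hibch (-1.05, standard error 0.51, adjusted p = 0.501, 0.00811 over 22 samples), CG6638 (-0.95, standard error 0.27, adjusted p = 0.0752, 0.00114 over 22 samples) and Oat (-0.87, standard error 0.38, adjusted p = 0.391, 0.00328 over 22 samples) were lower over 22 samples only. Of the 18 listed genes 15 had a negative log2 fold change, with a median of -0.53 (adjusted p = 4.91e-06 by camera and adjusted p = 0.0102 with an estimated correlation). Without overexpressing larvae 69 and 70, camera gives adjusted p = 1.08e-04, an estimated correlation gives adjusted p = 0.251, and 5 genes were lower (9 when adjusted over the list alone).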

There were several enriched clusters referring to different metabolic processes such as amine, amino acid and carboxylic acid catabolic processes (11 genes), DNA metabolic processes (26 genes), and genes related to pyrimidine metabolism (15 genes).

**Table 4:** GO clustering analysis of downregulated genes in *Manf^mzΔ96 ^*mutants

	GO term	enrichment score	gene number
**1**	membrane transporters	2.9	25

**2**	transmembrane proteins	2.3	146

**3**	amine catabolic processes	2.1	11

**4**	mitochondrion	2.0	28

**...**	DNA replication, DNA metabolic process	1.7	26

**...**	pyrimidine metabolism	1.5	15

**...**	ncRNA, rRNA metabolic process, ribosome biogenesis	1.4	23

**...**	structural constituent of chitin-based cuticle	1.4	14

**...**	Hox, DNA dependent transcription regulation	1.3	122

**...**	organophosphate, glycerolipid metabolic process	1.3	18

**...**	neurological system process	1.0	44

Clusters are represented starting from the highest enrichment score in diminishing order. Only the highest clusters are shown, for the full list of DAVID cluster analysis of downregulated genes in *Manf^mzΔ96 ^*mutants, see Additional file 2. In the case of missing order number replaced by "..." there were several clusters higher in order describing similar processes that have been listed already above.

Among the downregulated genes in *Manf^mzΔ96 ^*mutants, the gene ontology (GO) term of mitochondria-related transcripts was highly enriched (28 genes). 

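Mitochondrial ribosomal proteins were lower as a group in mz mutant embryos under the preset correlation. Of 74 measured, 69 had a negative log2 fold change and 5 a positive one, with a median of -0.46. Among the 5, mRpS17 rose with a log2 fold change of 2.19 (standard error 0.36, adjusted p = 0.0014), and no other member changed by itself. The group gives adjusted p = 6.91e-07 by camera and adjusted p = 0.322 with an estimated correlation, and over 22 samples adjusted p = 1.46e-05 by camera. mRpS17 was also higher in rescued embryos at 2.75 (standard error 0.36, adjusted p = 0.00233) and in mutant larvae at 2.34 (standard error 0.36, adjusted p = 0.00217).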

Mitochondria are the respiratory machinery of the cell responsible for oxidation processes and participate in maintaining cellular homeostasis. The lack of Manf causes downregulation of several components in all mitochondrial compartments: the lumen as well as the inner and outer membranes.

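Genes of the respiratory chain and ATP synthase, which sit in the inner mitochondrial membrane, showed no change as a group in mz mutant embryos. Of 81 measured, 55 were lower and 26 higher, with a median log2 fold change of -0.12 (adjusted p = 0.109 by camera), and 0 were called higher and 0 lower. Porin2 of the outer membrane stood at 1.20 (standard error 0.61, adjusted p = 0.585), HtrA2 of the intermembrane space at -0.54 (standard error 0.48, adjusted p = 1) and Cyt-c1 of the inner membrane at -0.11 (standard error 0.46, adjusted p = 1). ND-51 of complex I gave -0.38 (standard error 0.28, adjusted p = 0.93) and ATPsynC 0.036 (standard error 0.43, adjusted p = 1). Over 22 samples the group has adjusted p = 0.295.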

### Stress and defence response related genes are induced in *Manf^mzΔ96 ^*mutants

In *Manf^mzΔ96 ^*mutant embryos, 1243 genes were upregulated in comparison to wild type embryos of the same stage (Additional file 3). 

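Over 24 samples BomT2, CG13116 and lectin-24A rose most in mz mutant embryos. The Bomanin gene BomT2 rose with a log2 fold change of 4.49 (standard error 0.59, adjusted p = 2.59e-04) and BomT3 with 3.76 (standard error 0.62, adjusted p = 0.00196), lectin-24A with 4.08 (standard error 0.49, adjusted p = 1.16e-04) and Listericin with 3.98 (standard error 0.79, adjusted p = 0.00967). CG13116 reached 4.43 (standard error 0.72, adjusted p = 0.00194), the heparan sulphate sulphotransferase gene sfl 4.04 (standard error 0.71, adjusted p = 0.00379) and the PDGF and VEGF related ligand Pvf2 4.00 (standard error 0.56, adjusted p = 5.10e-04). CG6983 (3.93, standard error 0.54, adjusted p = 3.44e-04), CG8539 (3.73, standard error 0.51, adjusted p = 3.44e-04) and the small heat shock gene Hsp22 (3.70, standard error 0.68, adjusted p = 0.0053) complete the 10 largest. CG6983 rests on the dimmer of its 2 probes, and the other stood at -0.73. The other probes of BomT2 read -0.028 to 4.35 and those of Listericin -0.015 to 3.85. Over 22 samples Cpr47Ea, a cuticle protein gene chosen after its values were seen, leads with 5.05 (adjusted p = 8.20e-05). In all 136 named genes were higher (235 probes), and 576 over 22 samples (1163 probes).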

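Immune genes were higher in mz mutant embryos. The JAK/STAT ligand upd2 rose with a log2 fold change of 1.65 (standard error 0.25, adjusted p = 9.77e-04) and the lysozyme LysX with 1.67 (standard error 0.32, adjusted p = 0.00471). TotC (2.67, standard error 0.69, adjusted p = 0.0468, 9.00e-06 over 22 samples), spz (2.67, standard error 0.76, adjusted p = 0.0802, 1.59e-06 over 22 samples), Mtk (2.17, standard error 0.57, adjusted p = 0.0503, 1.59e-06 over 22 samples) and pirk (2.28, standard error 0.72, adjusted p = 0.134, 0.00372 over 22 samples) were called over 22 samples only. Of 56 listed genes 42 were higher, with a median log2 fold change of 0.69 (adjusted p = 2.04e-08 by camera and adjusted p = 0.00354 with an estimated correlation). Without overexpressing larvae 69 and 70 the group has adjusted p = 3.10e-10, and 12 of its genes were higher (21 when adjusted over the list alone). Among 37 serpins and serine proteases of the haemolymph Spn88Eb rose with 2.99 (standard error 0.33, adjusted p = 4.03e-05), Spn88Ea with 1.89 (standard error 0.37, adjusted p = 0.00648) and psh with 1.75 (standard error 0.34, adjusted p = 0.005) (adjusted p = 0.0217 by camera and adjusted p = 0.134 with an estimated correlation).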

The most prominent group of significantly enriched GO terms was immune and defense response (69 genes), followed by the groups related to proteolysis, hydrolases and peptidases (197 genes) (Table 5). 

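Actin genes were higher in mz mutant embryos as a group under the preset correlation. The beta-thymosin gene cib rose with a log2 fold change of 1.93 (standard error 0.34, adjusted p = 0.00292), at 6 of its 10 probes. The formin gene dia stood at 1.98 (standard error 0.66, adjusted p = 0.169, 8.73e-06 over 22 samples), the capping protein gene cpa at 1.19 (standard error 0.37, adjusted p = 0.113, 0.00532 over 22 samples) and Arpc3A at 1.13 (standard error 0.75, adjusted p = 0.821, 0.00299 over 22 samples). Of 22 listed genes 16 were higher, with a median of 0.32 (adjusted p = 0.0074 by camera and adjusted p = 0.309 with an estimated correlation). Over 22 samples the values are adjusted p = 0.0088 by camera and adjusted p = 0.0435 with an estimated correlation, with 4 genes higher (5 higher and 1 lower when adjusted over the list alone).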

The upregulated gene set was also enriched in genes related to actin cytoskeleton organization and actin filament-based process (28 genes). Moreover, genes involved in cell death (28 genes) were prominently enriched as well.

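The caspase gene Dronc rose in mz mutant embryos with a log2 fold change of 1.90 (standard error 0.31, adjusted p = 0.00124) and the caspase gene Strica stood at 0.96 (standard error 0.26, adjusted p = 0.0537, 0.00145 over 22 samples). Of 24 listed cell death genes 15 were higher, with a median of 0.25 (adjusted p = 0.00475 by camera and adjusted p = 0.0246 with an estimated correlation). Over 22 samples the group has adjusted p = 0.0181 by camera and adjusted p = 0.294 with an estimated correlation, and 3 genes were higher. Among the 2 genes called over 24 samples is ple, which also belongs to dopamine synthesis. The genes rpr and hid have no named probe and are not analysed here.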

**Table 5:** GO clustering analysis of upregulated genes in *Manf^mzΔ96 ^*mutants

	GO term	enrichment score	gene number
**1**	defense response, immune response	9.4	69

**2**	endopeptidase activity, proteolysis	6.4	197

**...**	peptidase inhibitor and enzyme inhibitor activity	4.0	24

**...**	stress response, response to abiotic stimulus	3.4	31

**...**	plasma membrane part, integral to plasma membrane	3.3	59

**...**	actin cytoskeleton organization	3.1	28

**...**	extracellular region part	2.8	30

**...**	cell death	2.7	28

**...**	embryonic and epithelial morphogenesis, cell polarity	2.5	67

**...**	cell adhesion	1.7	25

**...**	membrane invagination, phagocytosis, vesicle-mediated transport	1.6	50

**...**	apical junction, cell-cell junction assembly and organisation	1.6	22

Clusters are represented starting from the highest enrichment score in diminishing order. Only the highest clusters are shown, for the full list of DAVID cluster analysis of upregulated genes in *Manf^mzΔ96 ^*mutants, see Additional file 3. In the case on missing order number replaced by "..." there were several clusters higher in order describing similar processes that have been listed already above.

### Enzymes for dopamine synthesis are upregulated despite of low dopamine levels

Extremely low dopamine levels are detected in *Manf^mzΔ96 ^*embryos [5]. Nonetheless, we observed significant upregulation of transcripts of the dopamine producing enzymes tyrosine hydroxylase (TH) and DOPA decarboxylase (Ddc) (Table 2). 

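The tyrosine hydroxylase gene ple rose in mz mutant embryos with a log2 fold change of 3.20 (standard error 0.49, adjusted p = 9.77e-04), and 2 of its 4 probes were called. Ddc stood at 1.80 (standard error 0.78, adjusted p = 0.382), with every mz mutant embryo above every wild type embryo, and was not called. In rescued embryos ple gave 0.47 (standard error 0.49, adjusted p = 1) and Ddc 0.19 (standard error 0.78, adjusted p = 1). The mean log2 intensity of ple was 14.47 (SD 0.56) in mz mutant and 11.26 (SD 0.88) in wild type embryos, that of Ddc 14.53 (SD 0.59) and 12.72 (SD 0.51).

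**Figure D4:**
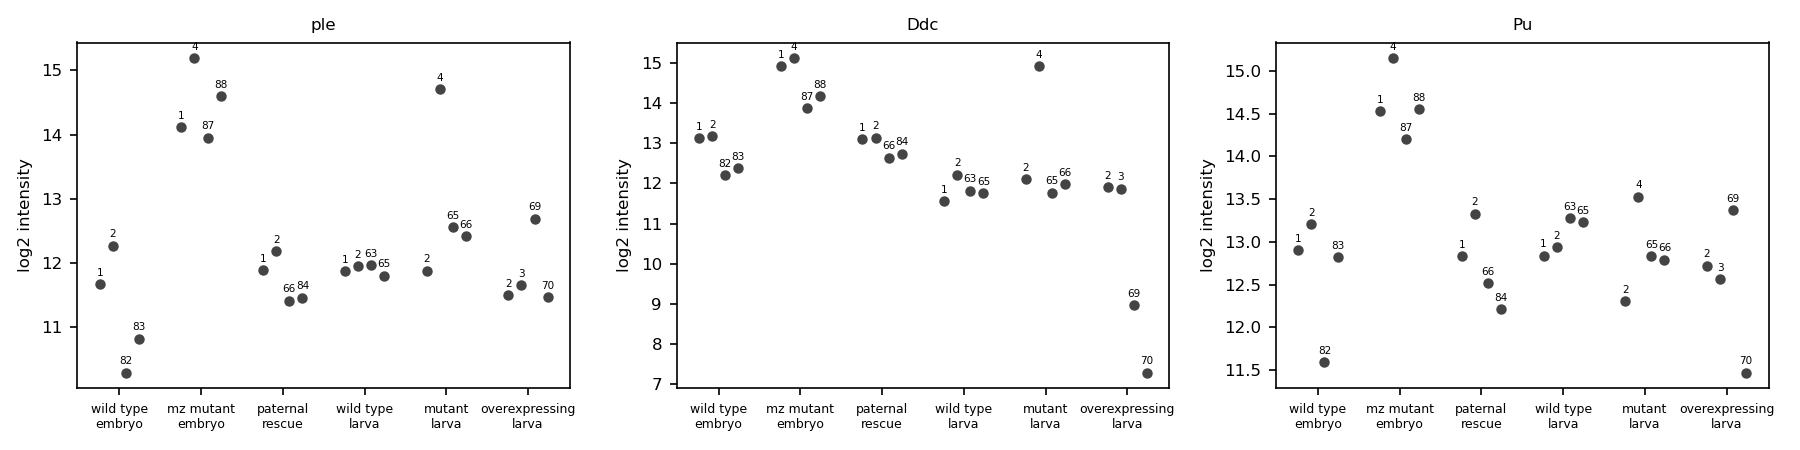
The dopamine synthesis genes ple, Ddc and Pu in each sample (log2 intensity of the probe of highest mean), numbers being the replicate labels. All mz mutant embryos lie above all wild type embryos for ple and Ddc.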

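Pu, the Punch gene, rose in mz mutant embryos with a log2 fold change of 1.98 (standard error 0.39, adjusted p = 0.00602), and its other 2 probes gave 1.64 and 1.75. In rescued embryos it stood at 0.089 (standard error 0.39, adjusted p = 1) and in mutant larvae at -0.21 (standard error 0.39, adjusted p = 1). Of the tanning genes yellow-b had 1.97 (standard error 0.52, adjusted p = 0.0543, 1.12e-04 over 22 samples) in mz mutant embryos. The 24 genes of dopamine synthesis, uptake and tanning together did not differ from the other genes (adjusted p = 0.109 by camera), with 11 higher and 13 lower.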

*Punch; *encoding a GTP cyclohydrolase, an enzyme for tetrahydrobiopterin (a cofactor for TH) synthesis was also upregulated in *Manf^mzΔ96 ^*embryos (Table 2). There could be several explanations for these alterations. Tyrosine, the essential amino acid for dopamine synthesis, is transported into the cell from hemolymph. 

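Amino acid transporters showed no shift as a group in either mutant, and single members changed over 22 samples only. In mz mutant embryos JhI-21 stood at 1.58 (standard error 0.58, adjusted p = 0.236, 0.00551 over 22 samples) and bdg at 1.29 (standard error 0.37, adjusted p = 0.0772, 0.00304 over 22 samples), both higher over 22 samples, and in mutant larvae CG13384 at -1.77 (standard error 0.45, adjusted p = 0.104, 0.00836 over 22 samples), lower over 22 samples. Of 25 listed transporters 14 were lower and 11 higher in mz mutant embryos, with a median of -0.16 (adjusted p = 0.821 by camera), and 11 lower and 14 higher in mutant larvae, with a median of 0.077 (adjusted p = 0.943). No member changed over all 24 samples in either comparison. Adjusted over the list alone and over 22 samples, 3 were higher and 3 lower in mz mutant embryos, and 2 lower in mutant larvae.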

In *Manf *mutants several amino acid membrane transporters were downregulated. The lack of substrate, tyrosine, together with low amounts of the end product, dopamine, could lead to the upregulation of the genes coding for the enzymes in dopamine synthesis pathway and their cofactors.

### Genes involved in nucleic acid metabolism and protein folding are downregulated in larval *Manf^Δ96 ^*mutants

Larval *Manf^Δ96 ^*mutants with maternally contributed *Manf *gene products never reach 3^rd ^instar stage and rarely survive up to 75 hours AEL at 25°C. Initially, *Manf^Δ96 ^*mutant larvae hatch and feed normally. Whereas wild type larvae grow rapidly, the mutant larvae remain smaller and start to wander away from food, become sluggish and stop moving, still responding to touch and usually die during the first larval molt [5]. Because of the temporal differences in survival between individual *Manf^Δ96 ^*mutant larvae from 1^st ^to 2^nd ^instar, for microarray analysis we collected larvae 29-50 hours AEL.

When comparing the expression profile of larval *Manf^Δ96 ^*mutants to the wild type larvae, almost half the number of genes (690) was significantly downregulated as compared to the rate in *Manf^mzΔ96 ^*embryos resulting in 140 functional clusters (Additional file 4). 

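In mutant larvae Lasp, Naa60 and the kinase gene Pak3 fell most, with log2 fold changes of -3.66 (standard error 0.41, adjusted p = 1.50e-04), -3.09 (standard error 0.36, adjusted p = 1.62e-04) and -2.95 (standard error 0.49, adjusted p = 0.00581). CG6418 (-2.70, standard error 0.32, adjusted p = 1.95e-04), CG12229 (-2.67, standard error 0.36, adjusted p = 6.68e-04) and the sugar transporter CG4607 (-2.62, standard error 0.43, adjusted p = 0.00463) came next, then CG3408 (-2.40, standard error 0.38, adjusted p = 0.00325), Spt20 (-1.73, standard error 0.30, adjusted p = 0.0093), CG6707 (-1.66, standard error 0.29, adjusted p = 0.00806) and Spn42De (-1.64, standard error 0.27, adjusted p = 0.00463). Of the 4 probes of Lasp 2 were lower, and the others spread up to 1.46. Over 22 samples Lasp was also called higher at another probe, in mutant larvae and in mz mutant embryos, so that its probes disagree. The other probes of CG6707 read -1.50 to 0.79 and those of Pak3 -2.99 to -0.024. In all 12 named genes were lower (29 probes), against 32 in mz mutant embryos, and over 22 samples 178 against 413.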

The most enriched GO terms fell into clusters related to intracellular organelle lumen and nucleic acid metabolic processes (Table 6). 

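DNA replication genes were lower as a group in mutant larvae under the preset correlation. Of 35 listed, 32 had a negative log2 fold change, with a median of -0.48 (adjusted p = 1.03e-06 by camera and adjusted p = 0.0822 with an estimated correlation). Mcm5 stood at -0.99 (standard error 0.63, adjusted p = 1, 0.00158 over 22 samples) and Prim1 at -0.73 (standard error 0.62, adjusted p = 1, 0.00554 over 22 samples), and no member changed over all 24 samples. Over 22 samples camera gives adjusted p = 2.14e-08, with 2 genes lower (4 when adjusted over the list alone). RNA processing and splicing were not analysed here as lists.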

The cellular activities such as DNA replication, RNA processing and splicing were enriched among downregulated genes. The 5^th ^highly enriched cluster consisted of GO terms such as ER related genes (24 genes), proline and arginine metabolism (9 genes), and oxioreductases (9 genes). 

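ER genes showed no change as a group in mutant larvae. Of 17 ER chaperones and folding enzymes 10 were lower and 7 higher (median -0.068, adjusted p = 0.839 by camera), and of 29 genes of ER stress sensing, degradation and translocation 14 were lower and 15 higher (median 0.0015, adjusted p = 0.701). Uggt, a folding sensor, stood at -0.66 (standard error 0.33, adjusted p = 1) and Edem1 of ER degradation at -0.50 (standard error 0.65, adjusted p = 1). No gene of either list changed, also when adjusted over the list alone.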

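Of 42 mitotic genes 29 were lower in mutant larvae and 13 higher, with a median log2 fold change of -0.14. The kinesin gene ncd stood at -0.97 (standard error 0.40, adjusted p = 0.706, 0.00873 over 22 samples) and was the only member called over 22 samples. As a group the list gave adjusted p = 0.106 by camera and adjusted p = 0.0732 over 22 samples, above the threshold of 0.05 for lists. In the mz mutant ncd stood at -1.07 (standard error 0.40, adjusted p = 0.248, 0.00231 over 22 samples).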

Mitotic cell cycle, chromosomal segregation, and mitotic spindle organization were also clustered as significantly enriched. These changes could be linked to UPR, as one of the outcomes of UPR is general and unspecific downregulation of novel protein synthesis, at the same time activating the protein synthesis for chaperones and genes enhancing the protein folding to release the unfolded protein load in ER.

**Table 6:** GO clustering analysis of downregulated genes in *Manf^Δ96 ^*larval mutants

	GO term	enrichment score	gene number
**1**	nuclear lumen, intracellular organelle lumen	3.9	50

**2**	ncRNA, rRNA metabolic process	3.7	23

**3**	chromosome, non-membrane-bounded organelle	3.7	72

**4**	DNA replication, DNA metabolic process	3.4	29

**5**	prolyl 4-hydroxylase, oxioreductase, ER part	3.4	24

**6**	RNA, mRNA metabolic process, spliceosome	2.8	45

**...**	mRNA transport, nuclear transport, nuclear export	1.6	14

**...**	chromosome condensation, DNA packaging	1.6	15

**...**	cell cycle, mitosis, chromosome segregation	1.3	59

Clusters are represented starting from the highest enrichment score in diminishing order. Only the highest clusters are shown, for the full list of DAVID cluster analysis of downregulated genes in *Manf^Δ96 ^*mutants, see Additional file 4. In the case on missing order number replaced by "..." there were several clusters higher in order describing similar processes that have been listed already above.

### Sugar metabolism, hydrolases, and ER related oxidation reduction genes are induced in *Manf^Δ96 ^*larvae

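CG6983 and sfl rose most in mutant larvae, with log2 fold changes of 3.77 (standard error 0.54, adjusted p = 0.00124) and 3.44 (standard error 0.35, adjusted p = 7.10e-05), and both rose in mz mutant embryos as well. CG6983 rests on the dimmer of its 2 probes, and the other stood at -0.53. CG6830 (2.86, standard error 0.43, adjusted p = 0.00218), the chitin-binding gene obst-I (2.86, standard error 0.49, adjusted p = 0.00642) and Cyp4p2 (2.85, standard error 0.39, adjusted p = 9.00e-04) followed. The lipase gene mag reached 2.60 (standard error 0.31, adjusted p = 2.06e-04), CG32302 2.55 (standard error 0.30, adjusted p = 2.06e-04), the P450 gene Cyp6g1 2.47 (standard error 0.32, adjusted p = 5.66e-04), CG7248 2.44 (standard error 0.31, adjusted p = 5.09e-04) and CG9641 2.35 (standard error 0.23, adjusted p = 7.10e-05), with the other probes of CG9641 at -0.37 to 2.21. In all 25 named genes were higher (41 probes), and 257 over 22 samples (473 probes).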

In *Manf^Δ96 ^*larval mutants, 682 genes showed upregulation in comparison to the wild type larvae. The most enriched functional clusters included GO terms like sugar metabolism and glucosidases, glycosyl hydrolases (18 genes), and hydrolases and carboxylesterases (23 genes), followed by cluster of monooxygenases, Cytochrome P450, iron, vesicular fraction, oxidation reduction and endoplasmic reticulum (49 genes) (Additional file 5). 

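Digestive enzymes were higher as a group in mutant larvae under the preset correlation. Of 43 listed, 42 had a positive log2 fold change, with a median of 0.81 (adjusted p = 8.46e-19 by camera and adjusted p = 5.95e-04 with an estimated correlation). The maltase gene Mal-A6 rose with 1.99 (standard error 0.28, adjusted p = 7.19e-04), and Mal-A1 stood at 1.37 (standard error 0.32, adjusted p = 0.0681, 1.86e-04 over 22 samples) and Jon74E at 1.20 (standard error 0.67, adjusted p = 1, 6.37e-04 over 22 samples). Of 84 cytochrome P450 genes 61 were higher, with a median of 0.19 (adjusted p = 1.70e-08 by camera and adjusted p = 1.59e-05 with an estimated correlation). Cyp28d2 rose with 2.23 (standard error 0.27, adjusted p = 1.23e-04), and Cyp6a2 stood at 2.62 (standard error 0.53, adjusted p = 0.0222, 0.00411 over 22 samples). Without overexpressing larvae 69 and 70, 7 digestive enzymes and 11 P450 genes were higher, with adjusted p = 2.23e-14 and adjusted p = 2.53e-07 by camera. With an estimated correlation these are adjusted p = 0.0307 and adjusted p = 0.0252. All 7 midgut markers had a positive log2 fold change, with a median of 0.58 (adjusted p = 0.00208 by camera and adjusted p = 0.0221 with an estimated correlation, and 2.82e-04 and 0.0599 over 22 samples). Adjusted over the list alone, over 24 samples, 3 digestive enzymes and 4 P450 genes were higher.

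**Figure D5:**
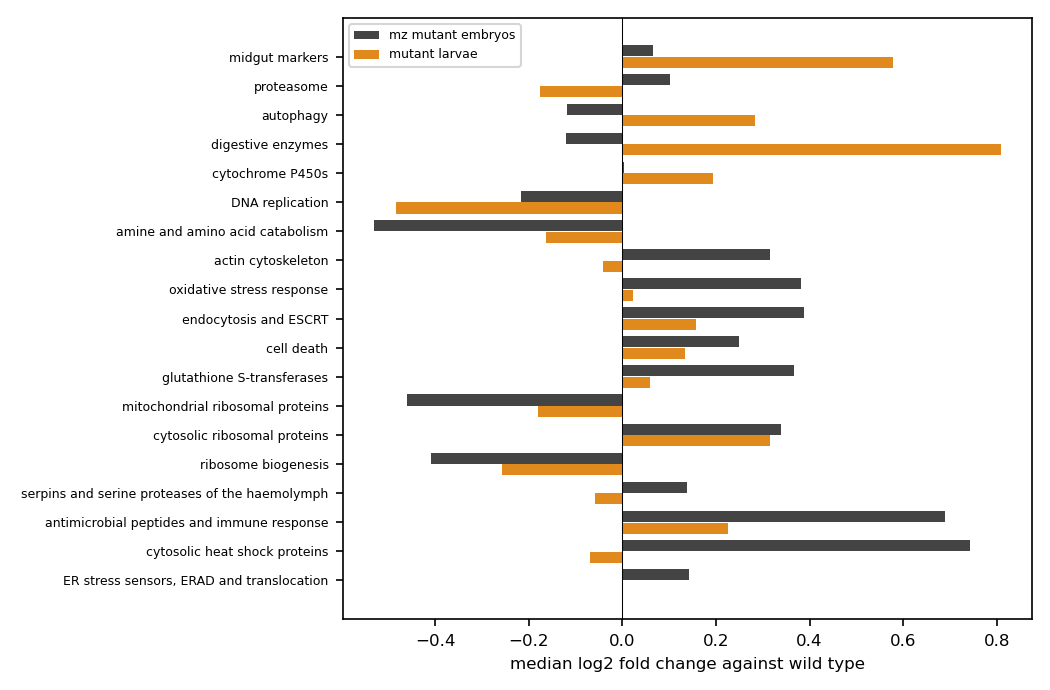
Median log2 fold change of each list called in mz mutant embryos or mutant larvae, in both comparisons, over all 24 samples. Digestive enzymes have the largest median, 0.81, in mutant larvae.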

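Among chitin genes obst-I was one of those that rose most in mutant larvae. The gut chitin synthase gene Chs2 stood at 0.97 (standard error 0.61, adjusted p = 1, 0.00121 over 22 samples). Of 38 genes of chitin synthesis and cuticle assembly 20 were higher and 18 lower, with a median of 0.024, and the group did not differ from the other genes (adjusted p = 0.0685 by camera). By camera over 22 samples the group gives adjusted p = 0.125 and 2 higher genes (3 when adjusted over the list alone).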

Chitin and polysaccharide metabolism was also among the highly enriched GO terms (40 genes). 

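Immune genes were higher as a group in mutant larvae under the preset correlation. Of 56 listed, 42 had a positive log2 fold change, with a median of 0.22 against 0.69 in mz mutant embryos (adjusted p = 0.00685 by camera and adjusted p = 0.137 with an estimated correlation). CecB stood at 1.67 (standard error 0.77, adjusted p = 0.904, 0.00988 over 22 samples), Hml at 1.41 (standard error 0.65, adjusted p = 0.897, 3.92e-04 over 22 samples), PGRP-LF at 1.28 (standard error 0.32, adjusted p = 0.0955, 0.00554 over 22 samples) and Mtk at 0.99 (standard error 0.57, adjusted p = 1, 0.00554 over 22 samples). No member changed over all 24 samples, and 4 did over 22 samples (5 when adjusted over the list alone, group adjusted p = 0.00148).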

The 5th ranked cluster of GO terms was immune and defence response (19 genes), which was the most highly enriched cluster in *Manf^mzΔ96 ^*mutant embryos.

### Genes related to RNA metabolism, ATP binding, and DNA replication are downregulated in both *Manf *mutants

Next, we looked for functional terms among the 208 commonly downregulated genes in both *Manf *mutants (Additional file 6). 

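CG12229 and Spt20 were lower in both mutants, and CG12229 also fell in overexpressing larvae over 24 samples. Spt20 in mz mutant embryos had a log2 fold change of -1.50 at 1 of its 11 probes. These are 2 of 32 and 12 lower genes, where 0.03 would be shared if the sets were independent. Over 22 samples 61 of 413 and 181 were shared (5.84 if independent), among them CG14879, Pak3, Tollo, Vha100-4 and eater. The larval number counts 3 genes whose probes were called both ways. The number series as a block leaves, over 24 samples, 4 shared. Dye as a covariate leaves 5 of the lower genes shared over 22 samples. No other split of the samples that kept stage apart gave a shared gene, out of 100 splits.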

There was 30% of overlap in gene sets between the *Manf^Δ96 ^*and *Manf^mzΔ96 ^*mutants. 

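Of the genes higher in mutant larvae 40% were also higher in mz mutant embryos, and of those lower 16.7%. Seen from the mz mutant embryos the shares are 7.35% and 6.25%. Over 22 samples they are 30% and 33.7% of the larval genes, and 13.5% and 14.8% of the embryonic genes. DCAF12 and TTLL15 are among the shared genes that were higher. Under the number series block over 24 samples the larval shares are 39.5% and 15.4%.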

Among the downregulated overlapping genes, the enrichment of GO terms fell into RNA metabolism and ribosome biogenesis (19 genes). 

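Ribosome biogenesis genes were lower as a group in both mutants under the preset correlation. In mz mutant embryos 41 of 47 had a negative log2 fold change, with a median of -0.41 (adjusted p = 4.55e-04 by camera and adjusted p = 0.337 with an estimated correlation), and in mutant larvae 39, with a median of -0.26 (adjusted p = 1.67e-04 by camera and adjusted p = 0.388 with an estimated correlation). CG12301 stood at -0.88 (standard error 0.77, adjusted p = 1, 6.85e-04 over 22 samples) and -0.84 (standard error 0.77, adjusted p = 1, 0.0017 over 22 samples), and Polr1B at -1.00 (standard error 0.25, adjusted p = 0.0371, 0.00222 over 22 samples) in mz mutant embryos. No member changed over all 24 samples, and over 22 samples 3 were lower in mz mutant embryos and 1 in mutant larvae (adjusted p = 3.54e-04 and adjusted p = 1.56e-04 for the groups).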

Around 10% of all known ATP binding genes were downregulated (28 genes) together with 14 genes of the purine and pyrimidine metabolism. Additionally, the genes coding sugar transporters and the genes involved in transmembrane transport (7 genes) highly represented among downregulated genes in *Manf^mzΔ96 ^*mutant embryos, were repressed in zygotic mutant *Manf^Δ96 ^*as well. 

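The sugar transporter CG4607 was among the genes that fell most in mutant larvae, and CG8249 stood at -0.80 (standard error 0.29, adjusted p = 0.517, 0.00412 over 22 samples) there. CG6484 went the other way, at 1.35 (standard error 0.70, adjusted p = 1, 0.00343 over 22 samples). Of 22 sugar transporters 16 were higher in mutant larvae and 6 lower, with a median of 0.13, and the group did not differ from the other genes (adjusted p = 0.784 by camera). Over 22 samples 2 were lower and 1 higher.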

GO terms related to DNA replication (15 genes) were also enriched among the commonly downregulated genes in both *Manf *mutants.

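DNA replication genes in mz mutant embryos did not pass the threshold as a group. Of 35 listed 24 were lower there, with a median of -0.22 (adjusted p = 0.457 by camera), and 32 in mutant larvae (adjusted p = 1.03e-06 by camera and adjusted p = 0.0822 with an estimated correlation). The difference between the stages was not tested for the list. Mcm5 stood at -0.45 (standard error 0.63, adjusted p = 1) in mz mutant embryos and Orc1 at 1.06 (standard error 0.67, adjusted p = 0.775, 0.00235 over 22 samples) there. No listed gene was lower in both.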

Altogether, the *Manf^mzΔ96 ^*mutant embryos lacking both maternal and zygotic Manf showed twice more drastic decline from wild type transcriptome than *Manf^Δ96 ^*larval mutants, whose maternal transcripts gradually diminish. 

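Among mz mutant embryos 282 probes changed and in mutant larvae 70, and over 22 samples 1895 and 845. The effect itself differed between the stages at 23 probes, 20 of them with the higher log2 fold change in embryos and 3 with the lower, and at 310 over 22 samples (183 higher and 127 lower). ple and Tat, which changed in mz mutant embryos, stood at 1.00 (standard error 0.49, adjusted p = 1) and -1.00 (standard error 0.27, adjusted p = 0.146) in mutant larvae, where ple reads 0.39 without mutant larva 4. With the number series as a block over 24 samples 38 probes differ between the stages. Dye as a covariate gives 12, the low series alone 2 and the high series alone 0.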

Beside behavioural and growth phenotype, *Manf^Δ96 ^*larvae show degeneration of dopaminergic neurites in ventral nerve cord [5]. 

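Abl and lola did not change in either mutant over all 24 samples. Abl stood at -0.73 (standard error 0.55, adjusted p = 0.942) in mz mutant embryos and -0.83 (standard error 0.55, adjusted p = 1) in mutant larvae, with every mutant sample below every wild type sample at both stages. lola stood at -0.60 (standard error 0.32, adjusted p = 0.619) and -0.38 (standard error 0.32, adjusted p = 1). It is read by 31 probes, whose log2 fold changes range from -1.17 to 1.25 in mz mutant embryos. Gef64C has no named probe and is not analysed here.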

We found three genes downregulated in both mutants that are involved in neurite development: *Abelson tyrosine kinase *(*Abl*), *Guanine nucleotide exchange factor GEF64C *(*Gef64C*) and the transcription factor *longitudinals lacking *(*lola*).

A third of all upregulated genes (229) were induced in both mutants (Additional file 7). 

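Shared by both mutants and higher were CG32243, CG6830, CG6983, CG9641, Cyp4p2, DCAF12, mRpS17, Muc68E, sfl and TTLL15, 10 of 136 and 25 genes, where 0.266 would be shared if the sets were independent. Cyp4p2 had 2.99 (standard error 0.53, adjusted p = 0.00252) in mz mutant embryos. Over 22 samples 78 of 576 and 260 were shared (11.7 if independent), adding among others dia, Kr, pst, Mtk, Hml and PGRP-LF. Here too the larval number counts the 3 genes called both ways. With dye as a covariate 15 are shared over 22 samples. mRpS17 was higher in rescued embryos and overexpressing larvae as well, with 2.37 (standard error 0.36, adjusted p = 0.00182, 1.79 and 0.00894 over 22 samples) in the latter, and CG6983 in rescued embryos. sfl and TTLL15 were also among the genes that rose most in overexpressing larvae. Over 22 samples 9 of the 78 were higher in rescued embryos and overexpressing larvae too.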

Immune and defense response was the most enriched functional cluster (29 genes) along with the group consisting of monooxygenases, oxidoreductases, vesicular fraction, endoplasmic reticulum, Cytochrome P450 and lipid metabolic process (21 genes). 

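Immune genes were higher as a group in both mutants. Mtk, Hml and PGRP-LF were higher over 22 samples in each, with PGRP-LF at 1.16 (standard error 0.32, adjusted p = 0.0692, 0.0062 over 22 samples) and Hml at 1.85 (standard error 0.65, adjusted p = 0.198, 1.63e-05 over 22 samples) in mz mutant embryos. The shift of the group holds with an estimated correlation in mz mutant embryos only. P450 genes were higher as a group in mutant larvae, and in mz mutant embryos 43 stood higher and 41 lower (adjusted p = 0.424). Whether the P450 list differs between the stages was not tested. Cyp4p2 rose in mz mutant embryos and Cyp49a1 rose with 2.66 (standard error 0.42, adjusted p = 0.00108) there and stood at 1.66 (standard error 0.42, adjusted p = 0.0939, 0.0018 over 22 samples) in mutant larvae.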

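Kr stood higher in both mutants, at 1.21 (standard error 0.80, adjusted p = 0.821, 0.00114 over 22 samples) in mz mutant embryos and 1.61 (standard error 0.80, adjusted p = 1, 1.26e-04 over 22 samples) in mutant larvae, and was called over 22 samples only. InR stood at 1.45 (standard error 0.48, adjusted p = 0.156) and 0.93 (standard error 0.48, adjusted p = 1), and every mutant sample lay above every wild type sample at both stages. For shrb the values were 0.38 (standard error 0.68, adjusted p = 1) and -0.29 (standard error 0.68, adjusted p = 1), with its other probes between 0.75 and 0.98 in mz mutant embryos. Dab and rl are not analysed here.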

Controversially, *disabled *(*Dab*, substrate of *Abl*), was upregulated among the 10 genes involved in neuronal development *e.g*. transcription factor *Krüppel *(*Kr*), negative regulator of growth *shrub *(*shrb*), insulin receptor (*InR*), and *Drosophila *extracellular-signal-regulated kinase (ERK) *rolled *(*rl*).

### Genes related to UPR were upregulated in *Manf *mutants

Previous *in vitro *studies using tunicamycin, the inhibitor of glycosylation, to induce ER stress in mammalian cell lines have shown in UPR the upregulation of MANF [6,7]. In rat neonatal cardiomyocytes in response to UPR MANF is secreted to promote cellular survival [8]. ER stress and one of the consequences, UPR, has been mainly studied in yeast and mammalian cells. In *Drosophila*, there are several recent studies where UPR has been addressed [16,19]. Manf has been shown to be upregulated after feeding tunicamycin to adult fruit flies indicating the involvement of Manf in chemically induced UPR in *Drosophila *[20].

To find out the intracellular localisation of Manf in *Drosophila*, we used larval 2^nd ^instar garland cells. Garland cells are nephrocytes with high rate of endocytosis and express several neuronal and exocytosis markers *e.g. prospero *(*pros*, mammalian *Prox-1 *homolog), SNARE binding protein *Ras opposite *(*Rop*) facilitating neurotransmitter secretion, and *Syntaxin 1A *(*Syx1A*, a t-SNARE) [21,22]. These cells have the most abundant expression of Manf starting from embryogenesis [5]. In the garland cells, Manf was localised around the nucleus, partially overlapping with ER-targeted marker (Figure 1A-C).

**Figure 1:**
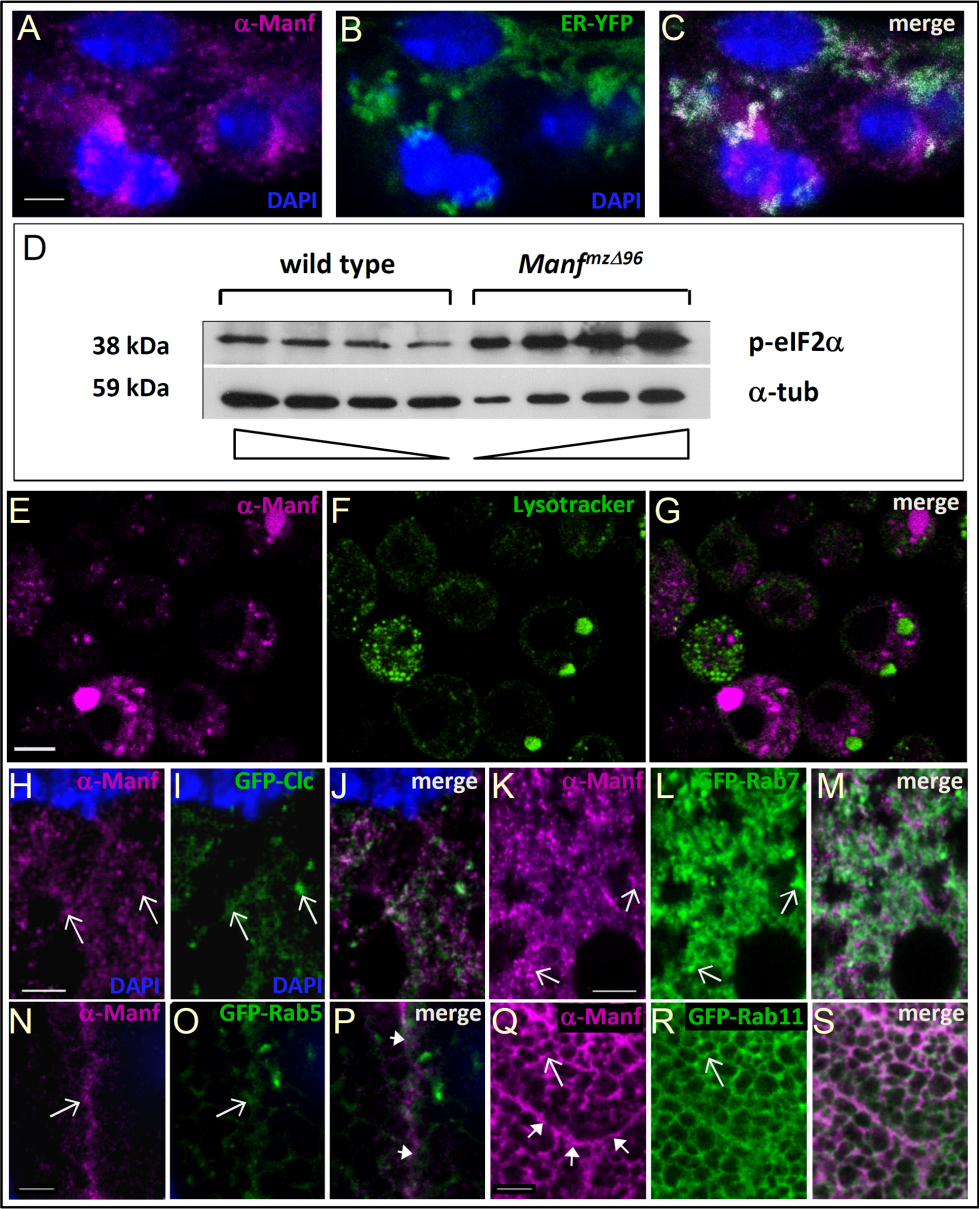
**Manf localises intracellularly partially to ER and endosomal compartment**. A-C - The confocal micrographs of 2nd instar larval garland cells stained for α-Manf (magenta) showing Manf expression around the nuclei (A) overlapping partially with ER-EYFP marker (green), DAPI (blue) was used to stain nuclei (A-C). D - Western blot analysis shows two fold increased amount of phosphorylated elF2α in *Manf^mzΔ96 ^*embryos in comparison to wild type *w^1118 ^*embryos. Decreasing amounts of samples were loaded to obtain the optimal result for quantification; the triangles represent the direction of decrease in loading. α-tubulin (α-tub) was used as a loading control. E-G - The confocal micrographs of Schneider-2 cells transfected with *Manf *cDNA construct and stained with Lysotracker (green) and α-DmManf show almost no colocalisation (less than 0.3%). H-M - The confocal micrographs of the wild type 3rd instar larval fat body expressing GFP-tagged UAS-constructs (green) driven by fat body specific *ppl*-GAL4 and stained for α-DmManf (magenta); nuclear stain DAPI (blue) was used. In H-J Manf localises close to clathrin coated vesicles marker GFP-clathrin light chain (Clc). In K-M Manf shows partial colocalisation with late endosomal compartment marker Rab7. N-S - In the salivary gland cells of 3rd instar larvae Manf (magenta) localises close to the basal cell borders and colocalises partially with early endosomal marker Rab5 (green) (N-P) and the recycling endosomal pathway marker Rab11 (green) (Q-S). Close arrows mark the cell borders and the open arrows mark the areas of colocalisation; all images consist of single laser confocal section. Scale bars: in A-C 2 μm, 4 μm in H-J, 5 μm in E-G and K-S.

Next, we tested the hypothesis that the metabolic changes in *Manf *mutant could be the result of severe ER stress caused by altered expression of ER related genes. *Drosophila *genes homologous to several ER stress pathway have been identified. Out of 30 genes involved in ER and protein processing in the KEGG database, 24 have one or more homologues in fruit flies (Figure 2, Table 7). Of these UPR related *Drosophila *genes, 30% showed altered gene expression in our microarray experiment. 

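CG13887 and Hsc70-3 stood higher in mz mutant embryos than in wild type, at 1.38 (standard error 0.38, adjusted p = 0.0681, 0.00614 over 22 samples) and 0.79 (standard error 0.49, adjusted p = 0.762). Table 7 lists 23 changes in mz mutant embryos, 16 in mutant larvae and 10 in overexpressing larvae for genes of ER stress and protein processing, of which 20, 14 and 8 belong to genes with a named probe here. The log2 fold change has the listed sign for 18 of 20 in mz mutant embryos, 13 of 14 in mutant larvae and 5 of 8 in overexpressing larvae (7 over 22 samples). At any probe of the gene the threshold was passed in the listed direction for 1, 0 and 0 of them, and over 22 samples for 7, 2 and 0, and in the other direction for none. At the probe of highest mean it was for 1, 0 and 0, and over 22 samples for 5, 2 and 0. The genes of the table were chosen by the authors on these samples.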

Altogether, 29 genes involved in ER and protein processing show statistically significant expression changes. 

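ER genes tended to be higher in mz mutant embryos, and few passed the threshold by themselves. Of 17 ER chaperones and folding enzymes 11 were higher (median 0.24, adjusted p = 0.0515 by camera), and 1 gene, Sil1, was called. Of 29 genes of ER stress sensing, degradation and translocation 19 were higher (median 0.14, adjusted p = 0.0217 by camera and adjusted p = 0.322 with an estimated correlation), with 0 called and 2 over 22 samples (2 when adjusted over the list alone). Of 21 genes of coat proteins and Golgi traffic 15 were higher (adjusted p = 0.0904, adjusted p = 0.0311 over 22 samples), with Sec13 at 1.65 (standard error 0.79, adjusted p = 0.501, 1.83e-05 over 22 samples).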

The gene *CG10420 *is an annotated gene with unknown function in *Drosophila*. Its human homologue nucleotide exchange factor *SIL1 *(*S. cerevisiae *ER chaperone homologue) is a BiP binding protein. In humans, several mutations in *SIL1 *gene disrupting the protein cause the Marinesco-Sjögren syndrome (MSS), an autosomal recessive cerebellar ataxia complicated by cataracts, developmental delay and myopathy [23]. We validated *CG10420 *by qPCR as downregulated by Manf overexpression and upregulated when Manf is abolished in *Drosophila *embryos and larvae. It has been shown by immunoprecipitation studies that mammalian MANF binds to BiP [24]. Thus it is possible that Manf and CG10420 compete in binding to BiP together with unfolded proteins. As the ectopic overexpression of Manf has no effect on fruit fly viability or nervous system development (data not shown), the diminished transcript level for *CG10420 *is not comparable to the total lack of this gene product in the MSS patients. 

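PEK, the gene of PERK, and sip3 stood lower in overexpressing larvae without passing the threshold. PEK had a log2 fold change of -0.51 (standard error 0.27, adjusted p = 0.14), with every overexpressing larva below every wild type larva. sip3 had -0.87 (standard error 0.29, adjusted p = 0.0338, -0.14 and 0.732 over 22 samples), and its other probes ran from -3.50 to -0.18. Ire1 stood at -2.04 (standard error 0.63, adjusted p = 0.0317, -0.30 and 0.774 over 22 samples). Hsp83 and Ubqn have no named probe and are not analysed here.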

According to our qPCR validated microarray results several other genes implicated in UPR were downregulated in larvae overexpressing Manf, such as *pancreatic eIF-2α kinase *(*PERK*)*, Heat shock protein 83 *(*Hsp83*)*, Ubiquilin *(*Ubqn*), and *septin interacting protein 3 *(*sip3*). 

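PEK was higher in mz mutant embryos over 22 samples only, with a log2 fold change of 0.92 (standard error 0.27, adjusted p = 0.0861, 0.00809 over 22 samples). sip3 stood at -0.25 (standard error 0.29, adjusted p = 1), with negative values at all 10 of its probes. Among other ER stress genes Ire1 had 0.70 (standard error 0.63, adjusted p = 1), crc, the gene of ATF4, 0.64 (standard error 0.46, adjusted p = 0.896), and BI-1 0.52 (standard error 0.27, adjusted p = 0.587). Sil1, a nucleotide exchange factor of ER chaperones, was the only listed ER chaperone gene that rose.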

In embryonic *Manf^mzΔ96 ^*mutants all above mentioned genes were significantly upregulated as well as considerable number of other ER chaperone genes (Table 7). Furthermore, when evaluating the ultrastructural changes in *Manf^mzΔ96 ^*mutants, we noticed that the ER was swollen and dilated in epidermal cells, indicating severe disturbances of ER structure (Figure 3A-C). In *Manf^mzΔ96 ^*mutant embryos the extent of phosphorylated eukaryotic initiation factor eIF2α was more than two fold upregulated when compared to the wild type (Figure 1D) indicating the presence of UPR in these *Manf *mutants. The phosphorylation of eIF2α by PERK is a hallmark for UPR, resulting in reversible blockage of translation and downregulation of the protein load to the ER [25]. In *Drosophila *there are two kinases, PERK and Gcn2, shown to be able to phosphorylate eIF2α [26,27]. The expression of *Gcn2 *is high only during early stages of embryogenesis [27]. Thus PERK is a potential candidate kinase behind eIF2α phosphorylation at the end of embryogenesis. 

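Beside PEK, the other kinase of eIF2alpha, Gcn2, had a log2 fold change of 0.41 (standard error 0.43, adjusted p = 1) in mz mutant embryos. Of metabolic genes, those of amino acid breakdown were lower as a group there, with 15 of 18 below wild type (adjusted p = 4.91e-06 by camera and adjusted p = 0.0102 with an estimated correlation). Over 22 samples these are adjusted p = 1.08e-04 and adjusted p = 0.251. Genes of DNA replication had 24 of 35 lower and were not called as a group. Cytosolic ribosomal proteins went the other way, with 32 of 38 higher and a median of 0.34 (adjusted p = 0.00142 by camera and adjusted p = 0.501 with an estimated correlation).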

Interestingly, our microarray data showed that in *Manf^mzΔ96 ^*mutants the transcription of PERK was [25] upregulated and the genes involved in different metabolic processes such as amino acid, DNA and pyrimidine metabolism were downregulated indicating overall inhibition of translation. So it is probable that the UPR PERK pathway is activated in *Manf^mzΔ96 ^*mutants. The second UPR sensor, IRE1, activates two separate downstream branches. One of the branches leads to the activation of Jun kinase and death pathway [28]. 

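The Jun kinase kinase gene hep did not pass the threshold in either mutant at its brightest probe. Its log2 fold change was 0.45 (standard error 0.39, adjusted p = 1) in mz mutant embryos, where every mutant embryo lay above every wild type embryo, and 0.35 (standard error 0.39, adjusted p = 1) in mutant larvae. Of its 5 probes none was called over 24 samples and 1 was over 22 samples in mz mutant embryos, and the other probes ran from -0.045 to 0.57 there.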

According to the microarray results, *Drosophila *Jun kinase kinase *hemipterous *showed significant upregulation in both *Manf *mutants.

**Figure 2:**
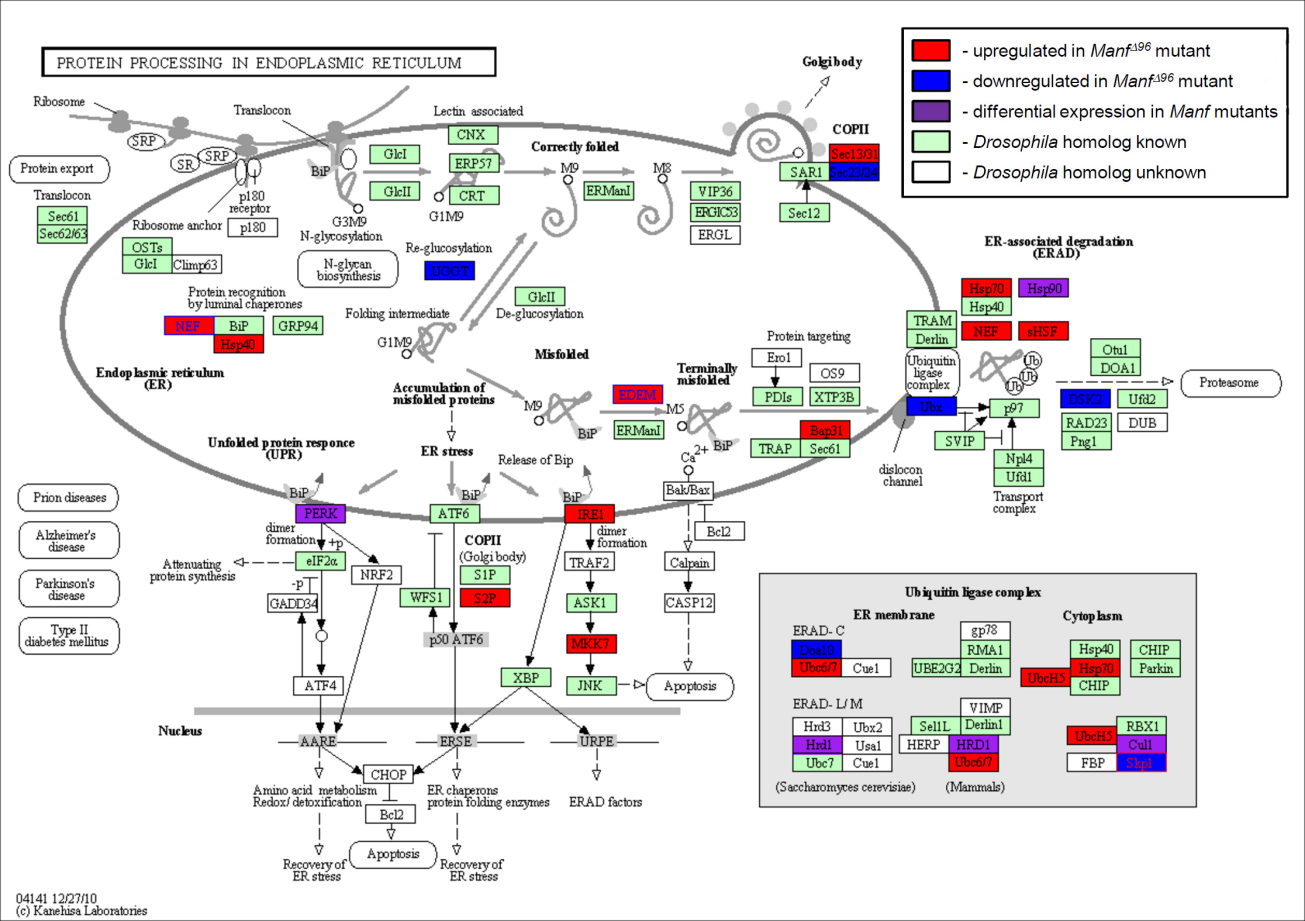
**Protein processing in endoplasmic reticulum is altered in *Manf *mutants**. An online coloured KEGG pathway scheme showing altered gene expression in red (upregulation), blue (downregulation), or purple (altered gene expression, differences between the two mutants) boxes. The unaltered known *Drosophila *homologues to identified components from other organisms are presented in green-filled boxes. The complete list of altered genes is summarised in Table 7. Notice the upregulation of genes encoding BiP/GRP78 chaperone binding proteins and components in ER leading to terminally misfolded protein degradation pathway. Out of the three branches of ER stress, IRE1 pathway leading to cell death shows upregulation in both mutants as PERK pathway is upregulated in maternal and zygotic *Manf *mutants.

**Table 7:** List of genes with altered expression according to microarray analysis related to KEGG pathway of protein processing in ER

KEGG		embryo		larvae		
name	gene	**o.ex**.	**mut**.	**o.ex**.	**mut **.	description
NEF	*CG10420*	**down**	**up**	**down**	**up**	SIL1, BiP-associated protein, mutated in MSS

Hsp90	*hsp83*		**up**	**down**	**down**	Heat shock protein 83

PERK	*pek*		**up**	**down**	**down**	PEK; pancreatic eIF-2alpha kinase, UPR sensor

Hrd1	*sip3*		**up**	**down**	**down**	septin interacting protein 3, ERAD

DSK2	*ubiqn*		**up**	**down**	**down**	ubiquilin, ubiquitin-ass./transl. elongation factor EF1B

Cul1	*lin19*		**down**	**up**	**up**	lin-19-like, ubiquitin protein ligase, cullin homology

Skp1	*skpC*		**down**	**up**	**down**	skpC, E3 ubiquitin ligase

EDEM	*Edem1*			**up**	**down**	Edem1, Glycoside hydrolase

Ubx	*p47*			**down**	**down**	p47, human NSFL1

Skp1	*skpE*		**down**		**down**	RNA polymerase II transcription elongation factor

Sec23/24	*CG1472*	**down**			**down**	COP complex II, mediator of selective export from ER

UGGT	*CG6850*				**down**	UDP-glucose-glycoprotein glucosyltransferase

DOA10	*CG1317*		**down**			E3 ubiquitin-protein ligase MARCH6

Sec13/31	*CG6773*		**up**	**up**	**up**	involved in export from ER, nuclear import, cuticle development

MKK7	*CG4353*		**up**		**up**	hemipterous, Jun kinase kinase

Hsp70	*Hspc1*				**up**	Heat shock protein cognate 1

Ubc6/7	*CG5823*				**up**	ubiquitin-conjugating enzyme E2 J2

Hsp40	*dnajh*		**up**			DnaJ homolog subfamily B member 11

NEF	*CG10973*		**up**			hsp70-interacting protein

Bap31	*CG13887*		**up**			B-cell receptor-associated protein 31

NEF	*CG2918*		**up**			hypoxia up-regulated 1

sHSF	*l(2)efl*		**up**			lethal (2) essential for life

IRE-1	*ire-1*		**up**			inositol requiring enzyme 1, Ser/Thr kinase, UPR sensor

Hsp70	*Hsp68*		**up**			Heat shock protein 68

UbcH5	*Ubce2*		**up**			Ubiquitin conjugating enzyme 2

Hsp70	*Hspc2*		**up**			Heat shock protein cognate 2

NEF	*CG7945*		**up**			BCL2-associated athanogene 2

Sec13/31	*CG8266*		**up**			COP II complex, secretory vesicle budding from ER

S2P	*S2P*		**up**			endopeptidase

Significant alterations in gene expression from wild type are shown by word code; "up" represents upregulation and "down" downregulation of gene expression. Gene name stands for the particular homologue gene name in *Drosophila*. Notice that the same KEGG identifier can lead to several different genes. p.res = paternal rescue, mut = mutant, o.ex. = overexpression.

**Figure 3:**
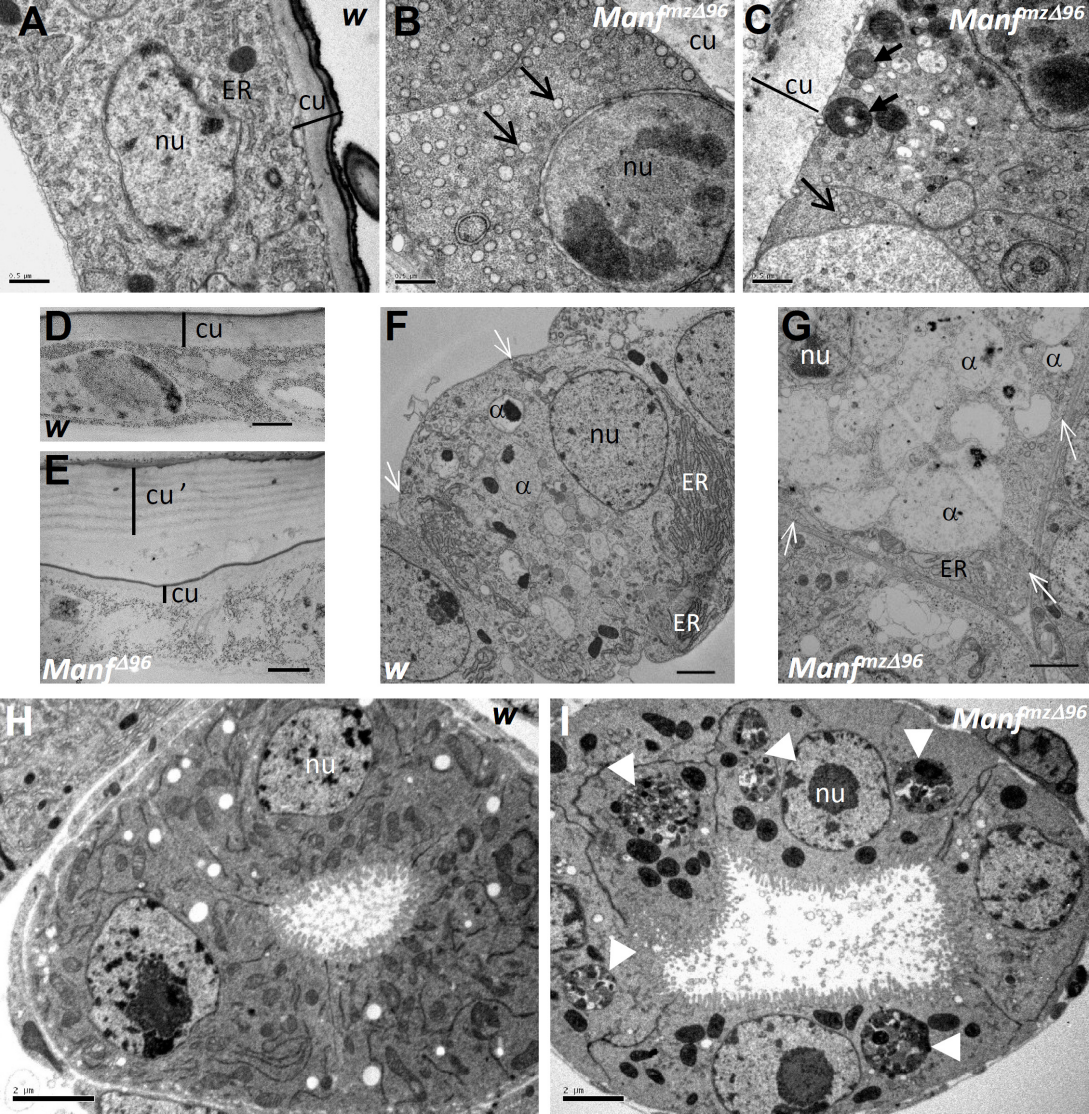
***Manf *mutants show severe defects in vesicular traffic in the cells with high secretion or endocytosis rate**. A-C - In the epidermal cells of stage 17 *Manf^mzΔ96 ^*mutant embryos compared to wild type (*w*), ER is rounded and swollen (open arrow), there are multiple vesicles stuck close to plasma membrane (thick arrow), and the cuticle (cu) is severely disorganized. Cuticular layers are indicated by a line. nu = nucleus D-E - High pressure freezing TEM images of 1st-2nd instar larvae show no difference in the layering of the cuticle between wild type and *Manf^Δ96 ^*mutant. The cellular membranes are weakly stained by this technique. Notice the unattached first instar cuticle in *Manf^Δ96 ^*mutant (cu' in E). F-G The comparison of wild type and *Manf^Δ96 ^*mutant garland cells shows excessive accumulation and enlargement of α-vesicles (α) and dilated ER. The labyrinth channels and slit membranes are similar between wild type and *Manf^mzΔ96 ^*mutant (white open arrows). H-I Secretory cells of gastric caeca in *Manf^mzΔ96 ^*mutant show accumulation of vesicles full of debris (white arrow heads) never found in wild type. Scale bars: in A-E 500 nm, 1 μm in F and G, 2 μm in H and I.

Conclusively, the absolute lack of Manf results in severe ER stress and upregulation of many genes involved in UPR finally leading to the cell death. When maternal Manf stores are gradually decreased in *Manf^Δ96 ^*larvae, there are only few genes upregulated that are related to ER: *CG10420*, ubiquitin protein ligase *lin19*, heat shock protein cognate 1 and ubiquitin-conjugating enzyme *CG5823*. 

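In mutant larvae Sil1, the gene of CG10420, stood at 0.23 (standard error 0.39, adjusted p = 1) and Cul1, the gene of lin19, at -0.15 (standard error 0.30, adjusted p = 1). The ubiquitin-conjugating enzyme gene CG5823 had 0.26 (standard error 0.65, adjusted p = 1). Hsc70-1, the heat shock cognate gene, had 1.26 (standard error 0.43, adjusted p = 0.42, 1.10e-04 over 22 samples), with every mutant larva above every wild type larva. Its relative Hsc70-2 stood at 2.07 (standard error 0.45, adjusted p = 0.0442, 4.48e-05 over 22 samples).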

As our data come mostly from gene expression analyses, further biochemical experiments are needed to identify the exact role of Manf in UPR.

### Lack of Manf results in downregulation of several genes in exocytosis pathway

Ultrastructural study of *Manf^mzΔ96 ^*mutants revealed overload of vesicles next to the apical part of epidermal cells and reduced microvillae thought to enhance the capacity of the secretion of these cells (Figure 3C). This result, together with the severe defects observed in the cuticle secretion and organisation (Figure 3B, C), suggested a possible involvement of the genes of the exocytosis pathway. Indeed, the expression of several genes related to exocytosis and SNARE transport were altered in different Manf conditions (Table 8 Additional file 8). 

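Vamp7 stood at 0.81 (standard error 0.28, adjusted p = 0.186, 0.0062 over 22 samples) in mz mutant embryos and Syt7 at -0.93 (standard error 0.33, adjusted p = 0.473, 0.00682 over 22 samples) in mutant larvae. Table 8 lists 10 changes in mz mutant embryos, 7 in mutant larvae and 5 in overexpressing larvae for genes of exocytosis and SNARE transport, of which 6, 4 and 2 belong to genes with a named probe here. The log2 fold change has the listed sign for 6 of 6 in mz mutant embryos, 4 of 4 in mutant larvae and 1 of 2 in overexpressing larvae (2 over 22 samples). At any probe of the gene the threshold was passed in the listed direction for 1, 0 and 0 of them, and over 22 samples for 3, 1 and 1, and in the other direction for none. At the probe of highest mean it was for 0, 0 and 0, and over 22 samples for 1, 1 and 0. The authors chose the entries from these samples. Of 21 genes on a list of SNAREs and exocytosis 13 were higher and 8 lower in mz mutant embryos (adjusted p = 0.335 by camera) and 8 and 13 in mutant larvae (adjusted p = 0.85), with none called over 24 samples.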

In *Manf *mutants, several genes implied in exocytosis and vesicle transport from Golgi complex to the plasma membrane were downregulated (*Syx1A, Syx6, SNAP29*), whereas the ER residing syntaxins - *Stx17 *and *Stx18 - *were upregulated. This supports an inhibition of secretion from Golgi complex to the plasma membrane as seen in *Manf^mzΔ96 ^*mutant epidermal cells in vesicle accumulation close to the apical area (Figure 3C).

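Snap29 stood slightly below wild type in both mutants without passing the threshold, at -0.32 (standard error 0.72, adjusted p = 1) in mz mutant embryos and -0.28 (standard error 0.72, adjusted p = 1) in mutant larvae. Rop, which binds syntaxins in exocytosis, had 0.12 (standard error 0.46, adjusted p = 1) and 0.25 (standard error 0.46, adjusted p = 1). Syx1A, Syx6, Syx17 and Syx18 have no named probe and are not analysed here.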

**Table 8:** List of genes with altered expression according to microarray analysis related to KEGG pathway of exocytosis and SNARE complexes

KEGG		embryo		larvae		
name	gene	**o.ex**.	**mut**.	**o.ex**.	**mut**.	description
Bos	*CG4780*	**up**	**up**	**up**	**down**	membrin

Vti1	*koko*			**up**	**down**	kokopelli; cyclin-dependent protein kinase regulator

SNAP29	*usnp*	**up**	**down**		**down**	usnp; ubisnap

Stx6	*Syx 6*	**up**	**down**			Syntaxin 6

	*Syt7*		**down**	**down**	**down**	calcium-dependent phospholipid binding, Synaptotagmin.

Stx1-4	*Syx 1A*			**down**	**down**	Syntaxin 1A

Stx17	*Syx 17*			**down**	**up**	synaptic vesicle docking; neurotransmitter secretion

	*Synd*		**up**		**up**	neurotransmitter secretion; synaptic vesicle endocytosis

Stx13	*Syx 13*		**up**			SNAP receptor: cytokinesis after mitosis and meiosis

	*Syb*	**up**	**up**			SNAP receptor: synaptic vesicle docking in exocytosis

Syx18	*Syx 18*	**up**	**up**			Syntaxin 18

Bet1	*CG14084*	**up**	**up**			Bet1

VAMP7	*CG1599*	**up**	**up**			vesicle-associated membrane protein 7

Significant alterations in gene expression from wild type are shown by word code; "up" represents upregulation and "down" downregulation of gene expression. Gene name stands for the particular homologue gene name in *Drosophila*. Few related *Drosophila *genes associated with neurotransmission missing from KEGG pathway were added. The according coloured scheme for exocytosis and SNARE of KEGG pathway is presented in Additional File 8. p.res = paternal rescue, mut = mutant, o.ex. = overexpression.

### Expression of genes involved in cuticle development were altered in *Manf^mzΔ96 ^*mutants

We have previously shown that *Manf^mzΔ96 ^*embryos have disorganized cuticle [5]. At the end of embryogenesis from stage 16 onward, the cuticle components are secreted by epithelial cells and stored in regular layers, and subsequently the cuticular proteins are crosslinked by dopamine-derived quinones [29,30]. Among the downregulated genes in *Manf^mzΔ96 ^*embryos, there were 14 genes coding the structural components of the insect cuticle. 

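Most structural cuticle proteins stood lower in mz mutant embryos. Of 116 measured 89 were lower and 27 higher, with a median log2 fold change of -0.30, which did not pass the threshold for lists (adjusted p = 0.0515 by camera, adjusted p = 0.0715 over 22 samples). The single gene called over 24 samples went up: Cpr49Ac rose with 2.64 (standard error 0.53, adjusted p = 0.00713). Over 22 samples 4 were lower and 2 higher (4 and 2 when adjusted over the list alone), with Cpr49Ae at -1.90 (standard error 0.99, adjusted p = 0.594, 0.00145 over 22 samples), Cpr49Ad at -1.64 (standard error 0.42, adjusted p = 0.0438, 0.00171 over 22 samples), Cpr78Ca at -1.10 (standard error 0.58, adjusted p = 0.605, 0.00106 over 22 samples) and Cpr65Ay at -1.05 (standard error 0.65, adjusted p = 0.758, 0.00845 over 22 samples).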

At the same time, several other genes responsible for cuticle development were upregulated, such as the genes encoding enzymes involved in chitin synthesis, *krotzkopf verkehrt *(*kkv*, chitin synthase-1) [31,32], *knickkopf *(*knk*, N-glycosylated membrane-bound extracellular protein involved in chitin microfibril formation) [33], and *Syx1A *(responsible for cuticle component secretion). Additionally, several genes involved in epithelial development and morphogenesis were upregulated and significantly enriched among the GO terms (35 genes) (Table 5 and Additional file 3).

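The chitin synthase gene kkv stood at 2.01 (standard error 0.49, adjusted p = 0.0305, 0.00341 over 22 samples) in mz mutant embryos, at 2 probes alike, the other with 2.22. For knk the values were 1.78 (standard error 0.80, adjusted p = 0.431, 1.98e-05 over 22 samples) and 1.80, and both genes were called over 22 samples only. In rescued embryos kkv gave 0.18 (standard error 0.49, adjusted p = 1) and knk -0.19 (standard error 0.80, adjusted p = 1). Of 38 genes of chitin synthesis and cuticle assembly 22 were higher in mz mutant embryos and 16 lower, without a shift of the group (adjusted p = 0.642 by camera). The chitinase gene Cht10 stood at -1.17 (standard error 0.28, adjusted p = 0.0275, 0.00274 over 22 samples).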

We used transmission electron microscopy (TEM) analysis in *Manf^mzΔ96 ^*mutants at the embryonic stage 17 to investigate the epithelial cells responsible for cuticle secretion. Indeed, these cells showed morphologically abnormal ER and accumulation of vesicles in the apical part (Figure 3A-C). It is possible that the enhanced endocytosis and disturbed exocytosis, together with misbalance in cuticular components, lead to disorganised and disrupted cuticle in *Manf^mzΔ96 ^*mutant embryos. In larval *Manf^Δ96 ^*mutant with gradually fading maternal contribution, the cuticle showed no disruption and the chitin layers were deposited and organised normally (Figure 3D, E). Instead there were problems in shedding the old cuticle and often the 1^st ^instar cuticle remained attached (Figure 3E). This implies that the maternal loading of *Manf *gene products in larval *Manf^Δ96 ^*mutants was sufficient to overcome defects in early cuticle development, secretion and layering, but insufficient to complete the first molt.

### Large vesicles filled with electron dense debris are accumulated in *Manf^mzΔ96 ^*mutant

To investigate the routes of membrane trafficking we evaluated genes involved in endocytosis. Of all *Drosophila *homologues known to be involved in endocytosis, 47% showed significant expression changes in our microarray experiment (Figure 4, Table 9). 

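Rep, the gene of the Rab escort protein, stood at -1.73 (standard error 0.41, adjusted p = 0.0752, 0.00112 over 22 samples) in mutant larvae and Pvr at 0.95 (standard error 0.36, adjusted p = 0.259) in mz mutant embryos. Table 9 lists 33 changes in mz mutant embryos, 17 in mutant larvae and 13 in overexpressing larvae for genes of endocytosis, of which 29, 16 and 12 belong to genes with a named probe here. The log2 fold change has the listed sign for 29 of 29 in mz mutant embryos, 12 of 16 in mutant larvae and 6 of 12 in overexpressing larvae (8 over 22 samples). At any probe of the gene the threshold was passed in the listed direction for 0, 1 and 0 of them, and over 22 samples for 11, 4 and 0, and in the other direction for none. At the probe of highest mean it was for 0, 0 and 0, and over 22 samples for 4, 3 and 0. These entries were picked by the authors on the same samples.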

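Genes of endocytosis and of the ESCRT complexes, which form multivesicular bodies, were higher as a group in mz mutant embryos, over 24 samples under the preset correlation alone. Of 34 listed 23 had a positive log2 fold change, with a median of 0.39 (adjusted p = 6.98e-04 by camera and adjusted p = 0.286 with an estimated correlation), and over 22 samples the values are adjusted p = 3.35e-04 and adjusted p = 0.0435. CHMP2B stood at 1.97 (standard error 0.85, adjusted p = 0.389, 1.71e-04 over 22 samples), Vps2 at 1.19 (standard error 0.43, adjusted p = 0.214, 0.00396 over 22 samples) and Vps28 at 0.78 (standard error 0.37, adjusted p = 0.496, 0.00551 over 22 samples), and the 3 were called over 22 samples only (7 when adjusted over the list alone). Hrs had 1.04 (standard error 0.38, adjusted p = 0.227), with every mutant embryo above every wild type embryo. In overexpressing larvae 27 of 34 were lower, with adjusted p = 0.0451 by camera and adjusted p = 0.718 with an estimated correlation, and over 22 samples adjusted p = 0.836. Vps25 stood at -0.72 (standard error 0.26, adjusted p = 0.496) in mutant larvae.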

Genes coding for components of multivesicular body formation were especially altered. 

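The growth factor receptor genes Egfr, htl, Ret and InR did not pass the threshold over 24 samples in either mutant or in overexpressing larvae. Egfr had a log2 fold change of -0.12 (standard error 0.69, adjusted p = 1) in mz mutant embryos, -0.13 (standard error 0.69, adjusted p = 1) in mutant larvae and -2.05 (standard error 0.69, adjusted p = 0.036, -0.10 and 0.939 over 22 samples) in overexpressing larvae. The receptor gene htl had -0.39 (standard error 0.50, adjusted p = 1), -0.63 (standard error 0.50, adjusted p = 1) and -1.68 (standard error 0.50, adjusted p = 0.0317, -0.50 and 0.199 over 22 samples) in the same order. Ret stood at -0.58 (standard error 0.64, adjusted p = 1, 0.00299 over 22 samples), -0.021 (standard error 0.64, adjusted p = 1) and 1.88 (standard error 0.64, adjusted p = 0.0367, -0.10 and 0.815 over 22 samples). InR stood at -0.73 (standard error 0.48, adjusted p = 0.234, -1.59 and 0.103 over 22 samples) in overexpressing larvae.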

Several transmembrane receptors of growth factors were downregulated in *Manf *mutants and upregulated when Manf was overexpressed. 

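The receptor gene Pvr had a log2 fold change of 0.50 (standard error 0.36, adjusted p = 1) in mutant larvae, where every mutant larva lay above every wild type larva, and 0.093 (standard error 0.36, adjusted p = 0.857, -0.39 and 0.646 over 22 samples) in overexpressing larvae. Its other probes ran from -0.034 to 0.46 in the mutant and from -2.39 to -1.27 in the overexpressing larvae.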

PDGF- and VEGF-receptor related *Pvr *was upregulated in larvae in both lack and overexpression of Manf. 

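Cbl, the gene of an E3 ubiquitin ligase, did not pass the threshold in larvae. Its log2 fold change was -0.076 (standard error 0.80, adjusted p = 1) in mutant larvae and -1.93 (standard error 0.80, adjusted p = 0.0675, 0.43 and 0.678 over 22 samples) in overexpressing larvae. The 4 other probes ran from -0.15 to -0.068 in the mutant and from -2.03 to 0.52 in the overexpressing larvae.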

*Cbl*, an E3 ubiquitin ligase and negative regulator of tyrosine kinase receptor signalling, was downregulated in mutant larvae and upregulated under Manf overexpression conditions. Two different members of endosomal recycling pathway, PAR family members and *Rab-protein 11 *(*Rab11*) were upregulated in mutants. 

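The polarity gene par-6 had a log2 fold change of 0.58 (standard error 0.87, adjusted p = 1) in mz mutant embryos and -0.18 (standard error 0.87, adjusted p = 1) in mutant larvae, and baz, the gene of PAR-3, 1.15 (standard error 0.50, adjusted p = 0.393) and 0.08 (standard error 0.50, adjusted p = 1). Every mz mutant embryo lay above every wild type embryo for baz. Over 22 samples 1 of 4 probes of par-6 and 2 of 3 of baz were higher in mz mutant embryos, and 1 of par-6 in mutant larvae. Rab11 has no named probe and is not analysed here.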

*PAR *transcripts were upregulated by Manf overexpression as well.

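In overexpressing larvae par-6 stood at -2.47 (standard error 0.87, adjusted p = 0.0395, 0.16 and 0.881 over 22 samples) and baz at -1.90 (standard error 0.50, adjusted p = 0.0307, -0.64 and 0.464 over 22 samples). Neither gene passed the threshold with either set of samples. The SD of par-6 was 3.04 in overexpressing larvae and 0.32 in wild type larvae.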

**Figure 4:**
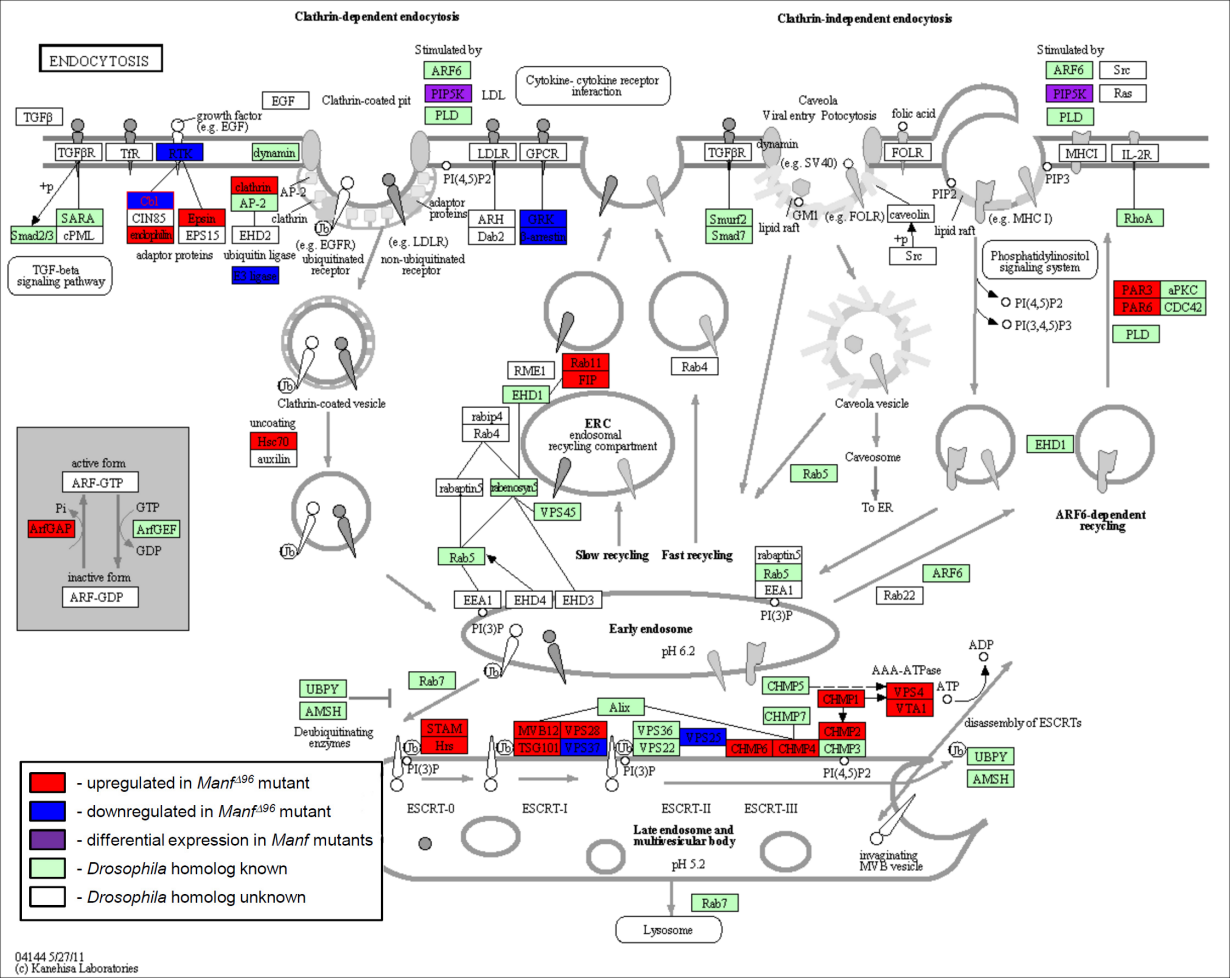
**Changes in gene expression related to endocytosis in *Manf *mutants**. An online coloured KEGG pathway showing altered gene expression in red (upregulation), blue (downregulation), or purple (altered gene expression, differences between the two mutants) boxes. The unaltered components of the pathway with *Drosophila *homologues are coloured in green. White boxes represent the pathway members identified from other organisms with an unknown *Drosophila *homologue. The complete list of altered genes is summarised in Table 9. Notice the abundant expression changes in genes encoding proteins localised close to the plasma membrane and receptor tyrosine kinase internalisation pathway components. The changes of expression were highest among genes which products localise to multivesicular body and late endosomal compartments. Two branches of recycling pathway show upregulation of gene expression of key components *PAR3*, *PAR6*, and *Rab11*.

**Table 9:** List of genes with altered expression according to microarray analysis related to endocytosis KEGG pathway

KEGG	Gene	embryo		larvae		
name	name	**o.ex**.	**mut**.	**o.ex**.	**mut**.	description
RTK	*htl*				**down**	Fgf receptor

RTK	*EGFR*			**up**	**down**	Egf receptor

ArfGAP	*GAP69C*		**down**	**up**	**down**	GTPase-activating protein 69C

VPS25	*VPS25*				**down**	Vacuolar protein sorting 25

beta-arrestin	*krz*			**up**	**down**	kurtz, β-arrestin

E3 ligase	*Traf6*	**up**	**down**		**down**	TNF-receptor-associated factor 6

E3 ligase	*elgi*	**up**	**down**			early girl

GRK	*GPCRK 1*	**up**	**down**			G protein-coupled receptor kinase 1

RTK	*Ret *	**up**	**down**			Ret oncogene

Cbl; E3 ligase	*Cbl*	**up**	**up**	**up**	**down**	ubiquitin mediated proteolysis

VPS37	*CG11155*	**up**	**down**	**down**		ESCRT-I complex subunit VPS37

PIP5K	*CG17471*	**up**	**down**	**down**	**up**	1-phosphatidylinositol-4-phosphate 5-kinase

CHMP4	*shrb*	**down**	**up**	**down**	**up**	shrub, charged multivesicular protein

Hsc70	*Hspc 2*		**up**	**down**	**up**	Heat shock protein cognate 2

FIP	*nuf*	**down**	**up**	**down**	**up**	nuclear fallout, Rab11 interacting protein

Epsin	*lfs*		**up**	**down**	**up**	liquid facets

endophilin	*endoB*			**down**	**up**	endophilin B

CHMP6	*Vps20*	**down**	**up**			vacuolar protein sorting 20

Clathrin	*Chc*	**down**	**up**			Clathrin heavy chain

TSG101	*TSG101*	**down**	**up**			tumor suppressor protein 101

STAM	*Stam*				**up**	signal transducing adaptor molecule

VPS28	*Vps28*		**up**		**up**	vacuolar protein sorting 28

PAR6	*par-6*		**up**	**up**	**up**	partitioning defective 6

Hsc70	*Hspc 1*			**up**	**up**	Heat shock protein cognate 1

Hsc70	*Hsp 68*	**up**	**up**			Heat shock protein 68

RTK	*Pvr*	**up**	**up**			PDGF- and VEGF-receptor related

ARFGTPase	*CG7435*	**up**	**up**			ADP ribosylation factor 84F

ArfGAP	*CG30372*	**up**	**up**			SH3 domain, ANK repeat and PH domain

ArfGAP	*cenB1A*	**up**	**up**			centaurin beta 1A

VPS4	*Vps4*	**up**	**up**			vacuolar protein sorting 4

CHMP2	*CG14542*	**up**	**up**			charged multivesicular body protein 2A

CHMP2	*CG4618*	**up**	**up**			charged multivesicular body protein 2B

MVB12	*CG7192*	**up**	**up**			ESCRT-I complex subunit MVB12

Hrs	*Hrs*	**up**	**up**			HGF regulated tyrosine kinase substrate

PAR3	*baz *	**up**	**up**			bazooka, partitioning defective 3

VTA1	*CG7967*	**up**	**up**			vacuolar protein sorting-associated protein

CHMP5	*CG6259 *		**up**			charged multivesicular body protein 5

CHMP1	*CG4108*		**up**			charged multivesicular body protein 1

ArfGAP	*cenG1A*		**up**			centaurin gamma 1A

Rab11	*Rab 11*		**up**			Rab-protein 11

Significant alterations in gene expression from wild type are shown by word code; "up" represents upregulation and "down" downregulation of gene expression. Gene name stands for the particular homologue gene name in *Drosophila*. Notice that the same KEGG identifier can lead to several different genes in *Drosophila*. The according coloured scheme for endocytosis KEGG pathway is presented in Figure 4.

To visualise Manf expression at subcellular level we used 3^rd ^instar larval salivary gland cells that are the largest ones found in *Drosophila*. In the basal part, there was partial colocalisation of Manf expression with GFP-Rab11 (Figure 1Q-S) as well as with early endosomal marker GFP-Rab5 (Figure 1N-P). In larval fat body large cells with high secretory capacity GFP-clathrin light chain (Clc), a marker for clathrin coated vesicles, colocalised with Manf in some structures (Figure 1H-J). Manf localised close to GFP-Rab7, an important player in trafficking between the early and late endosomes and lysosomes, showing weak colocalisation (Figure 1L-N). Thus Manf localises to the endosomal structures with markers Clc, Rab5, Rab7, and Rab11; but probably does not share the same protein complexes with them.

Ultrastructural analysis of *Manf^mzΔ96 ^*mutant stage 17 embryos revealed that the cells of secretory tissues such as gastric caeca, contain huge vesicles filled with cellular debris resembling multivesicular bodies and autophagosomes (Figure 3I). These structures were clearly missing in wild type embryos of the same age (Figure 3H). It is possible that these vesicles contain the misfolded proteins to be degraded or, alternatively, that the autophagy pathway is activated. The accumulation of vesicles full of debris to be degraded could be also due to the blockage in endosomal trafficking or lysosomal degradation.

### Lysosomal genes are downregulated in *Manf *mutants

Because we detected in secretory cells the accumulation of multivesicular body like structures, is it possible that the lysosomal digestion mechanism was altered. 

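The sterol-binding gene Npc2d fell in mz mutant embryos with -1.67 (standard error 0.33, adjusted p = 0.00685), and its relative Npc2c stood at 2.49 (standard error 0.55, adjusted p = 0.0151, 2.99e-05 over 22 samples) there. Table 10 lists 26 changes in mz mutant embryos, 22 in mutant larvae and 19 in overexpressing larvae for genes of the lysosome, of which 22, 20 and 18 belong to genes with a named probe here. The log2 fold change has the listed sign for 19 of 22 in mz mutant embryos, 18 of 20 in mutant larvae and 11 of 18 in overexpressing larvae (16 over 22 samples). At any probe of the gene the threshold was passed in the listed direction for 0, 0 and 1 of them, and over 22 samples for 4, 5 and 2, and in the other direction for none. At the probe of highest mean it was for 0, 0 and 1, and over 22 samples for 3, 5 and 2. The table was drawn up by the authors from these samples.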

Our microarray analysis revealed transcriptional change in 45% of lysosome related genes present in the KEGG database. Many of them were downregulated in *Manf^mzΔ96 ^*embryos and some in *Manf^Δ96 ^*larvae (Table 10; Additional file 9). 

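Most lysosomal genes stood lower in mz mutant embryos and most stood higher in mutant larvae, without a shift of the group. Of 63 genes of lysosomal hydrolases and the V-ATPase 44 were lower in mz mutant embryos (median -0.13, adjusted p = 0.114 by camera) and 25 in mutant larvae (median 0.081, adjusted p = 0.234). Over 22 samples 3 were lower and 2 higher in mz mutant embryos, and 1 lower and 5 higher in mutant larvae. Cln3 stood at -1.27 (standard error 0.34, adjusted p = 0.0576, 0.00551 over 22 samples) in mz mutant embryos. Of those higher in mutant larvae Gal had 1.13 (standard error 0.51, adjusted p = 0.878, 5.40e-05 over 22 samples) and LManIII 1.56 (standard error 0.66, adjusted p = 0.748, 3.48e-04 over 22 samples).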

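Vha100-4, a V-ATPase subunit gene, stood lower in both mutants, at -2.29 (standard error 0.52, adjusted p = 0.0189, 7.62e-04 over 22 samples) in mz mutant embryos and -2.40 (standard error 0.52, adjusted p = 0.0387, 8.51e-04 over 22 samples) in mutant larvae, with every mutant sample below every wild type sample. It was called over 22 samples only. In overexpressing larvae it had -1.57 (standard error 0.52, adjusted p = 0.0337, -0.68 and 0.581 over 22 samples). Vha68-2 has no named probe and is not analysed here.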

The ATPase V-type H^+ ^transporting subunit that maintains acidic environment in lysosomes showed downregulation in both mutants but was upregulated in Manf overexpressing larvae. The expression of other lysosomal membrane proteins and several lysosomal hydrolases was also altered.

**Table 10:** List of genes with altered expression according to microarray analysis related to KEGG lysosome pathway

KEGG	Gene	embryo		larvae		
name	name	**o.ex**.	**mut**.	**o.ex**.	**mut**.	Description
AGA	*CG10474*		**down**		**down**	N4-(beta-N-acetylglucosaminyl)-L-asparaginase

SGSH	*CG14291*			**up**	**down**	N-sulfoglucosamine sulfohydrolase

AP-3	*cm*			**up**	**down**	carmine

ARS	*CG7402*		**down**	**down**	**down**	arylsulfatase B

ATPeV	*CG7678*		**down**	**up**	**down**	V-type H+-transporting ATPase subunit I

ATPeV	*Vha100-1*	**up**	**down**			Vha100-1

ATPeV	*VhaSFD*		**down**			Vacuolar H[+]-ATPase SFD subunit

cystinosin	*CG17119*	**up**	**down**			cystinosin

GUSB	*CG2135*	**up**	**down**			beta-glucuronidase

cathepsin	*cathD*		**down**			cathepsin D, pepsin A

LAMAN	*CG6206*	**up**	**down**			lysosomal alpha-mannosidase

CLN3	*cln3*		**down**			cln3

GLA	*CG7997*		**down**			alpha-galactosidase

ATPeV	*Vha16*			**down**	**up**	Vacuolar H[+] ATPase 16kD subunit

LYPLA3	*CG31683*		**down**	**down**	**up**	lysophospholipase III

CLN1	*Ppt2*	**up**	**down**	**down**	**up**	Palmitoyl-protein thioesterase 2

LAMAN	*CG5322*	**up**	**down**	**down**	**up**	lysosomal alpha-mannosidase

LYMP	*trpml*		**down**	**down**	**up**	control of membrane trafficking of proteins and lipids

NAGA	*CG5731*	**up**	**down**	**up**	**up**	alpha-N-acetylgalactosaminidase

LIMP	*Tsp39D*			**down**	**up**	Tetraspanin 39D

LIMP	*Tsp29Fa*			**down**	**up**	Tetraspanin 29Fa

HGSNAT	*CG6903*			**down**	**up**	heparan-alpha-glucosaminide N-acetyltransferase

saposin	*Sap-r*			**down**	**up**	Saposin-related

cathepsin	*cathF*			**down**	**up**	cathepsin F

LAMAN	*CG9466*			**down**	**up**	lysosomal alpha-mannosidase

LAMAN	*CG9463*			**down**	**up**	lysosomal alpha-mannosidase

AP-3	*g*	**down**	**up**			garnet, adaptor-related protein complex 3

clathrin	*Chc*	**down**	**up**			Clathrin heavy chain

GLB	*CG9092*	**up**	**up**	**up**	**up**	beta galactosidase

GTPase	*Gie*				**up**	N-terminally acetylated Arf-like GTPase

LAMAN	*CG9465*				**up**	lysosomal alpha-mannosidase

GBA	*CG31148*	**up**	**up**		**up**	glucosylceramidase

cathepsin	*cathL *	**up**	**up**			cathepsin L

GNS	*CG18278*	**up**	**up**			N-acetylglucosamine-6-sulfatase

GGA	*Gga*	**up**	**up**			Gga

AP-1	*AP-1s*	**up**	**up**			AP-1sigma

cathepsin	*Cp1*	**up**	**up**			Cysteine proteinase-1

LYMP	*spin*	**up**	**up**			spinster, lysosomal turnover regulator

GNS	*CG30059*			**up**		N-acetylglucosamine-6-sulfatase

Significant alterations in gene expression from wild type are shown by word code; "up" represents upregulation and "down" downregulation of gene expression. ID stands for the particular homologue gene name in *Drosophila*. Notice that the same KEGG identifier can lead to several different genes. The according coloured scheme for lysosome KEGG pathway is presented in Additional File 9.

At the subcellular level, Manf colocalises partially with ER-targeted marker and very poorly if not at all with the lysosomal compartment (Figure 1F-H). Nonetheless, it is possible that the lack of Manf modifies the fusion of lysosomes with multivesicular body-like structures by some still unidentified mechanism.

### Paternal rescue of the *Manf^mzΔ96 ^*mutant embryos leads to reduction in the amount of differentially expressed genes

In *Drosophila*, substantial bulk of transcribed mRNAs and translated proteins necessary for early embryonic patterning and development are maternally contributed to the oocyte at high levels. These mRNAs and proteins are stored and used gradually during the embryogenesis and in some cases through the whole larval development. When the embryonic lack of maternal *Manf *was rescued by paternal wild type gene expression, the transcriptome changes were evident but restricted to a smaller number of genes than changes caused by the complete lack of Manf. 

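Over 24 samples rescued embryos differed from wild type at fewer probes than from mz mutant embryos. Between mz mutant and rescued embryos 127 probes differed, 118 of them higher in the mutant, against 6 between rescued and wild type embryos. Over 22 samples the counts are 1123 and 66, and with the number series as a block over 24 samples 230 and 6. The order turns within the low series, with 5 and 49, and within the high series the counts are 350 and 0. Among the genes that differed, Spn88Eb had 3.00 (standard error 0.33, adjusted p = 5.04e-05) and Ser7 2.73 (standard error 0.44, adjusted p = 0.00155), and Tat -2.29 (standard error 0.27, adjusted p = 6.15e-05).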

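The 6 probes that rose in rescued embryos are of 3 named genes, and over 22 samples 58 probes of 33 genes. zld, the gene of an early transcription activator, stood at 1.46 (standard error 0.31, adjusted p = 0.222, 0.00548 over 22 samples) and Cyp4p2 at 2.16 (standard error 0.53, adjusted p = 0.507, 0.00548 over 22 samples), both called over 22 samples only, and Sec13 at 1.21 (standard error 0.79, adjusted p = 1, 0.00555 over 22 samples). As lists, DNA replication genes (28 of 35 higher, adjusted p = 0.0207 by camera and adjusted p = 0.686 with an estimated correlation) and mitotic genes (37 of 42 higher, adjusted p = 0.0332 and adjusted p = 0.686) were higher.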

As many as 98 genes were significantly upregulated by paternal rescue resulting in 18 functionally enriched GO term clusters (Additional file 10). 

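None of the neural genes pst, pros, sol, pum and Rop passed the threshold in rescued embryos. pst had a log2 fold change of 1.76 (standard error 0.47, adjusted p = 0.865), pros 0.85 (standard error 0.33, adjusted p = 1) and sol 0.80 (standard error 0.39, adjusted p = 1), the last 2 with every rescued embryo above every wild type embryo. pum had -0.20 (standard error 0.69, adjusted p = 1), with other probes up to 1.01, and Rop 0.21 (standard error 0.46, adjusted p = 1). Of these pst and sol were higher in mz mutant embryos over 22 samples, at 1.93 (standard error 0.47, adjusted p = 0.0333, 0.0019 over 22 samples) and 1.09 (standard error 0.39, adjusted p = 0.216, 0.00355 over 22 samples).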

We obtained GO terms related to response to stimulus and neurological process (8 genes), consisting of genes like transcription factor *pros*, *pumilio *(*pum*; encoding a mRNA binding protein involved in nervous system development), *pastrel *(*pst*; with unknown molecular function involved in memory and learning), *Rop*, *rl*, and *small optic lobes *(*sol*; calpain family peptidase). Transcripts of several genes coding membrane proteins also showed enrichment. Among them, we observed many genes coding ion-binding proteins (19%) such as *klumpfuss *(*klu*) and *odd skipped *(*odd*; DNA binding Zn-finger proteins important for embryonic nervous system development). 

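The zinc finger genes klu and odd did not pass the threshold in rescued embryos at their brightest probes. klu had a log2 fold change of 0.35 (standard error 0.43, adjusted p = 1), and 1 of its 3 probes, with 1.42, was called over 22 samples. odd had 0.29 (standard error 0.53, adjusted p = 1), and its other probes 0.29 and 0.40.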

Other enriched GO term clusters were membrane (7 genes) together with cell division, cell cycle and cytoplasm (9 genes).

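No probe was lower in rescued embryos over all 24 samples by limma, and 8 probes without a gene name were over 22 samples. Other fits gave lower probes too: 38 in the low series alone, 80 with array weights, and 223 with 10 named genes among them over 22 samples with the number series as a block, a fit chosen after the values were seen. At an unadjusted p below 0.05 there are 589 probes in both directions. As lists, structural cuticle proteins stood lower, with 74 of 116 (adjusted p = 0.00609 by camera and adjusted p = 0.686 with an estimated correlation), and so did late embryonic and first instar cuticle genes, with 12 of 15 (adjusted p = 0.00842 by camera and adjusted p = 0.686 with an estimated correlation).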

Only 34 genes were downregulated by paternal rescue giving 4 functional GO term clusters (Additional file 11).

### Ubiquitous overexpression of Manf results in transcriptional activation and upregulation of genes involved in cell cycle and cell death

We used enhancer trap line *69B*-GAL4 to overexpress Manf, which we obtained as a commonly known GAL4 line with an epidermal expression pattern. After careful mapping the expression pattern of *69B*-GAL4, we detected broad GAL4 expression in other tissues than epidermis - in central nervous system (non-glial), imaginal discs (wing and eye-antennal disc), garland cells, ring gland, but neither in fat body nor in gastric caeca. Ectopic expression of Manf under *69B*-GAL4 rescues completely *Manf^Δ96 ^*mutant lethality and the rescued adults are viable and fertile if maintained as a stock [5].

When comparing the gene expression profiles between Manf overexpressing and wild type larvae we found 614 genes upregulated that could be grouped in 102 functional GO term clusters (Additional file 12). This gene set showed enrichment in processes related to regulation of gene expression, protein localisation and transport, and cell cycle (*e.g. kokopelli*, an uncharacterized cyclin involved in stem cell maintenance and *Retinoblastoma-family protein*, the human *Rb *homolog). 

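Over 24 samples the genes TTLL15, sfl and CG10081 rose most in overexpressing larvae, with log2 fold changes of 4.14 (standard error 0.61, adjusted p = 0.00116), 3.60 (standard error 0.35, adjusted p = 1.34e-05) and 3.46 (standard error 0.58, adjusted p = 0.00354, 0.0244 over 22 samples). CG6071 (3.19, standard error 0.59, adjusted p = 0.00747, 0.0728 over 22 samples), CG16998 (3.10, standard error 0.58, adjusted p = 0.00779, 0.0141 over 22 samples), Cyp49a1 (3.05, standard error 0.34, adjusted p = 7.40e-05) and CG32572 (3.01, standard error 0.54, adjusted p = 0.00544) followed, then spz5 (2.97, standard error 0.44, adjusted p = 0.0012), lectin-33A (2.94, standard error 0.56, adjusted p = 0.00849, 0.0269 over 22 samples) and CG17707 (2.92, standard error 0.57, adjusted p = 0.00978, 0.114 over 22 samples). Over 22 samples the same probes have 3.58, 2.74, 3.22, 1.78, 1.55, 2.89, 1.70, 3.06, 1.35 and 1.75 in that order, and other genes stand among the 10 largest. The other probes read 3.84, 0.87, 2.76, 0.31 to 1.24, -0.06, 1.90, 0.48 to 2.22, -0.69 to 1.04, -0.012 to 2.09 and 0.13 to 1.28 in the same order. In all 46 named genes were higher (79 probes), and 99 over 22 samples (199 probes). With the number series as a block 588 probes were higher over 24 samples and 378 over 22. Within the low series, which leaves out larvae 69 and 70, 212 probes changed and within the high series 19293.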

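Rbf, the Retinoblastoma-family gene, did not pass the threshold in overexpressing larvae, with a log2 fold change of -0.27 (standard error 0.25, adjusted p = 0.412, 0.29 and 0.488 over 22 samples), nor did Rbf2 at -0.68 (standard error 0.30, adjusted p = 0.0865). Of 42 mitotic genes 20 were higher and 22 lower (adjusted p = 0.978 by camera, adjusted p = 0.169 over 22 samples). The gene kokopelli is not analysed here.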

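klu had a log2 fold change of -0.48 (standard error 0.43, adjusted p = 0.389, 0.45 and 0.643 over 22 samples) in overexpressing larvae, and no probe of it was called. Of 24 cell death genes 13 were higher and 11 lower, without a shift of the group (adjusted p = 0.785 by camera). Dronc stood at 0.49 (standard error 0.31, adjusted p = 0.214) and the Bax inhibitor gene BI-1 at -0.085 (standard error 0.27, adjusted p = 0.821). CG7188 is matched to BI-1 here, so that this value is also that of CG7188.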

Genes involved in regulation of cell death were also upregulated (*e.g. CG7188*, a putative Bax inhibitor, *rl*, and *klu*). According to the previous study in HeLa cells, knockdown of MANF increased cell proliferation and susceptibility to ER stress induced cell death [7]. Our results support the involvement of Manf in regulation of cell cycle and cell death offering several candidate genes for further studies.

Manf overexpression in larvae caused downregulation of 340 genes annotated in 78 functional clusters (Additional file 13). 

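Over 24 samples the genes Hf, Argl and CG12360 fell most in overexpressing larvae, with log2 fold changes of -3.96 (standard error 0.47, adjusted p = 1.38e-04), -3.94 (standard error 0.59, adjusted p = 0.00124) and -3.75 (standard error 0.39, adjusted p = 2.94e-05). CG1299 (-3.60, standard error 0.64, adjusted p = 0.00527, 0.0201 over 22 samples), the Toll-like receptor gene Tollo (-3.32, standard error 0.50, adjusted p = 0.00142), rib (-3.24, standard error 0.54, adjusted p = 0.00343, 0.0238 over 22 samples) and CG2493 (-3.20, standard error 0.40, adjusted p = 2.69e-04) came next, then C1GalTA (-3.19, standard error 0.37, adjusted p = 8.68e-05), Top1 (-3.19, standard error 0.53, adjusted p = 0.00343) and CG12229 (-3.16, standard error 0.48, adjusted p = 0.00148, 0.0145 over 22 samples). Over 22 samples these probes have -2.70, -2.55, -3.61, -1.87, -2.03, -1.92, -2.55, -2.36, -1.71 and -2.16 in that order. The other probes of Tollo all read above 0 over 24 samples (0.77 to 1.33), and those of CG12360 (-1.97 to 2.23), C1GalTA (-2.33 to 1.93) and Top1 (-1.54 to 1.14) go both ways. In all 91 named genes were lower (161 probes), and 68 over 22 samples (110 probes). The ecdysone hydroxylase gene shd fell with -2.60 (standard error 0.38, adjusted p = 0.00122, -1.67 and 6.33e-04 over 22 samples).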

The most prominent group consisted of GO terms such as membrane, plasma membrane, signal peptide, glycoprotein, disulfide bond, glycosylation site: N-linked (GlcNAc), integral to membrane, and transmembrane (77 genes). The majority of processes related to these GO terms take place in the ER such as cleavage of the signal peptide and disulfide bond formation. The main arthropod cuticular component chitin is composed of polymerised GlcNAc residues. Another prominent group was ion binding and metal binding (70 genes). Axon guidance, cell projection organization, neuron development, axonal defasciculation, cell motion, cell recognition (20 genes) were also enriched in line with our previous results implicating the role of Manf in neuritogenesis [5].

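Neuron markers stood lower in overexpressing larvae without passing the threshold as a group. Of 19 listed 16 were lower, with a median log2 fold change of -0.66 (adjusted p = 0.141 by camera), and over 22 samples 15, with a median of -0.55 (adjusted p = 0.0832). The axon guidance gene lola stood at -0.75 (standard error 0.32, adjusted p = 0.0751, -0.14 and 0.826 over 22 samples) and Abl at 1.05 (standard error 0.55, adjusted p = 0.138, -0.55 and 0.395 over 22 samples). No marker was called, also when adjusted over the list alone.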

When comparing the upregulated genes in both paternally rescued embryos and in Manf overexpressing larvae, the common represented GO term clusters were ion binding (14 genes), membrane fraction (7 genes), oxidation reduction (8 genes) and cell cycle (5 genes) (Additional file 14). 

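Cyp49a1 and mRpS17 were higher in both rescued embryos and overexpressing larvae, 2 of 3 and 46 genes. Over 22 samples 14 of 33 and 99 genes were shared, where 0.255 would be if the sets were independent. Of these 14, 9 were higher in both mutants as well. Rescue is not a gain of Manf, which stood at -0.56 against wild type there without passing the threshold. The comparisons within a stage share their wild type samples, which by itself makes log2 fold changes alike. With the number series as a block 2 were shared over 24 samples, and 26 over 22. Dye as a covariate leaves 1 over 22 samples, and leaving out single samples gives 0 to 4 over 24. Of 100 splits of the samples, the real one included, no other gave a shared gene.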

All together there were 57 annotated genes commonly upregulated by Manf, among these well known genes like *Cbl, diaphanous *(*dia*, formin, essential for actin-mediated events involving membrane invagination)*, Kinesin-like protein at 68D *(*Klp68D*), *rl*, and *Rop*. 

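Of the genes dia, Klp68D, Cbl and Rop, Klp68D was higher in both rescued embryos and overexpressing larvae over 22 samples only. Its log2 fold change was 1.22 (standard error 0.50, adjusted p = 1, 7.33e-04 over 22 samples) in rescued embryos and 0.22 (standard error 0.50, adjusted p = 0.749, 1.04 and 0.00601 over 22 samples) in overexpressing larvae. dia had 1.20 (standard error 0.66, adjusted p = 1) in rescued embryos and -0.36 (standard error 0.66, adjusted p = 0.695, 1.63 and 0.00236 over 22 samples) in overexpressing larvae. Cbl stood at 0.26 (standard error 0.80, adjusted p = 1) in rescued embryos and Rop at -1.01 (standard error 0.46, adjusted p = 0.0939, 0.15 and 0.868 over 22 samples) in overexpressing larvae.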

Among the downregulated genes in both paternal rescue and Manf overexpression, there were only 6 genes in common *e.g. CG34384*, a diacylglycerol kinase involved in phosphoinositol signalling and glycerolipid metabolism. 

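No gene was lower in both rescued embryos and overexpressing larvae, over 24 or over 22 samples. With the number series as a block over 22 samples, a fit chosen after the values were seen, 1 gene was, and at an unadjusted p below 0.01 over 24 samples 7 were. CG34384 had a log2 fold change of -0.94 (standard error 0.55, adjusted p = 1) in rescued embryos, each of them below every wild type embryo, and 0.87 (standard error 0.55, adjusted p = 0.217, -0.77 and 0.0828 over 22 samples) in overexpressing larvae. At an unadjusted p below 0.05 the limma fit has 589 probes in rescued embryos and 20536 in overexpressing larvae.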

Conclusively, in Manf overexpression the typical growth factor signalling mediators *rl *and *Cbl *were upregulated. The links upstream of these mediators and downstream of secreted Manf still remain missing. The second cluster of genes was directly linked to membrane modifications and transport. Interestingly, the intracellular protein modification processes in ER were also enhanced by Manf overexpression. 

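ER genes did not shift as a group in overexpressing larvae. Of 17 ER chaperones and folding enzymes 9 were higher and 8 lower (median 0.023, adjusted p = 0.785 by camera), and of 29 genes of ER stress sensing, degradation and translocation 10 were higher and 19 lower (median -0.35, adjusted p = 0.393). None was called, also when adjusted over the list alone. Hsc70-3, the gene of the ER chaperone BiP, stood at 0.41 (standard error 0.49, adjusted p = 0.525, 0.74 and 0.637 over 22 samples) and Uggt at -1.05 (standard error 0.33, adjusted p = 0.0321, -0.28 and 0.643 over 22 samples).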

So presumably Manf has a dual role - one intracellularily in the ER, and the other extracellularly after being secreted.

### Differentially regulated genes in larval *Manf^Δ96 ^*mutant in comparison to Manf overexpression

Next, we searched for genes showing downregulation in *Manf^Δ96 ^*larval mutant and were upregulated in Manf overexpression condition, and *vice versa*. Altogether 89 probes on the microarray showed this opposite regulation resulting in 62 annotated *Drosophila *genes (Additional file 15). In this group, there were genes responsible for locomotory behaviour (3 genes), genes involved in oxidation reduction and metal binding (10 genes), in cell division (4 genes), genes coding membrane proteins (7 genes), and genes involved in insulin signalling (2 genes). 

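Over all 24 samples no probe went in opposite directions in mutant and overexpressing larvae, and 7 did over 22 samples: BNIP3 and Cyp6a9 were higher in the mutant and lower under overexpression, and CG11367 and CG17784 the reverse. At an unadjusted p below 0.05 limma has 1933 probes in mutant larvae and 20536 in overexpressing larvae. Probes with the same direction numbered 15, and 84 over 22 samples. Both comparisons share the wild type larvae, which by itself makes their log2 fold changes alike: over probes their correlation was 0.10374, where simulated values without effects gave a mean of 0.532 and a range of -0.82 to 0.947. The covariance was 0.055643 and the simulated one 0.184. The simulated count of same direction was 0, which decides nothing, as no probe was called in either simulated comparison. With a different pair of wild type larvae for each comparison the correlation was 0.0451, the same direction held for 1.17 probes and the opposite for 0 on average, and over 22 samples for 29.8 and 3.67. Probes are not independent replicates.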

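Additional file 15 lists 63 entries, of which 56 belong to genes with a named probe here. The log2 fold changes had opposite signs in mutant and overexpressing larvae for 40 of these, and for 53 over 22 samples. The listed sign was kept by 54 in mutant larvae and by 38 in overexpressing larvae (53 over 22 samples). The mean size of their log2 fold change was 0.62 in mutant larvae and 1.08 in overexpressing larvae (0.73 over 22 samples). The list was chosen on these samples, so that it is no independent evidence. Of its genes Cyp6a9 stood at 1.05 (standard error 0.33, adjusted p = 0.305, 0.00679 over 22 samples) in mutant larvae and -1.47 (standard error 0.33, adjusted p = 0.02, -1.10 and 0.038 over 22 samples) in overexpressing larvae.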

Because of the diversity of GO terms and low number of genes the functional annotation clustering did not give statistically significant results.

### UPR and Parkinson's disease

Among the known genes involved in PD, 32 are conserved between mammals and *Drosophila*, and 44% of these were differentially expressed in our microarray assay (Figure 5, Table 11). 

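Pink1 stood at -0.43 (standard error 0.33, adjusted p = 0.954) and DJ-1alpha at -0.11 (standard error 0.64, adjusted p = 1) in mz mutant embryos. The genes park and Tor are not analysed here. Table 11 lists 16 changes in mz mutant embryos, 17 in mutant larvae and 13 in overexpressing larvae for genes of the Parkinson disease pathway, of which 14, 15 and 11 belong to genes with a named probe here. The log2 fold change has the listed sign for 11 of 14 in mz mutant embryos, 13 of 15 in mutant larvae and 5 of 11 in overexpressing larvae (10 over 22 samples). At any probe of the gene the threshold was passed in the listed direction for 1, 0 and 0 of them, and over 22 samples for 3, 0 and 0, and in the other direction for none. At the probe of highest mean it was for 1, 0 and 0, and over 22 samples for 2, 0 and 0. The selection was made by the authors on these samples.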

Importantly, several genes from dopamine uptake (*Dopamine transporter*, *DAT*) and synthesis (*ple *coding for TH, *Ddc*, and *punch*) were differentially expressed (Table 2, Additional File 1). 

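Of dopamine genes ple and Pu rose in mz mutant embryos and in no other comparison with wild type. Ddc had 0.86 (standard error 0.78, adjusted p = 1) in mutant larvae and -1.83 (standard error 0.78, adjusted p = 0.0736, 0.047 and 0.981 over 22 samples) in overexpressing larvae. The value in mutant larvae rests on larva 4, which read 14.92. Mutant larvae 2, 65 and 66 read 12.11, 11.77 and 11.99, and wild type larvae lay between 11.56 and 12.22. DAT stood at 0.09 (standard error 0.54, adjusted p = 1) in mz mutant embryos, 0.093 (standard error 0.54, adjusted p = 1) in mutant larvae and 1.38 (standard error 0.54, adjusted p = 0.0571, 0.56 and 0.705 over 22 samples) in overexpressing larvae. Vmat, the vesicular monoamine transporter gene, had 0.048 (standard error 0.64, adjusted p = 1) in mz mutant embryos. In overexpressing larvae ple stood at -0.066 (standard error 0.49, adjusted p = 0.931) and Pu at -0.54 (standard error 0.39, adjusted p = 0.278).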

The expression of many genes involved in mitochondria and ubiquitin proteasome pathways were also altered. 

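Proteasome genes were lower as a group in mutant larvae over 24 samples under the preset correlation alone. There 25 of 40 were lower, with a median log2 fold change of -0.18 (adjusted p = 0.00971 by camera and adjusted p = 0.253 with an estimated correlation), and over 22 samples camera gives adjusted p = 0.0505. In mz mutant embryos 27 were higher (adjusted p = 0.154), with Prosbeta2 at 1.08 (standard error 0.93, adjusted p = 1, 0.00265 over 22 samples). No test compared the stages for this list. Of 81 genes of oxidative phosphorylation 45 were lower in mutant larvae (adjusted p = 0.477), with ND-MLRQ at -1.42 (standard error 0.33, adjusted p = 0.0656, 0.00302 over 22 samples). Septin4 stood at 0.96 (standard error 0.29, adjusted p = 0.113, 0.00266 over 22 samples) in mz mutant embryos.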

Increasing evidence indicates that organelle stress is a key event in neurodegeneration [14]. UPR is an adaptive process aiming to restore the cell homeostasis under ER stress conditions and to re-establish the properly folded protein synthesis. Under irreversible ER damage UPR initiates cell death pathway to eliminate damaged cells. Manf could be responsible for the recovery and survival pathway in UPR. In this scenario, the lack of Manf especially in the secretory cells with high rates of protein synthesis, including neurons with intensive neurotransmission, might result in shift from ER stress to UPR towards cell death. However, the mechanism how Manf dispatches this function is still unclear. Recently the structural homology between the Manf C-terminal folding and SAP domain of Ku70 has been demonstrated [34]. SAP domain of Ku70 is known to inhibit Bax-induced apoptosis [35] and *in vitro *experiments with mammalian cultured neurons showed that Manf rescues the NGF-deprivation induced cell death as efficiently as Ku70 itself [34]. On the other hand we showed that the overexpression of Manf resulted in upregulation of genes involved in oxidation reduction. 

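In overexpressing larvae P450 genes, which carry out oxidations, changed one by one in both directions. Cyp301a1 rose with a log2 fold change of 1.54 (standard error 0.27, adjusted p = 0.00492, 1.13 and 0.0296 over 22 samples), and Cyp9c1 (-2.11, standard error 0.36, adjusted p = 0.00403), Cyp4ad1 (-1.98, standard error 0.39, adjusted p = 0.00953, -1.47 and 0.0309 over 22 samples) and Cyp313a3 (-1.38, standard error 0.26, adjusted p = 0.00727, -1.11 and 0.0316 over 22 samples) fell. Of 84 P450 genes 40 were higher and 44 lower (adjusted p = 0.633 by camera). Of 15 genes of the oxidative stress response 6 were higher and 9 lower (adjusted p = 0.785), with none called.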

The DA neurons are known to be very sensitive to oxidative stress because dopamine metabolites are highly oxidative compounds [36]. Therefore the upregulation of genes responsible for oxidation reduction could be already protective for DA neurons. Besides reactive dopamine metabolites, the mitochondrial dysfunction has been implicated in the neurodegeneration occurring in PD. We found that, in *Manf^mzΔ96 ^*mutants with degenerating DA neurites, the nuclear genes coding for mitochondrial proteins were significantly enriched among the downregulated genes.

**Figure 5:**
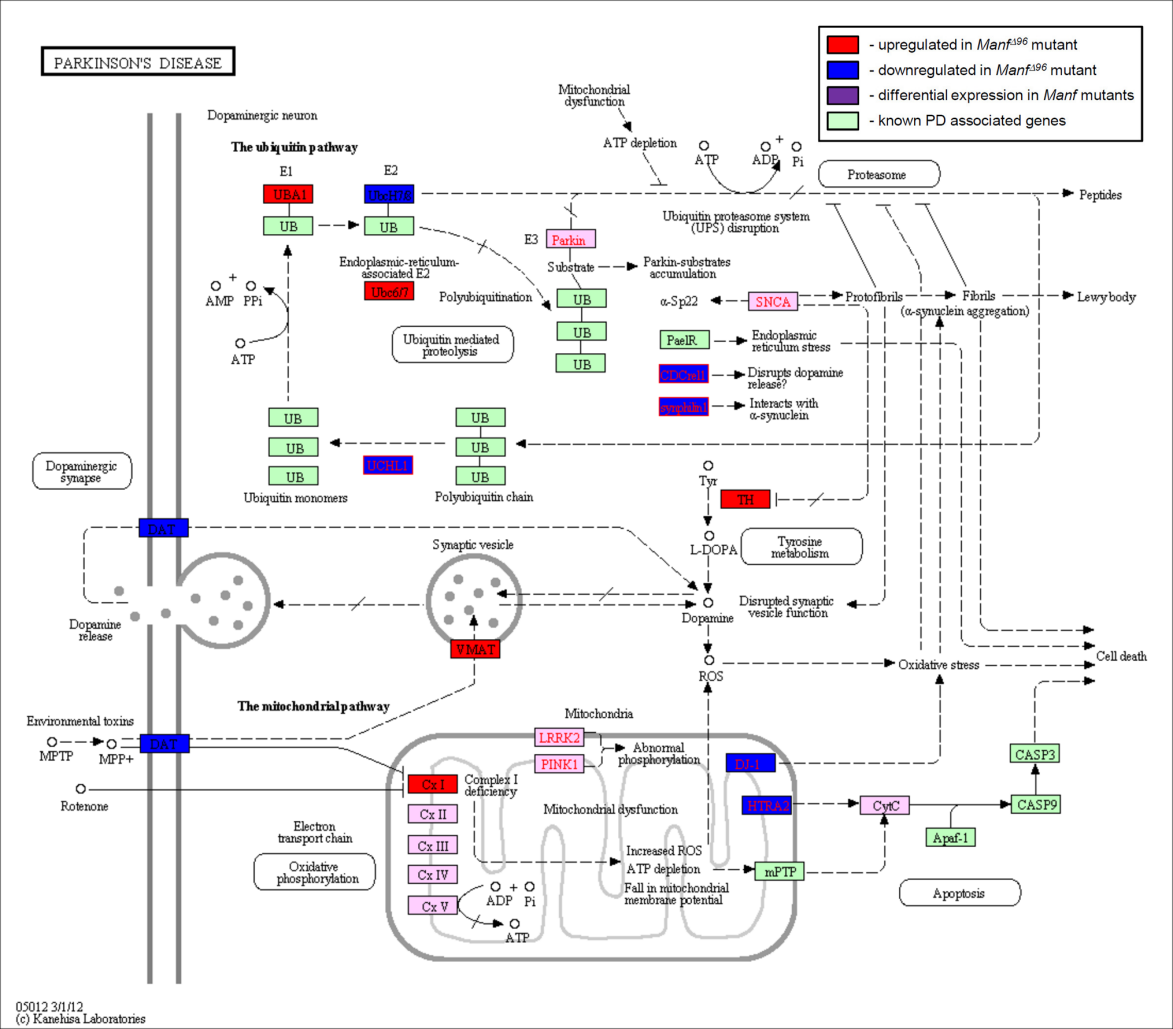
**Gene expression alterations in Manf mutants with a linkage to Parkinson's disease**. A human disease KEGG pathway coloured with *Drosophila *homologues showing altered gene expression in *Manf *mutants - filled boxes with red represent genes that are upregulated, with blue downregulated expression or with purple differently altered gene expression between two *Manf *mutants. The unaltered components in the pathway are coloured green. Note that α-synuclein (SNCA) has no homologue in *Drosophila*. The complete list of altered genes is summarised in Table 11 with some additional genes not present in KEGG pathway but have been associated with PD elsewhere. The expression of genes with a role in dopamine uptake, intracellular transport, and synthesis is altered. Mitochondrial oxidative pathway complex I encoding genes show upregulation. The other mitochondrial proteins encoded by nuclear genes involved in PD such as *Htra2 *and *DJ-1 *expression is downregulated in *Manf *mutants. Some members of ubiquitin pathway are altered as well.

**Table 11:** List of genes with altered expression according to microarray analysis related to KEGG pathway of Parkinson's disease

KEGG	Human	embryo		larvae		Flybase	
name	gene	**o.ex**.	**mut**.	**o.ex**.	**mut**.	ID	Description
TH	*TH *		**up**			*CG10118*	pale, tyrosine hydroxylase

VMAT	*VMAT*				**up**	*CG6139*	vesicular monoamine transporter

DAT	*SCL6A3 *	**up**	**down**			*CG8380*	dopamine transporter

HTRA2	*HTRA2 *	**up**	**down**			*CG8464*	HtrA serine peptidase 2

NDUFV1	*NDUFV1 *	**up**	**down**			*CG9140*	NADH dehydrogenase

SNCAIP	*SNCAIP *			**up**	**down**	*CG5424*	forked, actin binding α synuclein interacting

CDCREL1	*PNUTL1 *			**up**	**down**	*CG7238*	septin interacting protein 1

CytC	*CYCS *			**up**	**down**	*CG14235*	cytochrome-c oxidase

UQCRH	*UQCRH *	**up**		**up**	**down**	*CG30354*	ubiquinol-cytochrome-c reductase

	*SIP2 *			**up**	**down**	*CG9188*	septin interacting protein 2

	*SLC25A6 *			**up**	**down**	*CG1683*	mitochondrial adenine nucleotide translocase 2

Uchl1	*UCHL *			**up**		*CG4265*	Ubiquitin carboxy-terminal hydrolase

mPTP	*VDAC2 *	**up**	**up**	**up**	**down**	*CG17137*	Porin2, voltage-gated anion channel

ATPase	*ATP5EP2 *			**up**		*CG31477*	mitochondrial ATPase ε subunit, F1 complex

NDUFA2	*NDUFA2 *			**up**	**up**	*CG15434*	NADH dehydrogenase

	*SEP4 *		**up**		**up**	*CG9699*	Septin 4

Ube2J2	*UBE2J2 *			**down**	**up**	*CG5823*	ubiquitin-protein ligase

NDUFV2	*NDUFV2 *				**up**	*CG5707*	NADH dehydrogenase

	*UBE2H *				**up**	*CG2257*	Ubc-E2H, ubiquitin-protein ligase

Ube2L3	*UBE2L3 *			**down**	**down**	*CG12799*	Ubiquitin conjugating enzyme 84D

	*UBQLN1 *			**down**		*CG14224*	EF1B ubiquitin-assoc. translation elongation factor

Ubh4	*UCHL *				**down**	*CG3431*	Ubiquitin C-terminal hydrolase

	*USP36 *				**down**	*CG5505*	scrawny, ubiquitin protease

	*SIP3 *				**down**	*CG1937*	septin interacting protein 3

Uba1	*UBA1 *		**up**			*CG1782*	ubiquitin activating enzyme 1

CytC	*CYCS *	**up**	**up**			*CG2249*	cytochrome-c oxidase

	*SEP1 *		**up**			*CG1403*	Septin-1

	*UBE2E2 *		**up**			*CG6720*	Ubiquitin conjugating enzyme 2

DJ-1	*DJ-1 *		**down**			*CG6646*	DJ-1α

CytC	*CYCS *		**down**			*CG13263*	cytochrome c distal

CytC	*CYCS *		**down**			*CG14028*	cyclope, cytochrome-c oxidase

CytC	*CYC1 *		**down**			*CG4769*	electron transporter

ATPase	*ATP5G2 *	**down**	**down**			*CG1746*	hydrogen-exporting ATPase

ATPase	*ATP5E *		**down**			*CG9032*	stunted, hydrogen-exporting ATPase

Significant alterations in gene expression from wild type are shown by word code; "up" represents upregulation and "down" downregulation of gene expression. Notice that the same KEGG identifier can lead to several different genes. Several *Drosophila *genes associated with processes in PD missing from KEGG pathway were added. The according coloured scheme for Parkinson's disease KEGG pathway is presented in Figure 5.

## Conclusions

We have studied the gene expression changes of two slightly different *Manf *mutants in *Drosophila*. Surprisingly, the expression profiles of embryonic lethal *Manf^mzΔ96 ^*and larval lethal *Manf^Δ96 ^*mutants were quite diverse. It might be due to the dissimilar roles of *Manf *gene during embryonic and larval stages or it indicates the difference between the absolute lack of Manf versus gradual diminishing of maternally contributed stores of *Manf *gene products. 

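Of digestive enzymes, which were higher in mutant larvae, 19 of 43 were higher in mz mutant embryos (adjusted p = 0.706 by camera), and the serine protease gene Ser7 rose there with 2.87 (standard error 0.44, adjusted p = 9.77e-04). Of cytosolic heat shock proteins in mutant larvae 7 of 20 were higher (median -0.069, adjusted p = 0.535 by camera). Of 44 lists tested 13 were called in mz mutant embryos and 10 in mutant larvae under the preset correlation, and 4 and 3 with an estimated one. Under the preset correlation 7 and 11 of 35 splits of the samples, the real one included, gave as many. For these numbers chance cannot be excluded.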

Our microarray analysis followed by functional annotation clustering revealed statistically significant enrichment related to metabolism and membrane transport and transporters. The observed changes in membrane traffic were supported by ultrastructural studies of *Manf^mzΔ96 ^*mutant. More than 40% of known *Drosophila *genes related to ER and UPR showed altered expression levels in *Manf *mutants. We found changed expression of several genes known to be associated with processes altered in PD such as oxidative phosphorylation, mitochondrial function, dopamine metabolism and uptake, and protein ubiquitinaton. 

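Stress genes were higher as groups in mz mutant embryos by camera. Of 20 cytosolic heat shock proteins 19 had a positive log2 fold change, with a median of 0.74 (adjusted p = 6.91e-07 by camera and adjusted p = 0.073 with an estimated correlation), and over 22 samples adjusted p = 4.16e-05 by camera and adjusted p = 0.294 with an estimated correlation. Hsp22 was among the genes that rose most, and 3 members were higher when adjusted over the list alone over 22 samples. Of 15 genes of the oxidative stress response 12 were higher, with a median of 0.38 (adjusted p = 0.00514 by camera and adjusted p = 0.0423 with an estimated correlation), and over 22 samples adjusted p = 0.0181 and adjusted p = 0.184. The autophagy receptor gene ref(2)P stood at 2.01 (standard error 0.45, adjusted p = 0.018, 0.00351 over 22 samples).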

The lack of Manf in *Manf^mzΔ96 ^*mutant embryos resulted in massive upregulation of stress, defense, and immune response related genes as well as genes involved in proteolysis and cell death. Overexpression of Manf resulted in upregulation of genes involved in oxidation reduction, an important process to protect DA neurons from oxidative stress. Thus, our results support the previously reported findings in mammalian cells that upregulation of Manf is important in UPR and could be protective for the cell. It is also evident that ER stress leads to UPR and cell death in the absence of Manf. These effects were less drastic when Manf was gradually abolished in *Manf^Δ96 ^*mutant larvae and related to several metabolic processes and downregulation of genes involved in replication, transcription and splicing. Still, stress and defense related genes were enriched among the upregulated genes of both *Manf *mutants.

## Methods

### Fly strains

*Drosophila melanogaster *adults were maintained at 25°C on malt and wholemeal flour based standard food, for egg laying apple juice agar plates with yeast paste were used. Wild type flies were *w^-^*, all genotypes used were of *w^- ^*background: *hs70Flp/+;; FRT^82B^Manf^Δ96^/Manf^Δ96^*, *Manf^Δ96^/TM3 Sb Ser twi > GFP*. For ectopic overexpression *69B-*GAL4 [37] and UAS-*DmManf^133 ^*(3^rd ^chromosome insertion) were used. As an ER marker ER-targeted *sqh*-EYFP flies were used. UAS-GFP-*rab5*, UAS-GFP-*rab11*, UAS-*chc*-GFP, and UAS-GFP-*rab7 *were obtained from C. Samakovlis and *ppl *> GAL4 from V. Hietakangas. Other fly lines were obtained from Bloomington *Drosophila *Stock Center or generated by us [5].

### RNA isolation

For RNA extraction, embryos were collected from apple juice plates, washed with embryowash, dechorionated by standard bleach treatment and washed thoroughly. Both embryos and larvae were separated and picked by phenotype and staged under microscope onto fresh apple juice plates, collected into Eppendorf tubes and snap frozen. Total RNA was extracted with Qiagene RNAeasy extraction Kit (Qiagene) according to manufacturer's recommendations, treated with RNase-free DNase (Promega) 15 min at 37°C and purified by RNA clean-up kit (Macherey-Nagel). RNA was quantified using a NanoDrop-1000 spectrophotometer and RNA quality was monitored by the Agilent 2100 Bioanalyzer (Agilent Technologies).

### Microarray experiments

For microarray experiment three biologically independent samples for each genotype were used. Diluted spike controls (Agilent) were added to 1 μg of total RNA samples and *in vitro *transcribed and labeled with Amino Allyl MessageAmp™ II aRNA Amplification Kit (Ambion/Applied Biosystems). The dyes used were cyanine 3 (Cy3), cyanine 5 (Cy5) or Alexa 488, as previously described [38]. Dye incorporation and received aaRNA yield were monitored by the NanoDrop ND-1000 Spectrophotometer.

### Hybridisation

5 μg of each differentially labelled aaRNA was fragmented at 60°C for 30 min in a reaction volume of 55 μl containing Agilent fragmentation buffer and 2x Agilent blocking agent following the manufacturer's instructions. On completion of the fragmentation reaction, 55 μl of 2x Agilent hybridization buffer was added to the fragmentation mixture and hybridized to Agilent's fruit fly Microarray Kit 4x44k, P/N G2519F (Agilent Microarray Design ID 018972) for 17 hours at 65°C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed 1 min at room temperature with GE Wash Buffer 1 (Agilent) and 1 min with 37°C GE Wash buffer 2 (Agilent), then dried immediately by brief centrifugation. The slides were then scanned by Axon 4200AL scanner.

### DNA microarray analysis

The microarrays images were segmented and the median intensity of each spot was estimated by the software GenePixPro^® ^6.0 (Axon). The data were then imported into R software http://cran.r-project.org/ and preprocessed by the BioConductor package Limma [39]. Linear model followed by moderated t-test was utilized for finding the differentially expressed genes (P-value < 0.01 after Benjamini and Hochberg correction) between *Manf^Δ96^*, *Manf^mzΔ96^*, *Manf^mΔ96^/+*, *69B > Manf^133 ^*and *w^-^*. Lists of significant genes were screened by the DAVID 6.7 annotation tools [40,41] in order to find over-represented biological themes. Default DAVID parameters were used. To identify the pathways altered, the online tool available from Kanehisa laboratories, KEGG Mapper was used [42]. All microarray data are MIAME compliant and available at the NCBI GEO database (ID GSE28820).

### Quantitative PCR

For qPCR, independent biological samples were used for RNA extraction. 4 μg of total RNA was reverse transcribed with MMLV reverse transcriptase (Promega) according to manufacturer's instructions using oligo(dT) primers. The primers were designed with the help of Universal ProbeLibrary Assay Design System (Roche Applied Science) and are listed in Additional file 16. qPCR was performed with Lightcycler 480 real-time PCR system (Roche Diagnostics) with the help of pipeting robot Robotics4 (Corbett Robotics) on 384-well plates using Lightcycler 480 SYBR Green I Master complemented with 5 pmol of primers and cDNA corresponding to 40 ng of total RNA used in reverse transcription. Three replicates for each reaction were included in the PCR runs. Results were analysed with Lightcycler software version 1.5.0.39.

### Transmission electron microscopy and immunohistochemistry

The embryos for TEM were treated as previously described [43]. The whole larvae were subjected to high pressure freezing to visualise the cuticle layers as described earlier [44]. The primary antibodies used were rabbit phospho-eIF2α (Ser51) antibody (1:1000, Cell Signaling Technology), mouse α-DmTubulin (1:1000, Sigma) and rabbit α-DmManf (1:1000) [5]. Immunohistochemistry and imaging were performed as previously described [5]. To visualise the lysosomes, Lysotracker Red DND99 (Invitrogen) was used. The red colour of Alexa568 dye was changed to magenta in order to help colour blind people to distinguish it in the combinations with green.

### Western blotting

For Western blotting about 100 embryos of stage 17 were collected, genotyped, and homogenised in 10 mM HEPES, 1 mM EDTA, 0.25 M sucrose homogenising buffer, pH = 7.3 in the presence of protease inhibitor cocktail (Complete Mini, Roche). The concentration of proteins was measured with Bio Rad protein assay D_C _reagents. The equal amounts of total protein were mixed with 3 × Laemmli loading buffer and boiled at 99°C for five minutes. Up to 6 μg of total protein were loaded per lane to SDS-acrylamide gel. Western blotting was further proceeded according to the standard manufacturer's instructions (Amersham Biosciences). For the quantification of Western blotting results ImageJ analysis software was used. Quantification was based on area measurements and intensity calculations in comparison with the anti-tubulin loading control.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MP, TIH, DG, and PA designed the research, MP performed the laboratory experiments, DG scanned the slides and made the analysis and comparisons of the raw scanned microarray data, MP with the help of RL completed the annotation, and MP made functional annotation clustering analysis, all other laboratory experiments and wrote the draft manuscript. All authors read, made corrections and approved the manuscript.

## Supplementary Material

Additional file 1 **Table of all obtained qPCR results**. The Excel file contains two separate sheets, one for the data obtained from stage 17 embryos and the other for the data obtained from 29-50 hr AEL larvae. Click here for file

Additional file 2 **DAVID functional annotation clustering analysis of downregulated genes in embryonic *Manf^mzΔ96 ^*mutants**. An Excel file; 1191 genes were downregulated and grouped into 105 functional clusters. Click here for file

Additional file 3 **DAVID functional annotation clustering analysis of upregulated genes in embryonic *Manf^mzΔ96 ^*mutants**. An Excel file; 1243 genes were upregulated and grouped into 230 functional clusters. Click here for file

Additional file 4 **DAVID functional annotation clustering analysis of downregulated genes in larval *Manf^Δ96 ^*mutants**. An Excel file; 690 genes were downregulated and grouped into 140 functional clusters. Click here for file

Additional file 5 **DAVID functional annotation clustering analysis of upregulated genes in larval *Manf^Δ96 ^*mutants**. An Excel file; 682 genes were upregulated and grouped into 122 functional clusters. Click here for file

Additional file 6 **DAVID functional annotation clustering analysis of common downregulated genes in *Manf^mzΔ96 ^*and *Manf^Δ96 ^*mutants**. An Excel file; 208 genes were downregulated in both *Manf *mutants and grouped into 47 functional clusters. Click here for file

Additional file 7 **DAVID functional annotation clustering analysis of common upregulated genes in *Manf^mzΔ96 ^*and *Manf^Δ96 ^*mutants**. An Excel file; 229 genes were upregulated in both *Manf *mutants and grouped into 45 functional clusters. Click here for file

Additional file 8 **Exocytosis and SNARE complex is altered in *Manf *mutants**. A pdf file; an online coloured KEGG pathway showing altered gene expression in either red (upregulation), blue (downregulation), or in purple (altered gene expression) boxes. The unaltered known *Drosophila *homologues to identified components from other organisms are presented in green-filled boxes. The complete list of altered genes is summarised in Table 8. Click here for file

Additional file 9 **Lysosomal degradation is altered in *Manf *mutants**. A pdf file; an online coloured KEGG pathway showing altered gene expression in either red (upregulation), blue (downregulation), or in purple (altered gene expression) boxes. The unaltered known *Drosophila *homologues to identified components from other organisms are presented in green-filled boxes. The complete list of altered genes is summarised in Table 10. Click here for file

Additional file 10 **DAVID functional annotation clustering analysis of upregulated genes in *Manf^mzΔ96 ^*mutant paternal rescue**. An Excel file; 98 genes were upregulated when maternal lack of *Manf *gene products was rescued paternally and grouped into 18 functional clusters. Click here for file

Additional file 11 **DAVID functional annotation clustering analysis of downregulated genes in *Manf^mzΔ96 ^*mutant paternal rescue**. An Excel file; only 34 genes were downregulated when maternal lack of *Manf *gene products was rescued paternally and grouped into 4 functional clusters. Click here for file

Additional file 12 **DAVID functional annotation clustering analysis of upregulated genes in Manf ectopic overexpression by *69B*-GAL4**. An Excel file; 614 genes were upregulated and grouped into 102 functional clusters. Click here for file

Additional file 13 **DAVID functional annotation clustering analysis of downregulated genes in Manf ectopic overexpression by *69B*-GAL4**. An Excel file; 340 genes were downregulated and grouped into 78 functional clusters. Click here for file

Additional file 14 **DAVID functional annotation clustering analysis of common upregulated genes in *Manf^mzΔ96 ^*paternally rescued embryos and in Manf ectopically overexpressing larvae**. An Excel file; 57 genes were upregulated in both *Manf *mutants and grouped into 9 functional clusters, 14 GO terms remained unclustered. Click here for file

Additional file 15 **Complete list and DAVID functional annotation clustering analysis of genes downregulated in *Manf^Δ96 ^*mutants and upregulated in Manf ectopic overexpression and *vice versa***. An Excel file; 46 genes were downregulated in larval *Manf^Δ96 ^*mutants and upregulated in Manf ectopic overexpression, *vice versa *16 genes were upregulated in *Manf^Δ96 ^*mutants and downregulated in Manf ectopic overexpression. In the first sheet complete list of genes together with fold change logarithmic (FClog) results is presented. In the second sheet results of DAVID functional annotation clustering analysis with 9 clusters is shown. Click here for file

Additional file 16 **List of all designed primers used for qPCR**. Click here for file

# Supplementary material for: Gene expression analysis of Drosophilaa Manf mutants reveals perturbations in membrane traffic and major metabolic changes
**Source:** BMC Genomics. 2012 Apr 11;13:134. doi: 10.1186/1471-2164-13-134

LYSOSOME

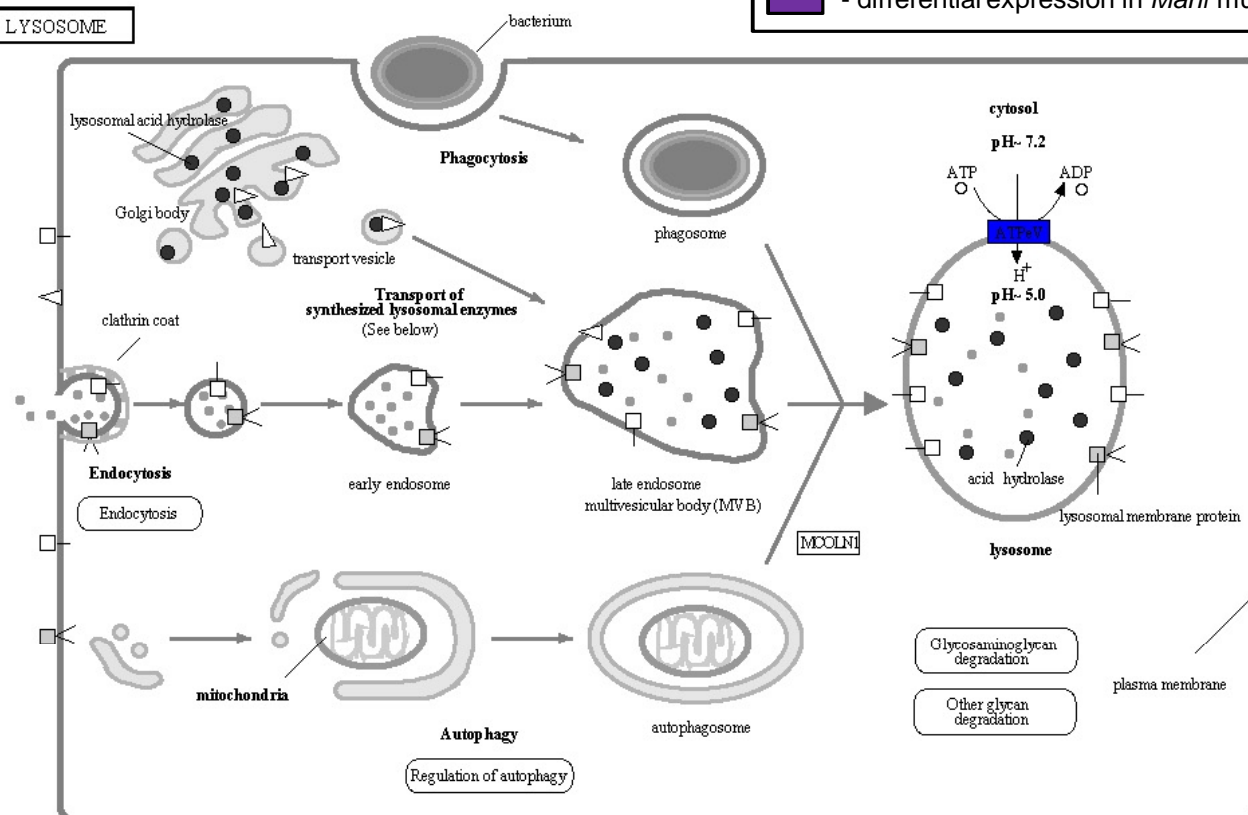

- downregulated in *Manf*^{A96} mutant
- upregulated in *Manf*^{A96} mutant
- differential expression in *Manf* mutants
- *Drosophila* homolog unknown
- *Drosophila* homolog known

Lysosomal acid hydrolases

- proteases
- cathepsins
  - napsin
  - LGMN
  - TPP1
- glycosidases
- GLA
  - GLB
  - GAA
  - GBA
  - IDUA
  - NAGA
  - NAGLU
  - GALC
  - GLUSE
  - FUCA1
  - HEXA/B
  - MANB
  - LAMAN
  - NEU1
  - HYAL1
- sulfatases
- ARS
  - GALNS
  - GNS
  - IDS
  - AGGT
- lipases
- LIPA
  - LYPLA
  - DNaseII
  - ACP2
  - ACP5
- nuclease
- DNaseII
- phosphatase
- ACP2
  - ACP5
- sphingomyelinase
- SMFPD1
- ceramidase
- ASAHI
- aspartylglucosaminidase
- AGA
- Other lysosomal enzymes and activators
- asposin
  - GM2A
  - CLN1

Lysosomal membrane proteins

major lysosomal membrane proteins

- LAMP
- LIMP

minor lysosomal membrane proteins

- NPC
- NPST
- sialin
- NRAMP
- LAPTM
- ABCA2
- ABCB9
- ACP2
- endolym
- LALP70
- sortilin
- GMPT
- CLN5
- CLN7
- HESNAT
- MCCLN1

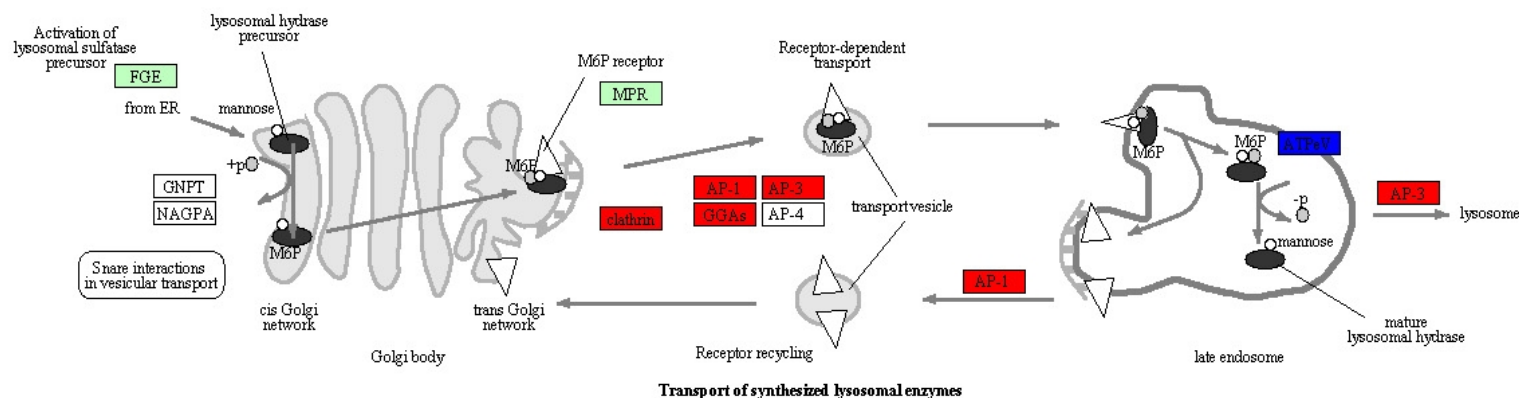

**Supplement:** Additional file 9 — Lysosomal degradation is altered in Manf mutants. A pdf file; an online coloured KEGG pathway showing altered gene expression in either red (upregulation), blue (downregulation), or in purple (altered gene expression) boxes. The unaltered known Drosophila homologues to identified components from other organisms are presented in green-filled boxes. The complete list of altered genes is summarised in Table 10.

# Supplementary material for: Gene expression analysis of Drosophilaa Manf mutants reveals perturbations in membrane traffic and major metabolic changes
**Source:** BMC Genomics. 2012 Apr 11;13:134. doi: 10.1186/1471-2164-13-134
**Supplement:** Additional file 16 — List of all designed primers used for qPCR.

Gene name	ID	left	right
CG5810	CG5810	ccaaagctgcatgagttgaa	ggccaagtaaagatgctcca
cycle	Cyc	gcgatggaagttcaggagtt	tgtgattttgcttgcgattt
insulin-like peptide 5	Ilp5	gccttgatggacatgctga	cataatcgaataggcccaagg
Insulin-like receptor	InR	acgacaacaaaaccgttgc	ttcacgtgatctcaatcatgc
no optic lobe	Nol	gctactgatccagccacga	ggcgaagtggaagtgggtg
Sphingosine kinase 2	Spk2	cagctacaaaggccgagtg	tccactggtggttccttct
Ect3	Ect3	tgcgtgtagctgcaatcg	cagctcctagcagcggtagt
Cadherin 99C	Cad99C	ggggcagacgaacatcat	gtcggctgtccgatgaaa
diaphanous	Dia	gattatgtggcacttgaaaggtaa	ccattctgcaggatttccaca
sulfateless	Slf	aaagctgtcgatttgagtagcaa	gactgtccactcgcaatcag
Ras-related protein	Rala	aggcaacccaggaattcag	tgcgcttatcattcagatcg
CG1607	CG1607	agccgctgtgtgcatcctt	catatgtaaagatatcctgcacagc
Heat shock protein cognate 2	Hspc2	agacggagcgcttgattg	tcgcttggcatcgaaaac
Ras opposite	ROP	aaagctgatgaacgaggtggt	acgtaacgccctgcttttt
klumpfuss	Klf	ctcgccaccgtctaaatc	tgggatttcttctcgctatc
pathetic	Path	atgtgctccggctcatcat	cttgtgtccgcattttacca
CG14879	CG14879	gcctgatgtgaagttctttgc	tgacaaagttcaccgagaattg
Pak3	Pak3	aaatttgtttgtgtggacgaa	tcctcgctgactcggtgt
Rab escort protein	Rep	agcagtttgacctggtcgtc	accgatttgccatcctgtct
pipe	Pip	cctcaaggagatggagggtga	gggtgtgatgtcatcgtgct
DnaJ homolog	CG9828	gcagtcgggactccacttat	ggcgtcaaaactgttgatgtcc
Heat shock protein 83	CG1242	tctgtgaatagaacgaaaaacataca	tgatgatcaggacatcagc
ubisnap	CG11173	ctctggactctaccaacaaaagc	tgtgatgtcttctccagttgct
CG6000A	CG6000	gcaatctcctccaacgttttt	acgtcgtgatccacgattcc
CG6000B	CG6000	ttcatttggttctctgtgatttta	
CG10420	CG10420	cagacgattgcggaaggt	tgactctgcagcgacgtg
Cbl	CG7037	tttgaagagcaacttcggtga	gccggagattatgggatgta
sip3	CG1937	ggcaagctgctaagcaaga	tccagcagatgctcaaactc
Su(var)2-10	CG8068	ggactacacgcgaggcttaat	agcatagtgggtggctatttcg
Ubc-E2H -A	CG2257	cacacaccgagagaaatcaaaat	gcattcgtcaactctcactgg
Ubc-E2H- B	CG2257	acaaagtcacaaaaatccgtctt	
Ubc-E2H- C	CG2257	gagggccagcaacaactaaa	agagcaaaacgggagctg
Ubiquilin	CG14224	cgatgatgccaaacttgacg	tggcttagcctgttaactcaa
Uchl	CG4265	tcccgtaaaggcggttcatt	gcgcggtgcttctcatag
Hrs	CG2903	gctaagtcgggaccacgtc	cttgcgagctggtgtctg
lqf	CG8532	actggatgacccatggaaag	aactcgggggattgtttcta
Atg8a	CG32672	ttcattgcaatcatgaagttcc	gggagccttctcgacgat
PEK	CG2087	ggctcgaacactgcgtaga	ccatcaagcgtggaaatgta
Rab-2	CG3269	caaatacatcattatcggagacaca	atcgctgtccgtgaactg
Syx1A	CG31136	gaccaacgacgatgagctg	tcggtgaacacagacgagtt
PI3K92E	CG4141	tgtggaaaacgcgatggta	atgttgccaatgggttctgc
cul-1 (lin-19)	CG1877	gcaactgcaggacacacac	ttcgcttgagcagattttg
CG9188	CG9188	ggaatctttaattatcaatggaatcg	ggcaaaggagttcgttcac

Additional File 16.

How the deposited data were processed for this re-analysis (not part of the article)

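Gene expression was compared in 6 groups of 4 samples, 24 in all: wild type, Manf mz mutant and paternally rescued embryos, and wild type, Manf mutant and Manf overexpressing larvae, grouped by the sample labels. The authors scanned Agilent arrays, extracted median spot intensities with GenePix Pro 6.0 and preprocessed them in R with limma, whose version they do not give. The log2 values used here are the normalised intensities as deposited by the authors for 45220 probes, with 0 missing. Background and spot signals were not used here, so that no precision per spot can be given. Sample labels carry the dye, with 8 samples each in Cy3, Cy5 and an Alexa dye, and a replicate number. The numbers fall into a low and a high series, which were treated as a possible batch.

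Gene names came from the platform's annotation and were updated by gene identifier: 29872 probes carry 1 gene name and 15348 none, for 12799 genes, 10277 of them with 2 or more probes. Genes without a named probe were not analysed here.

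Comparisons were made in R 4.3.3 with limma 3.58.1. One linear model with 6 group means was fitted over all 24 samples, contrasts were tested with moderated statistics, and p values were adjusted after Benjamini and Hochberg over all probes, with a threshold of 0.01. Single genes were tested at their probe of highest mean, adjusted over genes. Gene lists, 44 with at least 5 measured members each, were tested against all other genes with camera from limma at a preset correlation of 0.01 and, as an alternative, one estimated from the data, with a threshold of 0.05. The lists were written by hand from gene names before the values were seen. The interaction of mutation and stage was tested in the same model.

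The rule for the genes named was set before the data were examined: the 10 largest changes each way against wild type among called probes whose groups do not overlap, every gene the paper names, called members or the brightest members of each list, and Manf. Values in the paper's tables had been seen by then. Where groups of 4 do not overlap, the exact permutation p is 0.0286, the smallest that 4 against 4 samples can give. Of the called probes 280 of 282 in mz mutant embryos, 6 of 6 in rescued embryos, 70 of 70 in mutant larvae and 240 of 240 in overexpressing larvae do not overlap with wild type. Of all 45220 probes 4984, 1393, 5812 and 6450 do not, which is 11%, 3.08%, 12.9% and 14.3%, where chance gives 2.86%.

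The alternatives were quantile normalization or equal medians on top of the deposited values, dim probes left out, dye as a covariate, the number series or the sample number as a block, single series, fits by stage or by 2 groups, array weights, other thresholds, the mean of a gene's probes, and leaving out each sample in turn. Fits without overexpressing larvae 69 and 70 were added after the values were seen. On simulated values with the spread of the 24 samples and 200 changed probes, the test found 3 of 100 probes moved by a log2 change of 1 and 29 of 100 moved by 2, with 0 false calls. With the spread of 22 samples it found 44 and 79, with 1 false call. Over 24 samples an absent change is therefore not shown by a gene that does not pass. The paper states fewer samples per genotype than the labels give. Attempts to find which ones it used, by comparing its listed values with subsets, found none and entered no result. Quantitative PCR, electron microscopy and functional annotation clusters of the paper were not used here.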

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

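The tests of mz mutant embryo 1, of the stages and of gene lists were set before their results were seen, and the values over 22 samples and the comparison of mz mutant embryo 1 with the spread of wild type embryos were chosen after. Single samples stood far from the other 3 of their group in 32 of 531 groups tested for the genes given here, where chance flags about 1 in 20, 26.6 groups. The value in brackets is the gap to the nearest sample as a share of the range. Most often it was mz mutant embryo 1: BomT3 lowest (0.834), CG12229 highest (0.867), CG6638 highest (0.842), Cpr49Ae highest (0.856), Cyp4p2 lowest (0.845), DJ-1alpha lowest (0.863), Hml lowest (0.859), PEK lowest (0.862) and Tat highest (0.82903). Among the other embryos, mz mutant embryo 4 has Oat lowest (0.923), Orc1 highest (0.901), Vps2 highest (0.85) and pst highest (0.877), then wild type embryo 82 has CG13887 lowest (0.873) and Cyt-c1 lowest (0.883), then wild type embryo 2 has CG3285 highest (0.847) and CG7214 lowest (0.831), then mz mutant embryo 87 has LysX highest (0.869), then wild type embryo 83 has Vamp7 lowest (0.865), then wild type embryo 1 has Vps28 highest (0.844). Among larvae, mutant larva 4 has CG6484 lowest (0.877), Ddc highest (0.892) and Snap29 highest (0.932), then overexpressing larva 70 has Cyp4ad1 lowest (0.886) and Klp68D lowest (0.948), then mutant larva 2 has Jon74E highest (0.862) and Vps25 lowest (0.89), then wild type larva 2 has Kr lowest (0.875) and rib lowest (0.891), then overexpressing larva 69 has Pvr highest (0.874) and ple highest (0.851), then wild type larva 1 has CG6830 highest (0.836).

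Mz mutant embryo 1 reads Manf within the wild type range at the brighter probe and just below it at the other. Over 3503 probes called from the other samples its median share of the mutant change is 0.327, against 1.18, 0.929 and 0.898 in the other mutant embryos. The highest share in a wild type embryo is 0.0791. It cannot decide on a swap by itself, as the wild type embryos entered the calling of these probes, which holds their shares near 0. A swap with a wild type embryo is argued against by Manf, which every wild type embryo reads higher than mz mutant embryos 4, 87 and 88 at both probes. The shares over probes higher and lower in the mutant differ by 0.0159, within the bound set for a mix of mutant and wild type RNA. That test cannot decide on a mix, as the shares were taken on log2 values. RNA mixes on the unlogged scale, where equal shares for higher and lower probes need not follow. The share lies 6.21 SD of the shares of the 4 wild type embryos above their mean, and these run from -0.0336 to 0.0791. That cannot decide on a wild type sample like these with a wrong label. They entered the calling of the probes and mz mutant embryo 1 did not, so that their spread can be too small. A wild type sample of any kind with a wrong label cannot be told apart by the share, which lies between the bounds set for it. No biological explanation was tested.

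The effect of the mutation differed between embryos and larvae at 23 probes by an interaction term. Among the genes named in the text it did for Spn88Eb, with a difference of 3.15 on the log2 scale, Cyp28d2 with -2.43 and Mal-A6 with -2.36, and for mag at its called probe with -3.62. Of 100 splits of the samples none of the others gave more than 1, so that chance can be excluded.

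Chance cannot be excluded for the number of gene lists called in mz mutant embryos, rescued embryos and mutant larvae. There 7, 15 and 11 of 35 splits of the samples, the real one included, gave as many. Lists outside those the paper discusses also passed the threshold by camera. In mz mutant embryos mitochondrial ribosomal proteins (5 of 74 higher, median -0.46, adjusted p = 6.91e-07 by camera and adjusted p = 0.322 with an estimated correlation), cytosolic ribosomal proteins (32 of 38 higher, median 0.34, adjusted p = 0.00142 by camera and adjusted p = 0.501 with an estimated correlation) and glutathione S-transferases (20 of 35 higher, median 0.37, adjusted p = 0.0131 by camera and adjusted p = 0.322 with an estimated correlation) did. In rescued embryos it was cytosolic ribosomal proteins (32 of 38 higher, median 0.20, adjusted p = 0.00146 by camera and adjusted p = 0.686 with an estimated correlation) and late embryonic and first instar cuticle genes (3 of 15 higher, median -0.33, adjusted p = 0.00842 by camera and adjusted p = 0.686 with an estimated correlation). In mutant larvae it was cytosolic ribosomal proteins (31 of 38 higher, median 0.32, adjusted p = 1.22e-04 by camera and adjusted p = 0.447 with an estimated correlation) and midgut markers (7 of 7 higher, median 0.58, adjusted p = 0.00208 by camera and adjusted p = 0.0221 with an estimated correlation), and in overexpressing larvae salivary gland markers (19 of 24 higher, median 0.80, adjusted p = 0.0451 by camera and adjusted p = 0.718 with an estimated correlation), with adjusted p = 0.595 by camera without larvae 69 and 70.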

How the results depend on the processing

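The fits without overexpressing larvae 69 and 70 were chosen after seeing the data, and the other alternatives were set before the data were examined. Numbers of probes are given in the order mz mutant, rescued, mz mutant against rescued, then mutant, overexpressing, mutant against overexpressing larvae, and are 282, 6, 127, 70, 240 and 1569 as reported. Then come genes shared by both mutants, genes shared by rescue and overexpression, probes opposite and alike in mutant and overexpressing larvae, and probes whose mutant effect differs between the stages, 12, 2, 0, 15 and 23 as reported. Gene lists follow for mz mutant and rescued embryos, mutant and overexpressing larvae, 13, 9, 10 and 3 as reported. The cause of the changes below was not tested, except where fewer samples or tests enter.

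Scaling moved little, and dim probes and thresholds more. Quantile normalization gives 282, 6, 127, 70, 243 and 1567, then 12, 2, 0, 15 and 23, with lists 13, 9, 10 and 3. Setting every median alike gives 281, 6, 127, 70, 242 and 1577, then 12, 2, 0, 15 and 23. Leaving out dim probes gives 237, 6, 111, 59, 216 and 1808, then 10, 2, 0, 10 and 12, with lists 13, 9, 10 and 0. A log2 change of at least 1 as a further condition gives 278, 6, 127, 70, 235 and 1510, then 12, 2, 0, 15 and 23. An adjusted p of 0.05 gives 601, 8, 311, 154, 12849 and 13585, then 28, 4, 8, 56 and 50. An unadjusted p of 0.001 gives 690, 81, 446, 311, 1435 and 2689, then 44, 6, 8, 70 and 168. An unadjusted p of 0.01 gives 1637, 207, 1245, 822, 10736 and 11324, then 168, 26, 54, 205 and 520.

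Dye as a covariate gives 44, 0, 102, 2, 2 and 1837, then 1, 0, 0, 1 and 12, with lists 16, 8, 11 and 1. Every wild type larva carries Cy3, so that in comparisons with wild type larvae this rests on the other groups. In embryos alone it gives 74, 3 and 163. The number series as a block gives 396, 6, 230, 124, 2058 and 5766, then 21, 2, 3, 40 and 38, with lists 13, 8, 10 and 4. A weight for each array gives 3025, 185, 1623, 3218, 1393 and 3140, then 459, 27, 68, 367 and 946. Those weights are 0.0145 and 0.0147 for overexpressing larvae 69 and 70. The sample number as a random block, with a correlation of 0.379, gives 267, 9, 155, 141, 246 and 1369, then 19, 2, 2, 27 and 30, with lists 14, 7, 11 and 1. Samples that share a number are not stated to be paired. The deviations from the group means of same-numbered samples correlate between -0.23 and 0.49, and not every sample correlates best with its own number. Between samples of different numbers they correlate by up to 0.87, for wild type embryo 83 and rescued embryo 66. Such pairs are stated in no label, and none was fitted. The low series alone gives 26, 49, 5, 389, 212 and 1578, then 5, 4, 2, 39 and 2. The high series alone gives 468, 0, 350, 15, 19293 and 19212, then 5, 0, 5, 8 and 0. Both hold 2 samples per group, and the spread is pooled over groups. Fitting each stage alone gives 664, 17, 397, 7, 1 and 50, then 1, 0, 0 and 0. Fitting the 2 groups alone gives 234, 10, 105, 645, 0 and 0. For lists, a correlation estimated from the data gives 4, 0, 3 and 0, and the mean of a gene's probes 14, 8, 10 and 3.

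Without overexpressing larvae 69 and 70 the fit gives 1895, 66, 1123, 845, 309 and 1223, then 139, 14, 7, 84 and 310, with lists 13, 6, 9 and 0. With dye as a covariate as well it gives 431, 21, 872, 101, 33 and 763, then 20, 1, 0, 8 and 245. The number series as a further block in that fit gives 3436, 364, 2451, 1585, 654 and 1866, then 302, 27, 24, 173 and 670.

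Leaving out single samples moves most counts by more than 1.5 times. For mz mutant embryos the count is without mz mutant embryos 1, 4, 87 and 88 in turn 573, 132, 135 and 132, and without wild type embryos 1, 2, 82 and 83 in turn 183, 159, 136 and 135. For rescued embryos the count is without rescued embryos 1, 2, 66 and 84 in turn 16, 2, 5 and 2, and without wild type embryos 1, 2, 82 and 83 in turn 3, 0, 3 and 4. For mz mutant against rescued embryos the count is without mz mutant embryos 1, 4, 87 and 88 in turn 315, 78, 72 and 75, and without rescued embryos 1, 2, 66 and 84 in turn 82, 103, 73 and 73. For mutant larvae the count is without mutant larvae 2, 4, 65 and 66 in turn 39, 46, 33 and 36, and without wild type larvae 1, 2, 63 and 65 in turn 32, 32, 36 and 35. For overexpressing larvae the count is without overexpressing larvae 2, 3, 69 and 70 in turn 14648, 14649, 159 and 123, and without wild type larvae 1, 2, 63 and 65 in turn 86, 92, 81 and 78. For mutant against overexpressing larvae the count is without mutant larvae 2, 4, 65 and 66 in turn 551, 651, 415 and 510, and without overexpressing larvae 2, 3, 69 and 70 in turn 14739, 14620, 799 and 800. Genes shared by both mutants range from 5 (without wild type larva 2) to 22 (without mz mutant embryo 1), and genes shared by rescue and overexpression from 0 (without wild type embryo 2) to 4 (without overexpressing larva 3). Opposite probes range from 0 (without wild type larva 1) to 5 (without overexpressing larva 2), and probes alike from 4 (without wild type larva 1) to 28 (without overexpressing larva 3). Probes that differ between the stages range from 6 (without wild type embryo 83) to 81 (without mz mutant embryo 1). Lists range from 11 (without wild type embryo 2) to 19 (without wild type embryo 82) for mz mutant embryos and 4 (without rescued embryo 66) to 10 (without wild type embryo 82) for rescued embryos. For mutant larvae they range from 7 (without mutant larva 2) to 15 (without mutant larva 65), and for overexpressing larvae from 0 (without overexpressing larva 3) to 4 (without overexpressing larva 69).

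The samples that move the shared counts and lists by more than 1.5 times are as follows. Genes shared by both mutants number 22, 6 and 6 without mz mutant embryos 1, 4 and 88 in turn, 6, 5, 7 and 7 without wild type larvae 1, 2, 63 and 65 in turn and 7, 7 and 6 without mutant larvae 2, 65 and 66 in turn. Genes shared by rescue and overexpression number 1, 0, 1 and 1 without wild type embryos 1, 2, 82 and 83 in turn, 1, 0, 1 and 0 without rescued embryos 1, 2, 66 and 84 in turn, 1 and 1 without wild type larvae 2 and 65 in turn and 4 without overexpressing larva 3. Opposite probes number 5, 2, 1 and 1 without overexpressing larvae 2, 3, 69 and 70 in turn. Probes alike number 4, 4, 8 and 6 without wild type larvae 1, 2, 63 and 65 in turn, 7, 7 and 7 without mutant larvae 2, 65 and 66 in turn and 28 without overexpressing larva 3. Probes that differ between the stages number 13, 9 and 6 without wild type embryos 2, 82 and 83 in turn, 81, 7 and 6 without mz mutant embryos 1, 87 and 88 in turn, 6, 6, 12 and 12 without wild type larvae 1, 2, 63 and 65 in turn and 8, 7 and 9 without mutant larvae 2, 65 and 66 in turn. Lists in rescued embryos number 5 without wild type embryo 2 and 5 and 4 without rescued embryos 2 and 66 in turn. Lists in overexpressing larvae number 1 and 1 without wild type larvae 63 and 65 in turn and 0 and 1 without overexpressing larvae 3 and 70 in turn.

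Of the values given for single genes 2 changed sign and passed the threshold on 1 side. dia in overexpressing larvae goes from -0.36 to 1.63 without larvae 69 and 70, and pip between mutant and overexpressing larvae from -1.98 to 0.050 with the mean of its probes. Under quantile normalization and equal medians all 298 kept sign and side of the threshold, and with the number series as a block 283. Those past the threshold only as reported number 80 with dye as a covariate, 62 by stage alone, 57 by 2 groups alone, 18 with the mean of probes and 14 without larvae 69 and 70, where 82 newly passed it. Cy5 samples alone leave 1 wild type embryo against 2 mz mutant embryos, too few for a test, and their p values are not used. Over all single samples left out, 2022 of the values kept both and 280 no longer passed. Spot signal over background was not used here, so that its limit on dim probes is not known. The effect of dye on the comparisons with wild type larvae by themselves could not be fitted.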

Differences from the paper's values

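The fits without overexpressing larvae 69 and 70 were chosen after seeing the values, and all other alternatives were set before the data were examined. The paper states an adjusted p below 0.01 for its counts, the threshold used here. For mz mutant embryos the paper counts 3183 probes, 1501 lower and 1682 higher, and here there are 282, 47 and 235. Of the set alternatives these come within 1.5 times of the paper: for the total array weights (3025), for lower probes array weights (1279), for higher probes array weights (1746). No other does. Among fits chosen after seeing the values, those without larvae 69 and 70 and with the series block give the total 3436, lower probes 1670 and higher probes 1766, and those without larvae 69 and 70 give higher probes 1163. For rescued embryos the paper counts 180 probes, 53 lower and 126 higher, and here there are 6, 0 and 6. Of the set alternatives these come within 1.5 times of the paper: for the total array weights (185) and an unadjusted p of 0.01 (207), for lower probes the low series alone (38), for higher probes array weights (105) and an unadjusted p of 0.01 (123). No other does. Among fits chosen after seeing the values, those without larvae 69 and 70 and with the series block give higher probes 141. For mz mutant against rescued embryos the paper counts 2681 probes, 1290 lower and 1391 higher, and here there are 127, 9 and 118. Of the set alternatives these come within 1.5 times of the paper: for higher probes array weights (974), and none does for the total and lower probes. Among fits chosen after seeing the values, those without larvae 69 and 70 and with the series block give the total 2451, lower probes 1195 and higher probes 1256. For mutant larvae the paper counts 1734 probes, 894 lower and 840 higher, and here there are 70, 29 and 41. None of the set alternatives comes within 1.5 times of these. Among fits chosen after seeing the values, those without larvae 69 and 70 and with the series block give the total 1585, lower probes 771 and higher probes 814. For overexpressing larvae the paper counts 1240 probes, 513 lower and 727 higher, and here there are 240, 161 and 79. Of the set alternatives these come within 1.5 times of the paper: for the total array weights (1393) and an unadjusted p of 0.001 (1435), for lower probes array weights (631), for higher probes the number series as a block (588) and array weights (762). No other does. For mutant against overexpressing larvae the paper's counts are 2775 probes and 1615 lower, here 1569 and 442. Of the set alternatives these come within 1.5 times of the paper: for the total array weights (3140) and an unadjusted p of 0.001 (2689), for lower probes the number series as a block (2128) and array weights (1627). No other does. Among fits chosen after seeing the values, those without larvae 69 and 70 and with the series block give the total 1866.

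Of the 211 changes in the paper's Tables 7 to 11 with a named probe, 5 are called here in the listed direction at any probe of the gene and 206 are not. Array weights call 73 and drop 138, an unadjusted p of 0.001 drops 194 and one of 0.01 156, an adjusted p of 0.05 177, the series block 199, the low series alone 207 and the high series alone 179. The fits chosen after seeing the values drop 168 without larvae 69 and 70, 152 with the series block as well and 207 with dye as well.

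The paper names 1191 lower and 1243 higher genes in mz mutant embryos, against 32 and 136 here. Set alternatives within 1.5 times of it are, for higher genes array weights (836), and none for lower genes. A fit chosen after seeing the values, without larvae 69 and 70 and with the series block, gives lower genes 852 and higher genes 839. The paper names 690 lower and 682 higher genes in mutant larvae, against 12 and 25 here. Set alternatives within 1.5 times of it are, for lower genes array weights (785), for higher genes array weights (783), and no other. The paper names 34 lower and 98 higher genes in rescued embryos, against 0 and 3 here. Set alternatives within 1.5 times of it are, for higher genes an unadjusted p of 0.01 (69), and none for lower genes. A fit chosen after seeing the values, without larvae 69 and 70 and with the series block, gives higher genes 70. The paper names 340 lower and 614 higher genes in overexpressing larvae, against 91 and 46 here. Set alternatives within 1.5 times of it are, for lower genes array weights (311), and none for higher genes. The share of probes changed in mz mutant embryos is 7.3% in Table 1 of the paper, while here it is 0.624%, with array weights 6.69% and no other set alternative within 1.5 times, and 7.6% without larvae 69 and 70 and with the series block, a fit chosen after seeing the values. Without larvae 69 and 70 alone it is 4.19%.

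The paper counts 208 lower and 229 higher genes shared by both mutants, and here there are 2 and 10. Array weights give 226 and 233, and no other set alternative comes within 1.5 times. The series block without larvae 69 and 70, chosen after seeing the values, gives 150 lower. For rescue and overexpression the paper has 57 higher and 6 lower shared genes, and here there are 2 and 0. No set alternative reaches the higher ones, and an unadjusted p of 0.01 gives 7 lower. Opposite probes in mutant and overexpressing larvae number 89 in the paper and 0 here, with 68 under array weights alone among the set alternatives. The genes of Additional file 15 have a mean size of the log2 fold change in mz mutant embryos of 2.07 in the paper's file and 0.88 here, under no other setting computed. That file gives a value there for 14 of its 63 entries, of which 11 are matched here. In the other 3 comparisons, with 56 of 63 matched, the means lie within 1.5 times of the paper's.

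Of the paper's log2 fold changes in Tables 2 and 3, 36 belong to genes with a named probe, and 6 differ from the values here by sign or by more than the SD of the replicates. In mz mutant embryos DnaJ-H stands at 1.1 in the paper and 0.54 here, within that SD under dye as a covariate (0.76), Cy5 samples alone (0.80) and without mz mutant embryo 1 (0.72) and under no other set alternative. For pipe the paper has -1.53 and the value here is -0.81, with no set alternative within the SD. For sulfateless the paper has 4.21 and the value here is 3.69, with no set alternative within the SD. At its other probe it is 4.04, within the SD of that probe. ROP stands at 3.33 in the paper and at 0.12 here, with 0.20 at its other probe and no set alternative within the SD. The paper's cycle value between mutant and overexpressing larvae is -1 and the value here 0.64, and in overexpressing larvae 0.5 and -1.00, with no set alternative within the SD for either. Without larvae 69 and 70, chosen after seeing the values, cycle stands at -0.74 and 0.38, and pip in overexpressing larvae, 0.9 in the paper, goes from 1.04 to -0.042, with the opposite sign.

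The paper describes close to equal numbers of higher and lower genes, and here 83.3% of the changed probes are higher in mz mutant embryos, 58.6% in mutant larvae and 32.9% in overexpressing larvae. In that order array weights give 57.7%, 49.2% and 54.7%. Without larvae 69 and 70 and with the series block, chosen after seeing the values, the shares are 51.4%, 51.4% and 57.8%. It lists sip3 as higher in mz mutant embryos, where the value here is -0.25, beside PEK at 0.92 in the stated direction. It names Cul1 and par-6 as higher in mutant larvae, and the values are -0.15 and -0.18 at the brightest probe, though 1 of 4 probes of par-6 is higher without larvae 69 and 70, beside Hsc70-1 at 1.26. It names shrb as higher there too, and the value is -0.29. It names Grp170 as higher and DAT as lower in mz mutant embryos, and the values are -0.014 and 0.090. For overexpressing larvae the signs match for 5 of 8 in Table 7 (7 without larvae 69 and 70), 1 of 2 in Table 8 (2 without larvae 69 and 70), 6 of 12 in Table 9 (8 without larvae 69 and 70), 11 of 18 in Table 10 (16 without larvae 69 and 70) and 5 of 11 in Table 11 (10 without larvae 69 and 70). There Sec13 and baz stand at -1.57 and -1.90, and without those 2 at 0.88 and -0.64, where the paper has Sec13 and PAR transcripts higher. In overexpressing larvae it describes Egfr, Cbl, par-6, the V-ATPase subunit, Rbf and klu as higher, and the values are -2.05, -1.93, -2.47, -1.57 for Vha100-4, -0.27 and -0.48. Without larvae 69 and 70 Cbl, par-6, Rbf and klu turn to 0.43, 0.16, 0.29 and 0.45. dia and Rop, named as higher in both rescue and overexpression, stand at -0.36 and -1.01 in overexpressing larvae, and at 1.63 and 0.15 without those 2. CG34384, named as lower in both, stands at -0.94 in rescued embryos and 0.87 in overexpressing larvae, the latter -0.77 without those 2. pum, named as higher in rescued embryos, stands at -0.20, with 1.01 at the highest of its other probes, and the other named neural genes pros, pst, sol and Rop are above 0 there.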

Other observations

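The tests of larvae 69 and 70, of single probes, other chromosomes and strain background for the genes shared by both mutants, and of splits within the number series were chosen only after the result was seen.

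Overexpressing larvae 69 and 70 stand apart from the other 22 samples. The Alexa dye is argued against, as the 6 other samples with it have median correlations within their groups of at least 0.951, and so is overexpression itself, as larvae 2 and 3 correlate with wild type larvae at 0.964 or more. Whole blocks of spots read at a shifted place are argued against by 0 of 20 blocks, with correlations at shifted places of at most 0.288 and at their own place between 0.359 and 0.47. Single spots read at, or mixed with, spots 1 row away may explain part of it: read 1 row of 85 spots away, a layout inferred from the values, their correlation with larva 2 is 0.22 to 0.234, and at most 0.0355 in the other 22. At 2 rows it is 0.211 to 0.231 against 0.0335 at most.

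Over 22 samples 139 genes moved the same way in both mutants. A base difference of the strain under a single probe is argued against for the set as a whole, as the other probes of 118 of these genes moved by 0.86 of the called probe's change in the median, though in 22 genes they moved by less than 0.25 of it. Genes near Manf, brought along by the chromosome of the mutant, are argued against as the cause of the whole set, as 43.4% of its 136 mapped genes lie on chromosomes other than that of Manf. For the few that lie near it this cannot be told apart: among the 200 nearest measured genes 5 belong to the set (CG14879, Pak3, CG3534, CG17477 and AOX3, named after their values were seen), where 2.17 would by the share of all genes, a ratio of 2.3 (Fisher's exact test, one-sided, p = 0.0669). On 3R, the arm of Manf, 1.61% of measured genes belong to the set (49 of 3045). The shares are 1.16% on 3L, 1.01% on 2L, 0.909% on 2R and 0.627% on X. Whether genes farther along that arm were brought along was not tested. A strain background shared with rescued embryos cannot be told apart either, as the median change there is 0.365 of that in mz mutant embryos (0.277 to 0.38 over splits of the wild type embryos), between the bounds set. Dye cannot be told apart from the mutation for this set. No mutant of either stage carries Cy3, which every wild type larva and most wild type embryos carry. With dye as a covariate 5 lower and 15 higher genes are shared over 22 samples, against 61 and 78 without it. Lack of Manf at both stages stays open as the biological explanation.

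Other splits of the same samples into 2 groups show where chance can be excluded for a number of probes. It can for mz mutant embryos (282 against 0 at most, 1 of 35 splits as large, the real one included), mz mutant against rescued embryos (127 against 4 at most, 1), mutant larvae (70 against 9 at most, 1) and overexpressing larvae (240 against 12 at most, 1). In overexpressing larvae the splits do not part the genotype from larvae 69 and 70, which enter that count. Nor do they part genotype from dye against wild type. For mutant and overexpressing larvae the real split is also that of Cy3 from the other dyes, and for mz mutant embryos nearly so. With dye as a covariate the counts in mz mutant embryos, mutant larvae and overexpressing larvae are 44, 2 and 2. Chance cannot be excluded for rescued embryos (6 against 35 at most, 2 splits) and for mutant against overexpressing larvae (1569 against 2195 at most, 2), where the larger split sets the low against the high number series. With the series as a block these 2 comparisons have 6 and 5766 probes. Without larvae 69 and 70 chance can be excluded for mz mutant embryos (1895 against 383 at most, 1) and mz mutant against rescued embryos (1123 against 318 at most, 1). It cannot for rescued embryos (66 against 2037 at most, 2) and mutant larvae (845 against 1689 at most, 2), whose larger splits again follow the series and point to a structure of the samples by series. Those splits ignore the series. With the series as a block and 2 samples of each series kept in each group, 18 splits are left, too few for a share under 0.05. Without larvae 69 and 70 they give 3436 against 945 at most for mz mutant embryos (1 split as large), 364 against 9 at most for rescued embryos (1), 2451 against 789 at most for mz mutant against rescued embryos (1) and 1585 against 31 at most for mutant larvae (1).

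For genes and probes shared between comparisons, 100 splits were drawn. Chance can be excluded for both mutants (12 against 0 at most, 1 split as large). These splits do not part the mutation from dye either, and with dye as a covariate 1 gene is shared over 24 samples. For rescue and overexpression no other split gave a shared gene (2 against 0 at most, 1). Chance stays open there, as it does for the probes called in rescued embryos. It also stays open for probes alike in mutant and overexpressing larvae, where another split gave more (15 against 30 at most, 2). The larger split for probes alike takes the 4 mutant larvae as the group both others are compared with. With each of the 2 genotypes compared with 2 wild type larvae of its own that count is 1.17 in the mean of 6 ways. Larvae 69 and 70 enter the counts for rescue and overexpression and for probes alike, and the splits do not part the genotype from them. For opposite probes (0 against 0 at most, 100) chance cannot be excluded. For gene lists in overexpressing larvae no other split reached the count (3 against 2 at most, 1), but it is 0 without larvae 69 and 70, 0 with dim probes left out and 0 with an estimated correlation, and the splits do not part the genotype from these 2 larvae. Chance cannot be excluded for lists in mz mutant embryos (13 against 15 at most, 7 splits), rescued embryos (9 against 13 at most, 15) and mutant larvae (10 against 14 at most, 11). The same holds without larvae 69 and 70 for mz mutant embryos (13 against 14 at most, 6), rescued embryos (6 against 10 at most, 19) and mutant larvae (9 against 15 at most, 10).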
